# Ribosome impairment regulates intestinal stem cell identity via ZAKɑ activation

**DOI:** 10.1038/s41467-022-32220-4

**Published:** 2022-08-02

**Authors:** Joana Silva, Ferhat Alkan, Sofia Ramalho, Goda Snieckute, Stefan Prekovic, Ana Krotenberg Garcia, Santiago Hernández-Pérez, Rob van der Kammen, Danielle Barnum, Liesbeth Hoekman, Maarten Altelaar, Wilbert Zwart, Saskia Jacoba Elisabeth Suijkerbuijk, Simon Bekker-Jensen, William James Faller

**Keywords:** Intestinal stem cells, Ribosome, Nutrient signalling

## Abstract

The small intestine is a rapidly proliferating organ that is maintained by a small population of *Lgr5*-expressing intestinal stem cells (ISCs). However, several *Lgr5*-negative ISC populations have been identified, and this remarkable plasticity allows the intestine to rapidly respond to both the local environment and to damage. However, the mediators of such plasticity are still largely unknown. Using intestinal organoids and mouse models, we show that upon ribosome impairment (driven by *Rptor* deletion, amino acid starvation, or low dose cyclohexamide treatment) ISCs gain an *Lgr5*-negative, fetal-like identity. This is accompanied by a rewiring of metabolism. Our findings suggest that the ribosome can act as a sensor of nutrient availability, allowing ISCs to respond to the local nutrient environment. Mechanistically, we show that this phenotype requires the activation of ZAKɑ, which in turn activates YAP, via SRC. Together, our data reveals a central role for ribosome dynamics in intestinal stem cells, and identify the activation of ZAKɑ as a critical mediator of stem cell identity.

## Abstract (web summary)

Intestinal stem cells are responsible for replenishing cells within the high-turnover intestinal epithelium. Here they show that ribosome dynamics affect intestinal stem cell identity through a mechanism that is triggered by changes in nutrient availability.

## Introduction

The mammalian intestine is an extremely proliferative organ. The entire epithelium turns over in around 3–5 days, and this proliferation is maintained by cells within the intestinal crypt. The crypt is home to a well-defined stem cell niche that supports a population of rapidly cycling ISCs, found at its base^1^. These stem cells express *Lgr5*^2^, and are reliant on WNT ligands that are produced by various cells in the intestine, primarily the Paneth cell and various stromal cells^3,4^. It is known however, that the *Lgr5*-positive population is dispensable for normal intestinal growth^5^, and that multiple cell types with stem cell capacity exist in the intestine, including those marked by MEX3A, mTERT, LRIG1, HOPX, DCLK1, and DLL1^6^. For example, ALPI, a marker of the enterocyte lineage, labels cells that normally migrate up the intestinal villus and are shed into the lumen within days^7^. Upon the loss of *Lgr5*-positive cells however, these cells can undergo dedifferentiation into stem cells, demonstrating the remarkable plasticity of the organ^8^. More recently, a population of cells that appear to regain markers of the fetal intestine has been identified^9^, and has been shown to be crucial in a number of contexts, including after helminth infection^10^, and extracellular matrix remodeling^11,12^. They have also been shown to be a colitis-associated ISC that contributes to mucosal repair in this condition^13,14^.

While these various populations have been characterized, there is still a lack of understanding of the specific signaling pathways that determine alternative ISC identity. The canonical *Lgr5*-positive ISC is well studied, and the role of WNT, EGF, Notch, Bmp, and Hedgehog have been well defined (reviewed in ref. 15). This is not the case for other ISC types however, and although some physical determinants of ISC identity have been identified^12,16^, the signaling cascades that define various phenotypes are largely unknown.

In several organs, mRNA translation has been shown to play a key role in stem cell fate^17,18^. In hematopoiesis for example, simply increasing or decreasing protein synthesis in stem cells by 30% is sufficient to completely alter cell fate decisions^19^. In the intestine, altered translation is known to be crucial for intestinal tumorigenesis^20–22^, and while several studies have demonstrated the importance of mTOR signaling in ISCs (particularly under stress conditions)^23–25^, there are relatively few studies that directly analyze the role of translation in these cells^26^.

In this study, we observe that the ISC is very responsive to the inhibition of RNA translation. Following a decrease in protein synthesis we see a loss of *Lgr5*-positivity and the induction of a fetal-like phenotype. This is accompanied by a translationally regulated switch in the metabolic identity of the cells, from oxidative phosphorylation to glycolysis. We show that this phenotype switch is driven by ribosome impairment. Although such translational issues have been shown to be a common occurrence^27–29^, their biological relevance is currently unknown. Here, we provide insights into a biologically relevant change in cell fate caused by such impairment. Furthermore, we show that this phenotypic switch occurs in a ZAKɑ-dependent manner, via activation of SRC and YAP, and that amino acid restriction results in the same ISC-identity change both in vitro and in vivo. We thus show that ribosome dynamics regulate intestinal cell fate, and may act as a sensor of nutrient availability, allowing the intestine to adapt to low amino acid levels by altering ISC identity.

## Results

### Translation inhibition causes a cell and metabolic identity switch in the ISC

In order to examine the role of RNA translation in the ISC, we generated organoids from the intestines of *VilCre*^ERT2^;*Rptor*^fl/fl^ mice^30–32^ (Supp. Fig. 1a). Raptor is an essential component of mTORC1, and we have previously shown that this complex regulates RNA translation in WNT-high intestinal cells^20^. As expected, upon tamoxifen induction there was a loss of Raptor and mTORC1 signaling (as measured by S6 phosphorylation), and ^35^S-methionine incorporation showed that these organoids had decreased levels of protein synthesis (Fig. 1a, b). Surprisingly, the organoids took on a strikingly different morphology, losing the expected budding phenotype, and becoming cystic (Fig. 1c), which was reminiscent of organoids that were enriched for stem cells^33^. However, qPCR analysis revealed that the organoids did not express ISC markers (*Lgr5*, *Mex3a* and *Axin2*), but instead were enriched for markers commonly associated with the fetal intestine (*Tacstd2*, *Sca1*, *Spp1* and *Cnx43*)^9^ (Fig. 1d). These results were further validated by immuno-fluorescence staining, revealing a complete loss of the ISC marker OLFM4 and gain of fetal markers TACSTD2 and SCA1 upon *Rptor* deletion (Fig. 1e). Additionally, we also observed a significant loss of the differentiation markers LYZ1 and ALDOB (Supp. Fig. 1b) in *Rptor*-deficient organoids, supporting the idea that inhibition of translation, through mTORC1 inactivation, affects intestinal cell identity.

**Fig. 1:**
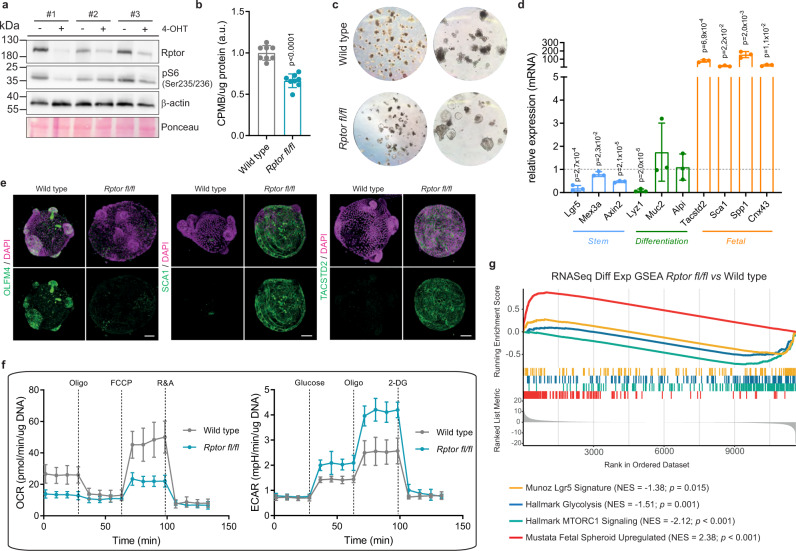
Inhibition of translation drives stem cell identity changes. **a** Western blot analysis confirming reduced Raptor and pS6 (Ser235/236) protein levels in cells from 3 different animals treated with 4-Hydroxytamoxifen. β-actin and Ponceau serve as loading control. **b** Incorporation of ^35^S-methionine shows decreased protein synthesis in *Rptor*^*fl/fl*^ organoids compared to WT. Mean and standard deviation are shown (*n* = 4 biological replicates each accessed in technical duplicates). *p* values were determined using a two-tailed *t*-test. **c** Representative images showing morphological differences in organoids upon *Rptor* loss, compared to WT. Pictures were acquired using 5x (left panel) and 20x (right panel) magnifications. **d** RT-qPCR analysis of individual genes related to stem (*Lgr5, Mex3a* and *Axin2*), differentiation (*Lyz1, Muc2* and *Alpi*), and fetal-like state (*Tacstd2, Sca1, Spp1* and *Cnx43*) of* Rptor*^*fl/fl*^ organoids compared to WT, using *Hprt* as a reference. Mean and standard error of the mean are shown (*n* = 3 biological replicates each accessed in technical triplicates). *p* values were determined using a two-tailed *t*-test. **e** Representative 3D-reconstructed confocal images of wild type and* Rptor*^*fl/fl*^ organoids show significant reduction of adult stem cell marker OLFM4 (left panel, green) and activation of fetal markers SCA1 (middle panel, green) and TACSTD2 (right panel, green). Dapi is used to visualize the nuclei (magenta). Scale bar is 50 µm. **f** OCR and ECAR analyses reveal decreased respiration and increased glycolysis in* Rptor*^*fl/fl*^ organoids compared to WT. Mean and standard deviation are shown (*n* = 2 biological replicates each accessed in technical quadriplicates). Refer to Supp. Fig. 1 for quantifications. **g** Gene Set Enrichment Analysis based on RNASeq differential expression data comparing* Rptor*^*fl/fl*^ organoids to WT (*n* = 4 from 2 biological replicates for each). Enrichment is shown for transcriptional signatures related to stemness, glycolysis, mTORC1 signaling and fetal-like state. *p* values were determined using the *clusterProfiler* package.

This fetal-like ISC population has previously been linked to intestinal damage response^10,11^, and has been shown to play a role in oncogenic growth^34^. It has previously been shown that the metabolic identity of ISCs is key in maintaining their *Lgr5*-positive identity, with these cells requiring a high level of oxidative phosphorylation^35^. We therefore carried out Seahorse analysis on these organoids. This analysis showed that *Rptor*-deleted organoids had a reduced level of oxygen consumption, and a higher level of lactate production, suggesting a switch from oxidative phosphorylation to glycolysis (Fig. 1f; Supp. Fig. 1c). It is known that Paneth cells also have a high level of glycolysis, but there is a loss of Paneth cells following *Rptor* deletion, which discounts this as the cause of the increased glycolysis (Fig. 1d, Supp. Fig. 1b). Surprisingly, while RNA Seq showed the expected activation of a fetal signature^9^ and an inhibition of both the *Lgr5*^7^ and mTORC1 signature, it did not show an up-regulation of mRNAs associated with glycolysis, and in fact showed a down-regulation of this pathway by GSEA analysis, suggesting that this metabolic change is not transcriptionally regulated (Fig. 1g & Supp. Fig. 2a–c).

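RNA-seq was carried out on *Rptor* fl/fl and wild type (WT) organoids, epithelial cultures grown from intestinal crypts, with 2 organoid lines per genotype and 2 technical libraries per line. The authors quantified the reads with Salmon on the protein-coding transcripts of GENCODE vM21, a mouse annotation on the mm10 genome, and deposited an estimated read count for each transcript without scaling for depth. Between 24466527 and 29690442 reads were assigned per WT library (median 25087058) and between 23802944 and 29194536 per *Rptor* fl/fl library (median 27148944). Estimated counts were then summed over the transcripts of each gene and over the technical libraries of each line, since the line is the unit of biological replication, and rounded to whole numbers. This gave 54156969 and 50174117 reads for the WT lines, and 50611163 and 56684205 for the *Rptor* fl/fl lines. The comparison was therefore made on n = 2 lines per genotype. The legend of Supp. Fig. 2b gives n = 4 from 2 biological replicates for each genotype. Counts were normalized with edgeR's TMM method, and 14131 genes with enough counts were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. How the technical libraries were counted changed the number of differentially expressed genes more than the normalization or the count filter did. The deleted gene, *Rptor* (ENSMUSG00000025583.15, chromosome 11 of mm10 from 119602905 to 119899576, plus strand), was looked at first. Values scaled to library size are given as CPM. *Rptor* stood at 51.4 and 47.9 CPM in the WT lines and at 14.8 and 15.5 CPM in the *Rptor* fl/fl lines. This was a log2 fold change of −1.71 (standard error 0.0835, adjusted p = 0.00516).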

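Each signature was read from a list of genes compiled for this comparison, not from the gene sets of the paper's GSEA. Lists were tested with limma's camera, which ranks the genes of a list against all other genes with a preset correlation of 0.01 between them, and its p-values were adjusted over the 23 lists tested. The 30 fetal-like genes tested had a median log2 fold change of 1.62 (camera adjusted p = 1.07e-15), with 28 genes higher and 2 lower in *Rptor* fl/fl organoids. Of these, 23 higher and 2 lower genes had an adjusted p under 0.05 over all genes, against 25 and 2 adjusted over the list alone. Among 34 adult ISC genes the median was −0.66 (camera adjusted p = 2.79e-07), with 7 higher and 27 lower. Here 2 higher and 17 lower genes passed the threshold, and 3 and 19 did when adjusted over the list alone. The 192 mTORC1 genes had a median of −0.29 (camera adjusted p = 1.44e-13), with 38 higher and 154 lower. In this list 1 higher and 71 lower genes passed, or 2 and 94 adjusted over the list alone.

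Glycolysis was read from a broad list and from the enzymes and transporters of the pathway itself. The 183 genes of the broad list had a median log2 fold change of −0.15 (camera adjusted p = 0.00512), with 71 higher and 112 lower, of which 18 and 44 passed the threshold, or 23 and 53 adjusted over the list alone. The 18 core glycolysis genes had a median of −0.52 (camera adjusted p = 9.42e-05) and ranged from −1.97 to 0.87. Of these, 16 were lower, 7 of them past the threshold, and none of the 2 higher genes passed, although *Hk1* (0.87, adjusted p = 0.0553) did when adjusted over the list alone, beside 9 lower genes. The size of the core change rested on single lines, since its median was −0.22 without WT line 1 and −0.33 without *Rptor* fl/fl line 2. The alternative that moved the fetal-like median most was leaving out *Rptor* fl/fl line 1, which gave 1.18. None of these list results held under fry, where the adjusted p was 0.12 for the first 4 lists and 0.187 for the core list. None held either with the correlation estimated from the data, where the adjusted p was 0.596 and 0.665, and both tests have few residual degrees of freedom with 2 lines against 2.

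Among adult ISC genes, *Lgr5* (ENSMUSG00000020140.15, chromosome 10 from 115450311 to 115587780, minus strand) fell from 206 ± 12.5 CPM (SD, n = 2 lines) in WT to 59.1 ± 20.8 CPM (SD, n = 2) in *Rptor* fl/fl organoids. Its log2 fold change was −1.80 (standard error 0.25, adjusted p = 0.0173). *Axin2* fell by 1.11 and *Mex3a* by 0.54 on the log2 scale (adjusted p = 0.0109 and 0.0186). *Nav1* and *Tnfrsf19* fell by 1.67 and 2.20, while *Prom1* of the same list was higher by 0.90 (adjusted p = 0.00734, 0.0101 and 0.0107). Among fetal-like genes, *Ly6a* rose from 13.7 ± 2.70 to 43.4 ± 18.8 CPM (SD, n = 2 each), a log2 fold change of 1.66 (standard error 0.34, adjusted p = 0.0329). *Plaur* and *Il1rn* rose by 1.73 and 1.60 (adjusted p = 0.00894 and 0.0101), and *Marcksl1* went the other way at −1.27 (adjusted p = 0.00891). *Spp1* had no reads in either WT line and 852 and 225 in the *Rptor* fl/fl lines, which makes it at least 169-fold higher (adjusted p = 0.0269). *Gja1*, with 2 counts in each WT line, was at least 145-fold higher (adjusted p = 0.0101).

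Of the mTORC1 genes, *Ddit4* (−1.73), *Slc7a11* (−2.69), *Psph* (−1.69) and *Sdf2l1* (−1.10) had the smallest adjusted p, from 0.00565 to 0.00891. In the broad glycolysis list *Taldo1* fell by 0.90, while *Hs6st2* rose by 7.34 and *Gnpda1* was also higher (adjusted p = 0.00855, 0.00785 and 0.00894). From lower glycolysis mRNAs in organoids with higher lactate production, the paper proposes that the metabolic change is not transcriptionally regulated.

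**Figure D1:**
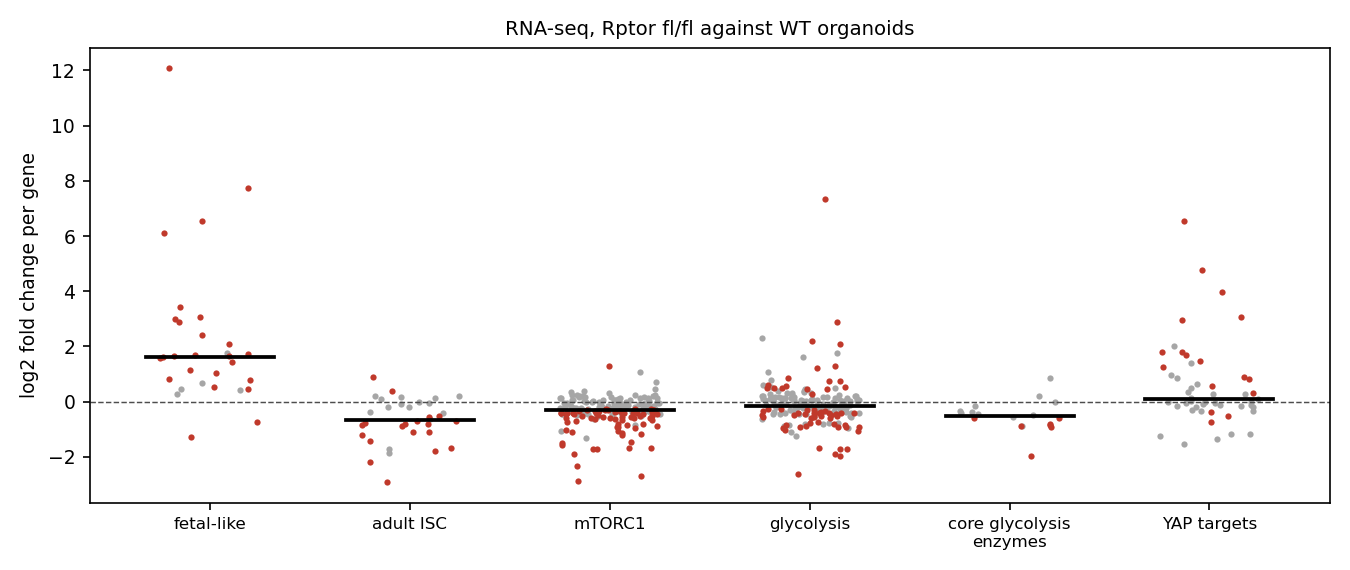
Log2 fold change per gene in *Rptor* fl/fl against WT organoids, with the gene lists along the horizontal axis and a dashed line at 0. Each point is a gene, red where its adjusted p is under 0.05 and grey otherwise, and black lines are the medians, which lie at 1.62 for the fetal-like list and −0.66 for the adult ISC list. Genes with at most 3 counts in every line of a genotype (3 fetal-like, 1 adult ISC and 1 YAP gene) are drawn at their fitted value, which is no measure of their size.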

As mTOR is a well-known regulator of mRNA translation^36^, this is an obvious alternative mechanism by which glycolysis could be regulated. 

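Ribosome profiling (Ribo-seq) sequences the mRNA fragments that ribosomes protect from digestion, so that the number of footprints on a gene reflects both how much mRNA is present and how densely it is occupied. It was performed on *Rptor* fl/fl organoids and on WT organoids grown with the GSK3 inhibitor CHIR and valproic acid to enrich adult stem cells (stem cell enriched, SCe), with 3 libraries per group. The authors trimmed adapters with cutadapt, removed ribosomal RNA fragments, and quantified the remaining footprints with Salmon, giving unscaled estimated counts. The sequences they were counted on were 59120 coding sequences, each with 46 bases added, and 44641 5′ untranslated regions listed as separate entries. Only the coding sequence entries were used here, and the 5′ entries, which held 2.97% to 6.98% of the footprints of a library, were left out. This gave 1981129, 1106178 and 4242425 footprints in the SCe libraries and 5992941, 6379236 and 8257457 in the libraries labelled *Rptor* fl/fl. Values of the SCe group therefore carry the larger counting error.

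The deleted gene was checked in every library. *Rptor* had 28, 49 and 91 footprints in the SCe libraries, or 15.2, 41.9 and 21.0 CPM, and 104, 118 and 131 footprints in the libraries labelled *Rptor* fl/fl, or 17.3, 18.7 and 16.0 CPM. The log2 fold change of −0.53 (standard error 0.335, 95% interval −1.29 to 0.23) was not significant in edgeR's quasi-likelihood test (adjusted p = 0.318), and it was −0.09 without SCe replicate 2. The RNA-seq of *Rptor* fl/fl organoids against SCe organoids did show the loss, since *Rptor* stood at 61.2, 54.3 and 54.0 CPM in SCe RNA-seq libraries, a log2 fold change of −1.89 (adjusted p = 0.00105). As footprints on *Rptor* were not significantly lower, these Ribo-seq samples are called the libraries labelled *Rptor* fl/fl wherever a direction is drawn from them.

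**Figure D2:**
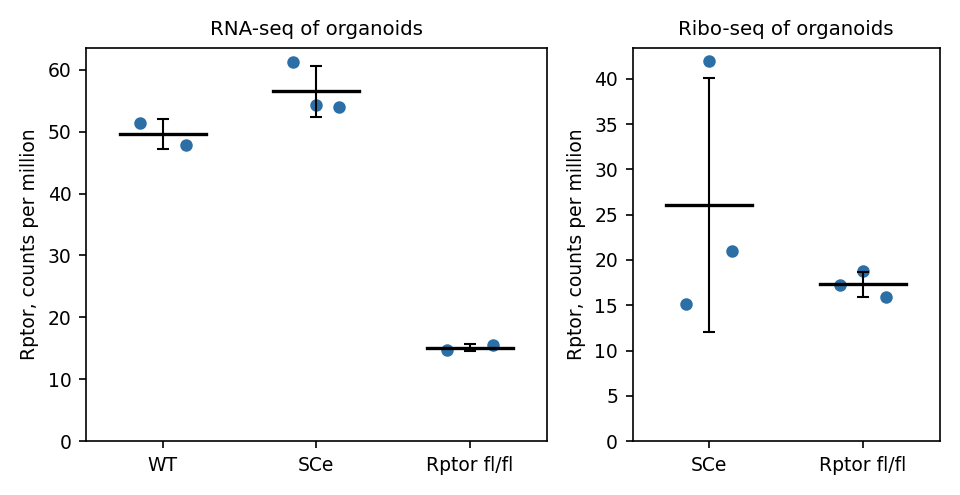
*Rptor* in CPM in each organoid line or library, with RNA-seq of WT, SCe and *Rptor* fl/fl organoids and Ribo-seq of SCe organoids and of the libraries labelled *Rptor* fl/fl. Points are lines or libraries, horizontal lines are group means and bars are SD. The RNA-seq values of *Rptor* fl/fl organoids lie below every WT and SCe value, while the Ribo-seq values of the libraries labelled *Rptor* fl/fl lie within the range of the SCe values.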

We therefore carried out Ribosome Profiling from *Rptor*^fl/fl^ organoids and wild type organoids that had been enriched for adult ISCs, using established culture conditions^33^ (Supp. Fig. 3a), allowing us to compare adult ISCs with fetal-like ISCs. The organoids also expressed RPL22 tagged with HA^37^ to increase the efficiency of ribosome isolation, and we calculated the translation efficiency (TE) of each mRNA, which is ratio of ribosome binding and RNA abundance as determined by ribosome profiling and RNA-seq^38^ (Fig. 2a, b & Supp. Fig. 4a–d). This experiment showed that upon Raptor loss and the induction of a fetal-like stem cell identity, there was an increase in the TE of glycolysis associated mRNAs, and a decrease in the TE of oxidative phosphorylation-related mRNAs (Fig. 2c & Supp. Fig. 3b), confirming the translational regulation of this process.

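Translation efficiency was tested as the interaction between assay and group in a single edgeR model over Ribo-seq and RNA-seq libraries, on 10747 genes with enough counts in both. The RNA-seq side was formed by the summed *Rptor* fl/fl lines and by 3 SCe libraries of 27439459, 67598878 and 59404042 reads. In footprints alone, 717 genes were higher and 1064 lower in the libraries labelled *Rptor* fl/fl out of 10817 tested, and for 4252 genes (39.3%) the groups did not overlap, where chance gives 10%. The length offset gave 266 higher and 393 lower genes. Leaving out a single library moved these numbers widely, from 235 higher and 434 lower without replicate 3 of the libraries labelled *Rptor* fl/fl to 1170 and 1512 without SCe replicate 1.

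Footprints on *Lgr5* were lower in the libraries labelled *Rptor* fl/fl, at 208 ± 3.39 CPM against 489 ± 135 CPM in SCe organoids (SD, n = 3 each), a log2 fold change of −1.23 (standard error 0.216, adjusted p = 0.00668). Its RNA-seq change against SCe organoids was −2.13 (adjusted p = 0.00656). The change in its translation efficiency did not pass the threshold (0.95, adjusted p = 0.185). It stayed above 0 over the alternatives (0.62 to 1.37, adjusted p from 0.0715 to 0.428), so a change is not ruled out. Adult ISC genes had a median of −0.60 in footprints (camera adjusted p = 1.74e-05, fry 0.0396, 0.442 with the correlation estimated). Fetal-like genes had a median of −0.71 in footprints (camera adjusted p = 0.42) but 1.27 in RNA-seq against SCe organoids (camera adjusted p = 0.00435, fry 0.103). *Spp1*, *Gja1* and *Ankrd1* had too few footprints to be tested, with no more than 5 in any of the libraries labelled *Rptor* fl/fl. The genes with the largest fitted rises in footprints were *Vsig2* (at least 5.17-fold), *Gm10639* (4.68-fold), *Fer1l4* (2.54-fold), *Dclk1* (2.53-fold) and *Gal3st2* (1.68-fold), all lower bounds because the SCe libraries held at most 3 footprints each. *Gal3st2* lost its call without replicate 1 or 3 of the libraries labelled *Rptor* fl/fl (adjusted p = 0.0511 and 0.0557). Those with the largest fitted falls were *Bex1* (at least 112-fold), *Tut4* (46.3-fold), *Cyp1b1* (36.5-fold), *Slc14a1* (24.6-fold) and *Hspb1* (76.2-fold). *Slc14a1* lost its call under the length offset (adjusted p = 0.0534).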

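The broad glycolysis list had a median log2 change in translation efficiency of 0.05 over 163 genes in the libraries labelled *Rptor* fl/fl (camera adjusted p = 0.335), with 88 genes higher and 75 lower. Of these, 5 higher and 2 lower genes passed an adjusted p of 0.05 over all genes, against 8 and 3 adjusted over the list alone. The median ranged from −0.0013 without SCe Ribo-seq replicate 2 to 0.09 without SCe RNA-seq replicate 1. On only the genes present in the authors' deposited table the same list had a median of 0.12 (camera adjusted p = 0.0118, the range over all alternatives being 0.00372 to 0.721). The 17 core glycolysis genes had a median of 0.44 (camera adjusted p = 0.00372), with 13 higher and 4 lower. Here 2 genes, both higher, passed over all genes, and 5 higher and 1 lower did when adjusted over the list alone. Leaving out single libraries kept this median between 0.31 and 0.53, but the result did not hold under fry (0.0695) or with the correlation estimated (0.438). *Eno1* of this list shares reads with its near-identical copy *Eno1b*, so its value is uncertain.

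The oxidative phosphorylation list had a median of −0.06 over 196 genes (camera adjusted p = 0.801), with 84 higher and 112 lower. Over all genes 1 higher and 3 lower passed, and adjusted over the list alone the number was 0, where 6 higher and 11 lower genes had an unadjusted p under 0.05. The direction depended on single SCe libraries, as the median was 0.12 without SCe Ribo-seq replicate 1 (camera adjusted p = 0.0268) and 0.01 without SCe RNA-seq replicate 1 (0.48), and the range of adjusted p over the alternatives was 0.0268 to 0.954. The 77 core subunits of the respiratory chain had a median of −0.13 (camera adjusted p = 0.684).

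Among single genes, translation efficiency was higher for *Ak4* (log2 change 1.87, standard error 0.226, adjusted p = 0.00436) and for the lactate transporter gene *Slc16a3* (1.63, standard error 0.266, adjusted p = 0.0141). It was lower for *B3gnt3* (−1.37, standard error 0.203, adjusted p = 0.00864). In RNA-seq of *Rptor* fl/fl against WT organoids these genes went the other way, at −1.89 for *Ak4*, −1.97 for *Slc16a3* and 0.45 for *B3gnt3*. The RNA of *Plod1* (−1.72) and *Ldha* (−0.92), given next, was lower too. The same *Rptor* fl/fl RNA-seq libraries enter translation efficiency, so its changes do not by themselves show a change in translation of these genes. *Ak4*, *Slc16a3* and *B3gnt3* lost their call with the replicate number as a block within each assay. Their highest adjusted p over the alternatives was 0.0586, 0.0756 and 0.135. *Plod1* (2.50, adjusted p = 0.0244) lost its call without replicate 2 or 3 of the libraries labelled *Rptor* fl/fl (0.064 and 0.0679) and with a single principal transcript per gene (0.0643), an alternative added once the data had been seen, and its range over alternatives was 6.66e-05 to 0.135. *Ldha* (1.15, adjusted p = 0.0286), *Slc25a4* (−1.16, 0.0381), *Tcirg1* (−0.87, 0.0406) and *Atp6ap1* (−0.73, 0.0437) passed the threshold with all libraries but not when some single libraries were left out. In those fits the adjusted p reached 0.0885 for *Ldha*, 0.107 for *Slc25a4*, 0.125 for *Tcirg1* and 0.135 for *Atp6ap1*. Under the length offset *Slc25a4* and *Atp6ap1* did not pass either (0.0608 and 0.532), nor did they with a principal transcript per gene (0.0565 and 0.0501), and *Tcirg1* and *Atp6ap1* did not without a count filter (0.0515 and 0.0566). Their ranges over the alternatives were 0.000687 to 0.224 for *Slc25a4* and 3.55e-06 to 0.532 for *Atp6ap1*. With the length offset the change of *Tcirg1* turned to 0.93 (adjusted p = 0.621, range over alternatives 0.00123 to 0.64). The authors' deposited table lists 81 genes of the broad glycolysis list with a median of 0.11, 13 core glycolysis genes with 0.61 and 136 oxidative phosphorylation genes with −0.16. From higher translation efficiency of glycolysis mRNAs and lower translation efficiency of oxidative phosphorylation mRNAs, the paper concludes that this metabolic change is translationally regulated.

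**Figure D3:**
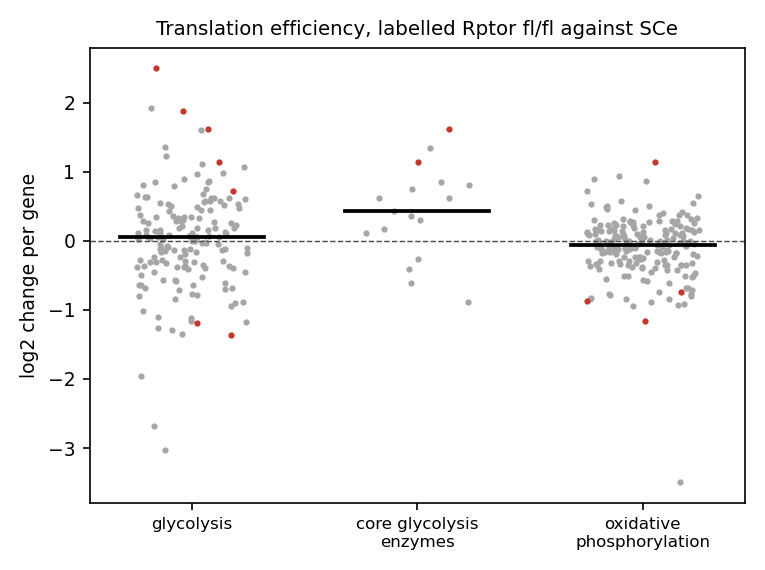
Log2 change in translation efficiency per gene in the libraries labelled *Rptor* fl/fl against SCe organoids, for the broad glycolysis, core glycolysis and oxidative phosphorylation lists along the horizontal axis, with a dashed line at 0. Each point is a gene, red where its adjusted p is under 0.05 and grey otherwise, and black lines are medians, at 0.05, 0.44 and −0.06.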

**Fig. 2:**
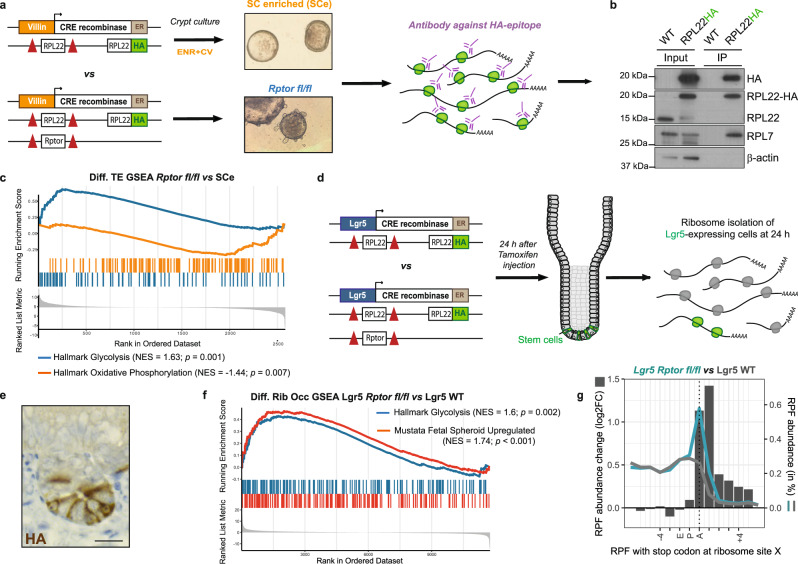
Metabolism is translationally regulated in fetal-like ISCs. **a** Experimental workflow of the RiboSeq experiment comparing the translatome of* Rptor*^*fl/fl*^ organoids to WT. Crypt cultures were generated from *VillinCre*^ERT2^RPL22.HA mice both in the presence and absence of Raptor. Tagged ribosomes were pulldown using an HA antibody and ribosome protected fragments were sequenced and mapped to the genome. **b** Western blot analysis confirming efficient pulldown of HA-tagged RPL22 ribosomes. RPL7 co-immunoprecipitation is used as an indicator of intact ribosomes. β-actin serves as a loading control. Experiments were done in one biological replicate. **c** Gene Set Enrichment Analysis based on differential translation efficiency data comparing* Rptor*^*fl/fl*^ organoids to stem cell enriched cultures (*n* = 3). Enrichment is shown for transcriptional signatures related to oxidative phosphorylation and glycolysis. p values were determined using the *clusterProfiler* package. **d** Experimental workflow of the RiboSeq experiment comparing the translatome of intestinal stem cells from Rptor^fl/fl^ to WT mice. Ribosomes were tagged specifically in the instestinal stem cells of mice using an* Lgr5Cre*^ERT2^ promoter, both in the presence and absence of Raptor. 24 h after tamoxifen induction, the ribosomes are recombined with the HA tag exclusively in the intestinal stem cells, allowing the capture and further study of their translatome by RiboSeq. **e** Imunohistochemistry staining of Lgr5Cre^ERT2^RPL22.HA intestines show that HA staining is restricted to ISCs. Stainings were done in 3 biological replicates. Scale bar: 20 μm. **f** Gene Set Enrichment Analysis based on differential ribosomal occupancy data comparing the intestinal stem cells of* Rptor*^*fl/fl*^ and WT mice (*n* = 3 biological replicates). Enrichment is shown for transcriptional signatures related to glycolysis and fetal-like state. *p* values were determined using the *clusterProfiler* package. **g** Distribution of RPFs along transcripts show an accumulation of reads in the stop codon in the* Lgr5Cre*^*ERT2*^*Rptor*^*fl/fl*^RPL22.HA mice (blue) compared with the Lgr5Cre^ERT2^RPL22.HA (gray). Barplot depicts RPF abundance change (log2FC) between the two conditions and lines show total RPF abundance (%), for which RPFs are grouped based on their A-site position with stop-codon as reference.

Alongside this, we generated *Lgr5Cre*^ERT2^;*Rptor*^fl/fl^;*RiboTag*^HA/HA^ animals^2^. This allowed the in vivo deletion of *Rptor* and the inducible expression of the RiboTag allele specifically within the *Lgr5*-positive ISC population (Fig. 2d). Twenty four hours after tamoxifen induction, the RiboTag^HA/HA^ allele was expressed exclusively in the crypt base, and could be used to isolate ribosomes specifically from these cells (Fig. 2e). We could then use this material to carry out an in vivo ribosome profiling experiment, comparing *Lgr5Cre*^ERT2^;*RiboTag*^HA/HA^ with *Lgr5Cre*^ERT2^;*Rptor*^fl/fl^;*RiboTag*^HA/HA^ animals, thus measuring the impact of *Rptor* deletion specifically within the ISC in vivo (Supp. Fig. 5a–e). 

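The in vivo Ribo-seq compared 3 mice per genotype, both of which expressed the HA-tagged ribosomal protein RPL22 in *Lgr5*-positive cells so that their ribosomes could be pulled down. The files hold Salmon's estimated counts per transcript, unscaled, on 65862 sequences. Most of these were as long as the 5′ untranslated region and the coding sequence together plus 31 bases, so footprints on the 5′ region are included in the counts. Totals were 772077, 2151821 and 5337092 footprints in *Lgr5Cre* ERT2 WT mice and 3085617, 3416458 and 8238388 in *Lgr5Cre* ERT2;*Rptor* fl/fl mice. Counts were summed per gene, rounded and tested in edgeR as for organoids, on 11515 genes, and the smallest library limits what can be said of genes with few footprints. No RNA-seq of the same cells was analysed here, so these values are ribosome occupancy and not translation efficiency. *Rptor* had 33, 87 and 245 footprints in WT mice (41.7, 39.7 and 44.8 CPM) and 32.6, 34.4 and 36.9 CPM, from at least 99 footprints each, in *Rptor* fl/fl mice. Every *Rptor* fl/fl mouse lay below every WT mouse, but the log2 fold change of −0.28 (standard error 0.123) did not pass the threshold (adjusted p = 0.15). *Lgr5* itself was near the limit of detection, with 9, 17 and 48 footprints in WT mice and 139, 28 and 50 in *Rptor* fl/fl mice. Its log2 fold change was 1.02 (standard error 0.633, adjusted p = 0.333), and −0.30 without *Rptor* fl/fl mouse 1.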

As we observed in organoids, deletion of *Rptor* in vivo results in the upregulation of the fetal signature, and an increase in the ribosome association of mRNAs associated with glycolysis (Fig. 2f), showing that the same process occurs in vivo.

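The fetal-like list had a median log2 fold change of 0.35 in footprints over 26 genes tested in *Rptor* fl/fl mice (camera adjusted p = 5.16e-06), with 21 higher and 5 lower. Over all genes 10 passed an adjusted p of 0.05, all higher, against 13 adjusted over the list alone. The broad glycolysis list had a median of 0.06 over 172 genes (camera adjusted p = 0.0307), with 102 higher and 70 lower, of which 33 and 7 passed, or 37 and 9 adjusted over the list alone. Without WT mouse 3 this list no longer passed (median 0.09, adjusted p = 0.066). With library sizes computed without the 10 genes with most counts and without TMM it was at 0.0019 (adjusted p = 0.0534, the range over alternatives, the core list among them, being 8.84e-06 to 0.222). That scaling also took the median over all genes tested from −0.0153 to −0.0796, so the fall in the list median is not specific to these genes. Leaving out TMM and leaving out the top genes were not tried separately. The 17 core glycolysis genes had a median of 0.34 (camera adjusted p = 8.84e-06), with 15 higher and 2 lower, and 11 genes passed, all higher, or 13 adjusted over the list alone. All 3 lists passed under fry (0.00304, 0.00688 and 0.00471) and none did with the correlation estimated (0.0716, 0.222 and 0.114).

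*Spp1* (ENSMUSG00000029304.14, chromosome 5 of mm10 from 104435118 to 104441050, plus strand) rose from 5.05 ± 3.29 CPM in WT to 78.99 ± 6.79 CPM in *Rptor* fl/fl mice (SD, n = 3 each), a log2 fold change of 4.40 (standard error 0.213, adjusted p = 1.83e-09). Of the other fetal-like genes, *Cd44* (0.84, adjusted p = 0.00126), *S100a11* (0.60, 0.00233) and *Marcksl1* (1.00, 0.00259) were also higher. *Ly6a* (0.27, adjusted p = 0.264) and *Gja1* (0.19, 0.44) did not differ, though *Ly6a* reached 0.38 without *Rptor* fl/fl mouse 1 (adjusted p = 0.0455, range over alternatives 0.0455 to 0.677). Among glycolysis genes, *Slc16a3* (chromosome 11 from 120948480 to 120960868, plus strand) rose from 22.6 ± 2.45 to 51.3 ± 6.74 CPM, a log2 fold change of 1.17 (standard error 0.144, adjusted p = 5.44e-05). *Nt5e* (adjusted p = 6.45e-07), *Vcan* (1.81, 1e-05) and *Angptl4* (1.14, 4.05e-05) were higher as well. *Vcan* lost its call under the length offset (adjusted p = 0.0912, range over alternatives 8.52e-11 to 0.0912). The pulldown also held 62820 to 78170 CPM on enterocyte genes, against 1290 to 1740 CPM on adult ISC genes. Stroma genes were higher (median 0.48, camera adjusted p = 3.67e-05), while smooth muscle and immune genes did not pass (0.688 and 0.952). These rises therefore cannot be assigned to *Lgr5*-positive cells alone. From the higher fetal signature and the higher ribosome association of glycolysis mRNAs, the paper concludes that the process seen in organoids also occurs in vivo.

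**Figure D4:**
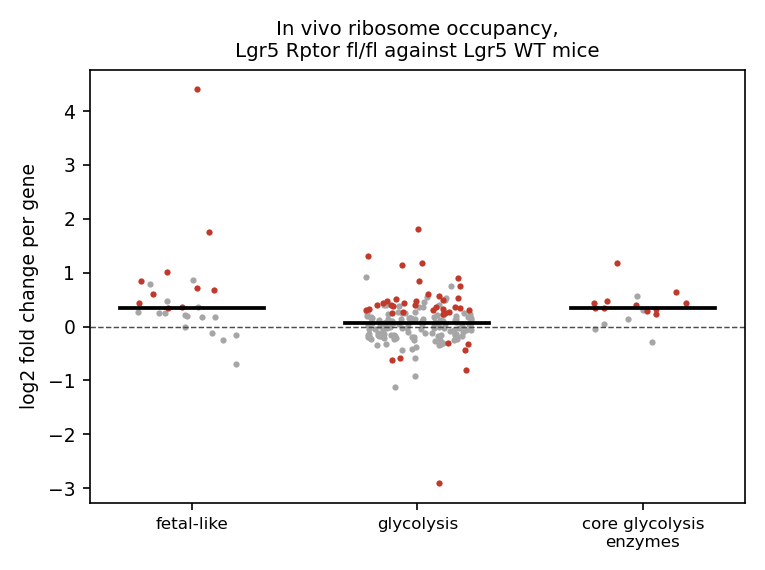
Log2 fold change in footprints per gene in *Lgr5Cre* ERT2;*Rptor* fl/fl against *Lgr5Cre* ERT2 WT mice, for the fetal-like, broad glycolysis and core glycolysis lists along the horizontal axis, with a dashed line at 0. Each point is a gene, red where its adjusted p is under 0.05 and grey otherwise, and black lines are medians, at 0.35, 0.06 and 0.34.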

### Ribosome impairment causes the adult to fetal-like ISC identity switch

Upon further analysis of this data, it was observed that there was a striking increase in ribosome occupancy specifically on stop codons following *Rptor* deletion, suggestive of stalling ribosomes on these codons (Fig. 2g & Supp. Fig. 6). Such stalling (and subsequent ribosome collisions) around stop codons has been observed previously^29^, however the biological relevance of this is unknown. Stalled ribosomes are known to have wide-ranging effects on translation dynamics, via recruitment of the ribosome quality control machinery^39^, activation of GCN2^40^, and an increase in ribosome collisions^41,42^.

As both stalled and collided ribosomes are known to activate cellular signaling, we assessed the ability of cycloheximide to drive the same adult to fetal-like stem cell switch that we observed following *Rptor* deletion. We used both low (0.015 µg/ml) and high (100 µg/ml) doses of cycloheximide, as low doses inhibit the elongation of some ribosomes, causing ribosome collisions, whereas high doses stall all ribosomes, allowing us to differentiate between the two situations^41,43^. Importantly, both doses result in similar inhibition of protein synthesis (Supp. Fig. 7a). However, exclusively at low doses, cycloheximide treatment phenocopied Raptor loss, resulting in a loss of *Lgr5*-positivity and an increase in markers of fetal-like stem cells (Fig. 3a). This suggests that the ribosome impairment caused by *Rptor* deletion includes an increase in ribosome collisions (particularly around the stop codons), and that this may be causing the observed phenotype.

**Fig. 3:**
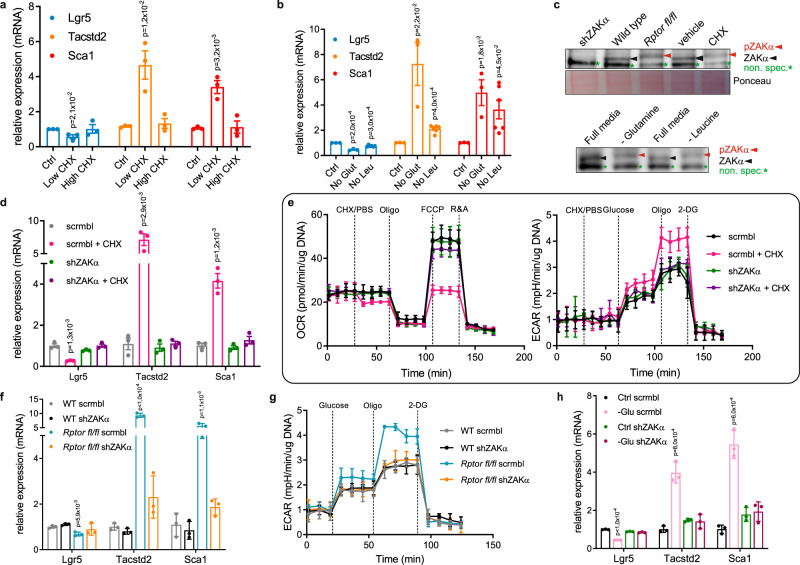
Ribosome impairment drives metabolic changes and the fetal signature via ZAKα activation. **a** RT-qPCR analysis of genes related to stem (*Lgr5*) and fetal-like state (*Tacstd2* and* Sca1*) of WT organoids treated with cycloheximide at either a low (0.015 ug/ml) or high dose (100 ug/ml) for 30 min.* Hprt* is used as a reference. Mean and SEM are shown (*n* = 3 biological replicates each accessed in technical triplicates). *p*-values were determined using a two-tailed *t*-test. **b** RT-qPCR analysis of genes related to stem (*Lgr5*) and fetal-like state (*Tacstd2* and* Sca1*) of WT organoids cultured in media without glutamine or leucine for 1 h. *Hprt* is used as a reference. Mean and SEM are shown (*n* = 3 biological replicates each accessed in technical triplicates). *p*-values were determined using a two-tailed *t*-test. **c** Western blot confirming activation of ZAKα in* Rptor*^*fl/fl*^ and low-dose cycloheximide treated organoids (upper panel) and organoids deprived from glutamine and leucine (bottom panel) compared to WT. Red arrows indicate phosphorylated ZAKα, black arrows indicate the ZAKα levels, green stars indicate non-specific bands. Ponceau serves as a loading control. Blots were done on two animals. **d** RT-qPCR analysis of genes related to stem (*Lgr5*) and fetal-like state (*Tacstd2* and* Sca1*) of WT organoids treated with low-dose cycloheximide (0.015 ug/ml) for 30 min in the presence or absence of ZAKα. *Hprt* is used as a reference. Mean and SEM are shown (*n* = 3 biological replicates each accessed in technical triplicates). *p*-values were determined using a two-tailed *t*-test. **e** OCR and ECAR analyses reveal that deleting ZAKα rescues the metabolic changes caused by low-dose cycloheximide (0.015 ug/ml). Mean and SD are shown (*n* = 1 biological replicate accessed in technical quadriplicates). **f** RT-qPCR analysis of genes related to stem (*Lgr5*) and fetal-like state (*Tacstd2* and* Sca1*) of WT and *Rptor*^*fl/fl*^ organoids in the presence or absence of ZAKα. *Hprt* is used as a reference. Mean and SEM are shown (*n* = 1 biological replicate accessed in technical triplicates). *p*-values were determined using a two-tailed *t*-test. **g** ECAR analysis show that ZAKα deletion rescues the metabolic changes caused by* Rptor* deletion. Mean and SD are shown (*n* = 1 biological replicate accessed in technical quadriplicates). **h** RT-qPCR analysis of genes related to stem (*Lgr5*) and fetal-like state (*Tacstd2* and* Sca1*) of WT organoids grown in glutamine-depleted media, in the presence or absence of ZAKα. *Hprt* is used as a reference. Mean and SEM are shown (*n* = 1 biological replicate accessed in technical triplicates). *p*-values were determined using a two-tailed *t*-test.

Ribosome collisions and other impairments of translational elongation are thought to be common events, and are known to have different outcomes depending on the driver and circumstances of the problem. For example, translation continues after some collisions, while mRNA and nascent peptide degradation occurs after others^44,45^. They are also a natural response to many stimuli, including damaged or misfolded mRNA^46,47^, and amino acid depletion^48^. As the intestine is a major nutrient sensing organ, we asked whether translational impairment driven by amino acid depletion could also drive the same alteration in ISC populations. We therefore grew the organoids in media depleted of glutamine or leucine. This resulted in a switch of ISC identity (Fig. 3b), suggesting that changes in ribosome dynamics may act as a nutrient sensor in order to alter stem cell dynamics in response to local nutrient availability.

The most well characterized detector of amino acid availability is GCN2, which is known to recognize uncharged tRNAs, and drive the cellular response to amino acid limitation^49^. GCN2 has also previously been linked to the detection of ribosome stalling, which caused an activation of the integrated stress response and eIF2ɑ phosphorylation^41^. However, *Rptor* deletion, cycloheximide treatment and, most surprisingly, amino acid restriction did not result in an increase in eIF2ɑ phosphorylation (Supp. Fig. 7b). Furthermore, inhibition of GCN2 was not sufficient to block the stem cell identity switch (Supp. Fig. 7c), suggesting that the canonical nutrient sensing pathways are not used to respond to low levels of amino acids in the ISC, nor is this pathway used to detect ribosome impairment.

#### Phenotype switch is regulated via a ZAKɑ-mediated signaling cascade

Recent studies have pinpointed the long isoform of the MAPKKK family member ZAK (ZAKɑ) as a key mediator of cellular responses to ribosome stalling and collisions^41,43,50^. We therefore assessed ZAKɑ phosphorylation, following *Rptor* deletion, cycloheximide treatment, or glutamine/leucine deprivation. This analysis showed that there was an increase in the phosphorylation of ZAKɑ in all of these conditions (Fig. 3c). To understand the importance of ZAKɑ in ISC identity, we depleted it in organoids using shRNA. It is important to note that the shRNA used is specific to the long isoform of ZAK, and the levels of ZAKβ remain unchanged (Supp Fig. 7e). Strikingly, ZAKɑ inhibition completely blocked the ability of cycloheximide to activate the fetal signature, and the metabolic switch that accompanies it (Fig. 3d, e). This was also the case for *Rptor* deletion, and amino acid restriction (Fig. 3f–h). Additionally, Vemurafenib has been shown to be a potent inhibitor of ZAK^51,52^. As with shRNA mediated silencing of ZAKɑ, treatment with Vemurafenib also blocked ISC identity switch, as well as the accompanying metabolic switch (Supp. Fig. 8a–d).

As we had already shown that this effect is GCN2-eIF2ɑ independent, we measured the activation of the JNK and p38 signaling pathways, as these are known to mediate the downstream consequences of ZAKɑ activation^50^. There was no activation of JNK signaling following *Rptor* deletion (Supp. Fig. 7f), and inhibition of this pathway with JNK-IN-8 was unable to block the adult to fetal-like stem cell transition (Supp. Fig. 7g). While we did observe an increase in p38 phosphorylation, supporting the observation of ZAKɑ activation (Supp. Fig. 7f), inhibition using SB203580 was also unable to block the transition (Supp. Fig. 7g), suggesting that the signaling pathways previously described to be downstream of ZAKɑ are not responsible for the stem cell identity switch.

We therefore set out to identify other potential substrates of ZAKɑ, by defining its specific interactome in our fetal-like system. To do this, we carried out immunoprecipitations of FLAG tagged ZAKɑ in both wild-type and *Rptor*-deficient organoids, followed by mass spectometry (IP-MS) (Supp. Fig. 9a). While we could only identify a small number of proteins that were pulled down with ZAKɑ in our control cells (Supp. Fig. 9b), Raptor loss caused a dramatic increase in the number of proteins that co-precipitated with ZAKɑ, highlighting the importance of this kinase in mediating the cellular response to impaired translation (Fig. 4A). Among these interactors we identified SRC, a well known YAP activator which has been recently implicated in injury-induced regeneration in the intestine^11^. In that study, the authors showed that upon tissue damage the intestinal epithelium is converted into a fetal-like state, with decreased levels of differentiation markers, which seems to be mediated by increased FAK/SRC signaling and a resulting YAP/TAZ activation. To validate the interaction of ZAKɑ with SRC in our other fetal-like models, we performed a Co-IP of ZAKɑ-FLAG infected organoids which were cultured with either low dose Chx or in the absence of glutamine, and saw that in both cases ZAKɑ interacts with SRC (Fig. 4B & Supp. Fig. 9c). This interaction is decreased in the control organoids, highlighting its potential role in sensing ribosome collisions (Fig. 4C).

**Fig. 4:**
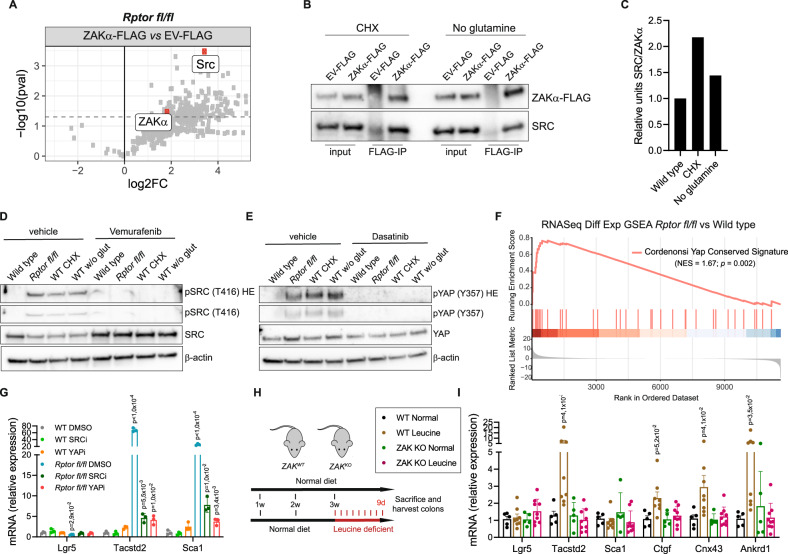
ZAKα activates the SRC-YAP axis during ribosome impairment and results in ISCs identity switch in vivo during leucine deprivation. **A** Volcano plot depicting differentially enriched interactors of ZAKα in *Rptor*^*fl/fl*^ organoids, using RIME-MS (*n* = 2 biological replicates). An empty vector tagged FLAG bait is used as a control. Significance when *p*-value ≼ 0,05 (*t*-test, two-tailed). **B** Immunoprecipitation of ZAKα-FLAG confirms interaction with SRC in organoids treated with cycloheximide (0.015 ug/ml) and deprived from glutamine. EV_FLAG is used as a control. One biological animal was used. **C** Quantification of the western blot shows enrichment of ZAKα-SRC binding in organoids treated with cycloheximide (0.015 ug/ml) and deprived from glutamine, compared with wild type cells. **D** Western blot showing activation of SRC in *Rptor*^*fl/fl*^, low dose cycloheximide and glutamine-deprived organoids compared to wild type. This activation is dependent on ZAKα activity, as inhibition with vemurafenib abolishes SRC phosphorylation (T416). β-actin serves as a loading control. Blue panel has a higher exposure. Blots were done on one animal. **E** Western blot showing activation of YAP in Rptor^fl/fl^, low dose cycloheximide and glutamine-deprived organoids compared to wild type. This activation is dependent on SRC, as inhibition with dasatinib abolishes YAP phosphorylation (Y357). β-actin serves as a loading control. Blue panel has a higher exposure. Blots were done on one animal. **F** Gene Set Enrichment Analysis based on RNASeq differential expression data comparing *Rptor*^*fl/fl*^ organoids to WT (*n* = 4 from 2 biological replicates for each). Enrichment is shown for transcriptional signatures related to YAP-target genes. *p*-values were determined using the *clusterProfiler* package. **G** RT-qPCR analysis of genes related to stem (*Lgr5*) and fetal-like state (*Tacstd2* and *Sca1*) of WT and *Rptor*^*fl/fl*^organoids treated with inhibitors for SRC (dasatinib, 100 nM, 24 h) and YAP (verteporfin, 3 uM for 24 h). *Hprt* is used as a reference. Mean and SEM are shown (*n* = 1 biological replicate accessed in technical triplicates). *p*-values were determined using a two-tailed *t*-test. **H** Experimental workflow of the dietary interventions performed in WT and ZAK KO mice. **I** RT-qPCR analysis of genes related to stem (*Lgr5*) and fetal-like state (*Tacstd2* and *Sca1*) of colons of WT and ZAK KO mice. Hprt is used as a reference. Mean and SEM are shown (*n* = 5 (WT) and 9 (ZAK KO) biological replicates each accessed in technical triplicates). *p*-values were determined using a two-tailed *t*-test.

To understand the functional consequences of such interaction, we measured the levels of the active form of SRC by looking at the phosphorylation status of its residue Tyr416^53^. In all the conditions that caused a switch to a fetal signature, we saw a significant increase in SRC activity that was dependent on ZAKɑ (Fig. 4D). Furthermore, phosphorylation of YAP at a SRC specific site (Tyr357)^54^ was increased in a SRC-dependent manner following ZAKɑ activation (Fig. 4E). Analysis of our RNA Seq data also revealed the presence of a YAP gene signature in *Rptor*-deficient organoids, compared with wild type cells (Fig. 4F), providing further evidence of its activation.

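In the RNA-seq of *Rptor* fl/fl against WT organoids, 49 YAP target genes had a median log2 fold change of 0.08 (camera adjusted p = 0.0239, from 0.000483 to 0.665 over the alternatives), with 26 genes higher and 23 lower. Of these, 14 higher and 3 lower genes passed an adjusted p of 0.05 over all genes, against 15 and 5 adjusted over the list alone. The median was between 0.04 without *Rptor* fl/fl line 1 and 0.17 without *Rptor* fl/fl line 2. Leaving out single technical libraries moved it between 0.02, without library 1 of *Rptor* fl/fl line 1, and 0.20, without library 2 of *Rptor* fl/fl line 2. The 46 YAP targets outside the fetal-like list had a median of 0.01 and did not pass (camera adjusted p = 0.101), with 11 higher and 3 lower genes past the threshold. That list leaves out *Ankrd1*, *Ccn1* and *Ccn2*, although the paper counts *Ankrd1* as outside its fetal gene set. With *Ankrd1* put back, an alternative added once the data had been seen, the 47 genes had a median of 0.028 and did not pass camera (adjusted p = 0.0675), fry (0.178) or camera with the correlation estimated (0.633), but passed fgsea (0.0275).

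*Ccn2* (chromosome 10 of mm10 from 24595442 to 24598683, plus strand) reached 14.2 ± 9.45 CPM (SD, n = 2 lines) in *Rptor* fl/fl organoids, a log2 fold change of 3.06 (standard error 0.606, adjusted p = 0.0308), and was 2.14 without *Rptor* fl/fl line 1. *Myof* (chromosome 19 from 37899036 to 38043577, minus strand) rose from 43.0 ± 17.4 to 197.1 ± 98.3 CPM, a log2 fold change of 2.20 (standard error 0.458, adjusted p = 0.0341). *Ankrd1* (chromosome 19 from 36111961 to 36120099, minus strand) had 3 counts in each WT line and 434 and 165 in the *Rptor* fl/fl lines, and was at least 93.2-fold higher (adjusted p = 0.0146). *Thbs1* rose by 2.94 and *Ccn1* was also higher (adjusted p = 0.0101 and 0.0127), while *Phgdh* of the same list fell by 0.75 (adjusted p = 0.0118). The mRNAs of *Yap1* (−0.22, adjusted p = 0.0907), *Src* (0.10, 0.249) and *Map3k20*, which encodes ZAKɑ (0.07, 0.62), did not pass. With the 4 libraries of a genotype counted separately *Yap1* and *Src* did (adjusted p = 0.00432 and 0.0313, their ranges over the alternatives being 0.00432 to 0.176 and 0.0313 to 0.453). *Yap1* also did without library 1 of *Rptor* fl/fl line 1 (−0.25, adjusted p = 0.0415). The paper states that the YAP gene signature is further evidence of YAP activation.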

As there is a significant overlap between genes included in the YAP geneset used for this analysis and in the geneset used to identify fetal-like cells, we analyzed YAP-target genes that were not part of the fetal geneset, *Myof* and *Ankrd1*. Both genes were significantly upregulated upon *Rptor* deletion and this increase is mediated by ZAKɑ, supporting the idea that YAP/TAZ is activated upon ribosome impairment (Supp. Fig. 9d). In order to test whether the ZAKɑ-mediated activation of SRC and YAP caused the observed cell fate switch, we treated *Rptor*-deficient organoids with either a SRC inhibitor (dasatinib) or a YAP inhibitor (verteporfin). Both treatments could block the adult to fetal-like switch (Fig. 4G). Together, these results indicate that ribosome impairment causes a signaling cascade that results in the YAP-dependent activation of a fetal-like transcriptional program.

To assess whether ribosome-mediated activation of ZAKɑ caused the same cell identity switch in human tissue, we used human colonic organoids, which we grew in either full media or media deprived from leucine. In line with our previous findings, we saw that amino acid restriction led to an activation of the fetal signature which could be rescued when we inhibited ZAKɑ (Supp. Fig. 9e).

### Amino acid restriction in vivo drives the same phenotype switch

Finally, as the intestine is an extremely complex tissue that cannot be fully recapitulated in organoid culture, we carried out an amino acid depletion study in WT and *Zak* knock-out mice (Fig. 4H & Supp. Fig. 9f). *Zak* deletion has no overt phenotype, and food intake is unchanged (Supp. Fig. 9g). We maintained animals on a leucine-deficient diet for 9 days (Fig. 4H), and measured the levels of *Lgr5* and markers of the fetal intestine (*Tacstd2, Sca1, Cnx43, Ctgf*) and YAP signature (*Ankrd1*) in the colons of these animals^55^. As observed in organoids, in vivo amino acid depletion resulted in an increase in fetal markers (Fig. 4I). Crucially however, deletion of *Zak* prevented the appearance of these cells, demonstrating that the change in cell fate caused by leucine starvation is a ribosome impairment-mediated effect (Fig. 4I). It’s worth noting that both in the human (Supp Fig. 8d) and mouse (Fig. 4E) colon samples, leucine depletion does not seem to affect the *Lgr5* + population. This may be due to the fact that this cellular population is rarer in the colon compared to the small intestine, and the effect of restricting amino acids may be underestimated as a result.

## Discussion

Ribosome stalls and collisions have long been known to cause mRNA and nascent protein degradation^56,57^. As they can be caused by defective mRNA, it is clearly advantageous to a cell to remove the problem. The development of disome seq showed that collisions were far more common than expected, and confirmed their importance in the correct folding of peptides, underlining the fact that they play a role in normal biology, alongside their role in sensing faulty mRNA^28,29^. Recent work has taken this a step further, and has shown that ribosome collisions may act as key signaling hubs that can determine cellular fate by recruiting different players which activate specific pathways depending on the “severity” of the damage^41,45^. Indeed, studies have now started to dissect the downstream effects of ribosome impairment, and it appears that several factors, such as elongation rate, “strength” of stall, and the activity of the ribosome quality control mechanisms can subtly alter the signaling that results^44^. However, the extent of the in vivo relevance of ribosome impairment is currently unknown.

Here we show that ribosome-induced signaling through ZAKɑ is a crucial determinant of ISCs identity (Supp. Fig. 9h). Unlike canonical ZAKɑ signaling however, it appears to be independent of both JNK and p38 signaling, and instead it seems to be mediated by a SRC-YAP axis. Indeed, it has been shown that p38 activation is important for maintaining adult ISC identity^35^, so it is not surprising that ZAKɑ activation of p38 does not mediate a switch to a fetal-like phenotype. Furthermore, contrary to what has previously been reported^41^, we find that GCN2 and the ISR are not activated down-stream of ZAKɑ. However, Vind et al. have also found that GCN2 is not involved in ZAKɑ-mediated signaling^43^, and a recent study has shown in yeast that GCN2-mediated ribosome quality control (RQC) is more likely to result from high levels of mRNA damage compared to low levels, demonstrating a coordination (and indeed and antagonism) between the RQC and ISR^58^. Crucially, activation of the ISR via ER stress is known to cause the differentiation of ISC^59^, and thus would lead to the loss of the stem cell pool if it were activated by ribosome collisions.

Our results suggest an alternative mechanism through which intestinal stem cells can sense perturbations in ribosome dynamics that prompt them to switch to a fetal-like state. We describe a pathway activated by ribosome impairment, whereby ZAKɑ phosphorylates SRC, triggering a YAP/TAZ transcriptional reprogramming which converts adult ISCs into a fetal-like state. Several studies have implicated both YAP and TAZ in the maintenance of cell identity during different stress conditions^60^. The switch to a fetal-like state has also been observed in several stress conditions^10,11,14^. Yui et al. demonstrated that upon tissue damage, cells convert into a fetal-like state as a result of increased FAK/SRC signaling and consequent YAP/TAZ activation^11^. However, it is still not clear which specific damages and signaling cascades, lead to this transcriptional reprogramming. In this study, we propose that ribosome collisions may act as sensors for different stress conditions, allowing for the emergence of a fetal-like population of ISCs through the activation of ZAKɑ.

Further studies are clearly needed to understand the role of ribosomes and ZAKɑ in the ISC. The ISC is known to be a plastic population, and this plasticity is especially important under various stress conditions, when the cells can take on a new identity in order to overcome this^6^. A number of these stressors are known to result in the inhibition of translation, particularly calorie and nutrient deprivation^61,62^. Indeed, it has been shown that amino acid levels can have a significant effect on ISCs, although studies have focused on amino acid supplementation rather than depletion, and have been very limited in scope^63,64^.

Here, we show that both deprivation of leucine or glutamine in vitro and leucine in vivo are sufficient to drive a ZAKɑ-mediated ISC identity switch, suggesting that ribosome dynamics may be used as a nutrient sensor to alter stem cell fate in response to local nutrient availability. As dedicated nutrient sensing machinery exists in the cell^65^, it is surprising that the ribosome would be used in this way in the ISC. However, as mentioned above, activation of the ISR is detrimental to ISCs, and must be avoided if the stem cell population is to be maintained^59^. It is possible therefore that the recognition of amino acid depletion via changes in ribosome dynamics evolved in order to allow the cell to respond to such depletion, without activating the ISR, thus maintaining the vital ISC population. Although it has been shown that *Gcn2* deletion enhances intestinal inflammatory phenotypes, the specific role of GCN2 in the ISC was not analyzed in that manuscript^66^, however it is safe to say that the response to amino acid depletion in the intestine is a complex one. Interestingly, it has been shown that calorie restriction (as opposed to specific amino acid depletion) leads to an increase in the number of ISCs, rather than a decrease^24,67^. This process appears to be regulated in a non-autonomous manner, with Paneth cells working as direct sensors or calorie availability in this context, and activating pathways to augment ISC number. In our model, ribosome impairment via amino acid restriction, cycloheximide treatment, or inactivation of mTORC1 leads to a striking decrease of Paneth cells, perhaps explaining the difference between our findings and those related to calorie restriction.

The ability of ISCs to detect and respond to amino acid depletion is crucial to the well-being of the organ, and the sensor of this would be central to intestinal biology. Indeed, the fetal-like ISC phenotype has been shown to be important following helminth infection^10^, extracellular matrix remodeling^11,12^, and has been suggested to allow Wnt-independent growth in intestinal cancer^34,68^. We do not know whether ribosome collisions and ZAKɑ play a role in these models, but due to the diversity of triggers of this phenotype, it is possible that independent mechanisms can result in the same outcome.

In all, we show that ribosome impairment is a major result of translation inhibition in the intestine. This impairment results in a dramatic change in ISC identity both in vitro and in vivo, and we show that activation of a ZAKɑ-SRC-YAP axis is central to this. Considering the many stimuli that can drive such impairment, we propose that the dynamics of translation elongation represent a major cell fate decision checkpoint in the intestine, and a previously undescribed mechanism through which *Lgr5*-expressing cells can be targeted by therapy.

## Methods

### Ethical approval

All experiments were carried out with the approval of the relevant ethical bodies: NKI Animal Welfare Body, University of Copenhagen Institutional Animal Care and Use Committee, and the NKI-AVL Institutional Review Board (IRB).

### Mouse colonies

Animals for this study were bred in-house at the Netherlands Cancer Institute and all experimental protocols were approved by the NKI Animal Welfare Body.

C57BL/6 female and male mice between 8 and 12 weeks of age were used for experiments.

Animals were generated as previously described^69^. Briefly, for the recombination of *VillinCre*^ERT2^*Rptor*^*fl/fl*^, *VillinCre*^ERT2^RPL22.HA and *VillinCre*^ERT2^*Rptor*^*fl/fl*^RPL22.HA animals, two consecutive injections of 80 mg/kg tamoxifen were performed and samples were taken after 120 h. For *Lgr5Cre*^ERT2^RPL22.HA and *Lgr5Cre*^ERT2^*Rptor*^*fl/fl*^RPL22.HA animals, a single intraperitoneal injection of 120 mg/kg tamoxifen and samples were taken after 24 h, in order to account for differences in recombination efficiency and total amount of cells.

For the leucine-deficient diet in vivo, WT and ZAK KO male mice around 10–11 weeks old were fed a full synthetic diet for 3 weeks. After 3 weeks, 5 mice (of each genotype) continued eating a full synthetic diet and 9 mice got a leucine-deficient diet for 9 days. Animals were sacrificed and the colons were extracted for gene expression analysis. This experiment was conducted at the Department of Experimental Medicine at the University of Copenhagen, and the protocol was approved by the Institutional Animal Care and Use Committee and performed in agreement with Danish and European regulations.

### Crypt culture

Small intestinal organoids were generated from isolated crypts collected from *VillinCre*^ERT2^*Rptor*^*fl/fl*^, *VillinCre*^ERT2^RPL22.HA and *VillinCre*^ERT2^*Rptor*^*fl/fl*^ RPL22.HA animals, as previously described^20^. Organoids were cultured in 30 μl BME (Amsbio) and grown in ENR media, consisting of Advanced DMEM/F12 media (ThermoFisher Scientific) supplemented with 0.1% BSA (Sigma Aldrich), 1× N2 (ThermoFisher Scientific) and 1× B27 (ThermoFisher Scientific), together with 10% (v/v) Noggin and 10% (v/v) R-spondin. In order to have paired-samples to study the consequences of losing Raptor, an extra set of *VillinCre*^ERT2^*Rptor*^*fl/fl*^ animals were induced in vitro.

To generate stem cell enriched (SCe) cultures, organoids were grown in ENR media supplemented with 10 μM of CHIR 99021 (Cayman Chemical) and 1.5 mM of valproic acid^33^.

For the human organoids, a piece of normal colon tissue, of which the muscle layer and fat were removed, was cut in small pieces followed by EDTA treatment to release epithelium from underlying mesenchyme. The isolated epithelium was embedded in BME Cultrex and grown at 37 °C with ENR media, including Wnt conditioned media, until the organoids were fully formed. All patients gave written informed consent to have organoids generated from their left-over tissue, and agreed to have these included in a biobank for future scientific research. Human material cannot be shared due for ethical and privacy reasons. Protocols were approved by the NKI-AVL Institutional Review Board (IRB).

Cycloheximide (Sigma Aldrich) treatment was done using high (100 μg/ml) and low (0.015 μg/ml) doses for 30 min. GCN2 was inhibited using A-92 (2 μM for 24 h), p38 was inhibited with SB203580 (10 μM, 24 h) and JNK was inhibited with JNK-IN-8 (1 μM for 24 h). Dasatinib was used to inhibit SRC(100 nM, 24 h) and verteporfin was used to inhibit YAP (3 μM, 24 h). Finally, for inhibition of ZAK, Vemurafenib was added to the media at a final concentration of 1 μM and organoids were treated for 1 h.

### Immunofluorescence

Immunofluorescence of intestinal organoids was performed as previously described^70^. DAPI was combined with appropriate Alexa Fluor labeled secondary antibodies: Chicken anti-Rabbit Alexa Fluor 647 (ThermoFisher Scientific #A21443) 1:500; Donkey Anti-Rat Alexa Fluor 555 (Abcam #ab150154) 1:500; Donkey anti-Goat Alexa Fluor Plus 555 (ThermoFisher Scientific #A32816) 1:500. Images were collected on an inverted Leica TCS SP8 confocal microscope (Mannheim, Germany) in 12-bit with 25Xwater immersion objective (HC FLUOTAR L N.A. 0.95 W VISIR 0.17 FWD 2.4 mm). Imaris software (version 9.3.1, Oxford Instruments) was used for 3D reconstruction of images. The organoids were incubated with the following primary antibodies overnight: anti-Ly-6A (Sca1) (Biolegend #108101) 1:200, anti-Olfm4 (Cell Signaling #39141) 1:100, anti-Aldolase (Abcam #ab75751) 1:300, anti-Lysozyme (Agilent #A0099) 1:400, and anti-Mouse TROP-2 Antibody (R&D systems #AF1122) 1:50. Alexa Fluor labeled secondary antibodies (ThermoFisher Scientific #A22287) were combined with DAPI.

### Generation of intestinal organoids with ZAKɑ knock down, EV-FLAG and ZAKɑ-FLAG

shRNA targeting Zakα was chosen from the Open Biosystems Expression Arrest^TM^ TRC library (target sequence CCACGATTATCTGAACCTGTT). As negative control an shRNA containing a scramble sequence was used (CAACAAGATGAAGAGCACCAA). These shRNAs were inserted into a pLKO.1 vector (Addgene).

The viral vectors were transfected into HEK293T cells (obtained from the ATCC) with third-generation packaging plasmids (pVSV-G, pRSV-REV and pMDL RRE). The viral supernatant was filtered through a 0,45-µm filter and concentrated using LentiX Concentrator (Takara).

For the affinity purification experiments, lentiviral vectors expressing FLAG, pLV[Exp]-Bsd-mPGK > {3xFLAG/Stuffer_300bp} (Ev-FLAG; ID = VB210329-1386htq) and pLV[Exp]-Bsd-mPGK > mMap3k20[NM_023057.5]/3xFLAG (ZAKɑ-FLAG; ID = VB210329-1381jwy), were constructed and packaged by VectorBuilder. Detailed information can be retrieved on vectorbuilder.com using the identifications.

Organoids were cultured in complete medium with growth factors and stem cell-inducing factors: 10 µM Rho kinase inhibitor Y-27632 (Cayman), 1 mM VPA (Biovision), 1 µM Jagged-1 (AnaSpec) and 6 µM CHIR99021 (Cayman). After 2 days in culture, organoids were then dissociated into single cells with TrypLE Express enzyme (Thermo Fisher Scientific). For the Raptor knock out organoids StemPro Accutase (Thermo Fisher Scientific) was used instead. Cells were resuspended in complete medium, containing growth factors, stem-cell inducing factors and 8 µg/ml polybrene and laid over wells covered with BME. The virus was added and cells were incubated in normal culture conditions. After 24 h of infection a layer of BME was put on top and the media was refreshed. The next day selection with 2 µg/ml puromycin started. Once selection was complete, the organoids were put in BME plugs and kept in normal culture conditions.

### Protein synthesis analysis

Organoids were grown in normal ENR media and taken at Day 4 for analysis. Protein synthesis rates were measured, as described previously^20^. Briefy, cells were treated with DMEM methionine-free media (ThermoFisher Scientific #21013024) for 20 min and incubated with 30 µCi/ml ^35^S-methionine label (Hartmann Analytic) for 1 h. After washing the samples with PBS, proteins were extracted with lysis buffer (50 mM TrisHCl pH 7.5, 150 mM NaCl, 1% Tween-20, 0.5% NP-40, 1× protease inhibitor cocktail (Roche) and phosphatase inhibitor cocktail (Sigma Aldrich)) and precipitated onto filter paper (Whatmann) with 25% trichloroacetic acid and washed twice with 70% ethanol and twice with acetone. Scintillation was then read using a liquid scintillation counter (Perkin Elmer) and the activity was normalized by total protein content. All experiments were done in technical triplicates for each biological unit.

### RNA isolation and RT-qPCR

Organoids were washed twice with cold PBS and pellets were resuspended in TRIzol^TM^ Reagent (ThermoFisher Scientific). RNA was isolated by chloroform extraction followed by centrifugation, isopropanol and glycogen precipitation and 75% ethanol washing. Pellets were resuspended in nuclease-free water and RNA was quantified with Nanodrop. Reverse transcription was performed using High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific) following manufacturer’s instructions. qPCR was performed with SYBR^TM^ Green PCR Master Mix (ThermoFisher Scientific) in technical triplicates and relative gene expression was calculated using the comparative CT method by normalization to *Hprt*. The primer sequences used were: *Hprt* forward (5′-CTGGTGAAAGGACCTCTCG-3′), *Hprt* reverse (5′-TGAAGTACTCATTATAGTCAAGGGCA-3′); *Lgr5* forward (5′-ACCCGCCAGTCTCCTACATC-3′), *Lgr5* reverse (5′-GCATCTAGGCGCAGGGATTG-3′); *Mex3a* forward (5′-ACACCACGGAGTGCGTTC-3′), *Mex3a* reverse (5′-GTTGGTTTTGGCCCTCAGA-3′); *Axin2* forward (5′-GCGACGCACTGACCGACGAT-3′), *Axin2* reverse (5′-GCAGGCGGTGGGTTCTCGGA-3′); *Lyz1* forward (5′-CGGTTTTGACATTGTGTTCGC-3′), *Lyz1* reverse (5′-GAGACCGAAGCACCGACTATG-3′); *Muc2* forward (5′-TGCCCAGAGAGTTTGGAGAG-3′), *Muc2* reverse (5′-CCTCACATGTGGTCTGGTTG-3′); *Alpi* forward (5′-ATGATGCCAACCGAAACCCC-3’), *Alpi* reverse (5′-GCGTGTCCTTCTCATTGGTAA-3′); *Tacstd2* forward (5′-GCTGATGCCGCCTACTACTT-3′), *Tacstd2* reverse (5′-CTACCGCTACCGAGACGACA-3′); *Sca1* forward (5′-CGAGGGAGGGAGCTGTGAGGTT-3′), *Sca1* reverse (5′-GAGGGCAGATGGGTAAGCAAAGAT-3′); *Spp1* forward (5′-CTCCATCGTCATCATCATCG-3′), *Spp1* reverse (5’-TGCACCCAGATCCTATAGCC-3′); *Cnx43* forward (5′-GAACACGGCAAGGTGAAGAT-3′), *Cnx43* reverse (GAGCGAGAGACACCAAGGAC-3′); *Myof* forward (5′-TGCTCATCCTGTTGCTGTTC-3′); *Myof* reverse (5′-GTTCTTCATTGCTTGCGTGA-3′); *Zakɑ* forward (5′-GAGAAGTGGATCGTGGGAATAG-3′), *Zakɑ* reverse (5′-TTTGGGAACGCTGTAGAGAAG-3′); *Zakβ* forward (5′-GGCCATCGTTCAAGCAAATC-3′), *Zakβ* reverse (5′-GATGAGGGAAACGCCCTAAA-3′).

### RNA sequencing

Total RNA was isolated from wild type, *Rptor*^*fl/fl*^ and SC-enriched organoids as described above. Quality of the samples was measured with the 2100 Bioanalyzer using a RNA Nanochip (Agilent) and accepted for downstream analysis when showing an RNA integrity number (RIN) above 8. Libraries were generated with the TrueSeq Stranded mRNA kit (Ilumina) and sequenced using the HiSeq2500 equipment.

### Affinity purification and quantitative mass spectrometry

Rapid Immunoprecipitation mass spectrometry of endogenous proteins (RIME) was used to identify ZAKɑ interactors as previously described^71^, with some minor modifications. Briefly, wild type and Rptor^fl/fl^ organoids transfected with EV-FLAG and ZAKɑ-FLAG constructs were crosslinked with 1% formaldehyde for 10 min and quenched with glycine to stop the reaction. Cells were lysed with LB3 and left in rotation for 10 min at 4 °C. Lysates were sonicated for 10 cycles of 30 s ON/30 s OFF and cleared by centrifugation at max speed for 12 min, at 4 °C. Samples were incubated with pre-washed FLAG-conjugated beads, overnight at 4 °C. For mass spectrometry, peptide mixtures were prepared and measured as previously described^72^, with the following exceptions. Peptide mixtures (10% of total digest) were loaded directly onto the analytical column and analyzed by nanoLC-MS/MS on an Orbitrap Fusion Tribrid mass spectrometer equipped with a Proxeon nLC1200 system (Thermo Scientific). Solvent A was 0.1% formic acid/water and solvent B was 0.1% formic acid/80% acetonitrile. Peptides were eluted from the analytical column at a constant flow of 250 nl/min in a 104 min gradient, containing a 84-min stepped increase from 2% to 24% solvent B, followed by an 20 min wash at 80% solvent B.

Raw data were analyzed by MaxQuant (version 2.0.3.0)^73^ using standard settings for label-free quantitation (LFQ). MS/MS data were searched against the Swissprot Mus musculus database (17,073 entries, release 2021_04) complemented with a list of common contaminants and concatenated with the reversed version of all sequences. The maximum allowed mass tolerance was 4.5ppm in the main search and 0.5 Da for fragment ion masses. False discovery rates for peptide and protein identification were set to 1%. Trypsin/P was chosen as cleavage specificity allowing two missed cleavages. Carbamidomethylation was set as a fixed modification, while oxidation and deamidation were used as variable modifications. LFQ intensities were Log2-transformed in Perseus (version 1.6.15.0)^74^, after which proteins were filtered for 2 out of 2 valid values in at least one sample group. Resulting data was post-processed with a custom R script for quantile normalization, data imputation and comparisons across conditions.

### Western Blot analysis

Organoids were washed twice with cold PBS and pellets were resuspended in lysis buffer (Urea 6 M, SDS 1%, NaCl 125 mM, 25 mM TrisHCl pH = 8, 1× protease inhibitor cocktail (Roche) and phosphatase inhibitor cocktail (Sigma Aldrich)) on ice and sonicated for 10 cycles of 1 s ON/1 s OFF with an amplitude between 20% to 30%. Proteins were quantified using the Pierce™ BCA Protein Assay Kit (ThermoFisher Scientific), separated by SDS-PAGE and transferred to 0.2 μm pore nitrocellulose membranes (PALL). Membranes were blocked with 5% milk/TBST for 45 min at room temperature and incubated with primary antibodies overnight at 4 °C followed by the appropriate secondary antibodies conjugated to HRP for 1 h at room temperature. Proteins were visualized by ECL-Plus (ThermoFisher) and Syngene. The antibodies used in this study were: Raptor (Cell Signaling Technology #2280) 1:1000, bActin (Sigma Aldrich #A2228) 1:1000, pS6 (Ser235/236) (Cell Signaling Technology #4858) 1:1000, HA (Cell Signaling Technology #3724) 1:1000, RPL22 (Novus Biologicals #NBP1-98446) 1:1000, RPL7 (ThermoFisher Scientific #PA5-36571) 1:1000, ZAK (Proteintech #14945-1-AP) 1:500, gTubulin (Cell Signaling Technology #5886) 1:1000, p150 (BD Biosciences #610473) 1:1000, peIF2a (Ser51) (Cell Signaling Technology #9721) 1:1000, SRC (Cell Signaling Technology #2108) 1:1000, pSRC (Tyr416) (Cell Signaling Technology #2101) 1:1000, YAP (Santa Cruz Biotechnology #sc-15407) 1:1000, pYAP (Y357) (Abcam #ab254343) 1:1000, and FLAG (Sigma #F3165) 1:1000.

### Bioenergetics Analysis

Oxygen consumption rates (OCR) and extracellular acidification rates (ECAR) were measured using Seahorse Bioscience XFe24 Analyzer (Agilent). Organoids were first seeded in normal plates, in order to diminish growth variations. At Day 3, organoids were resuspended in 40ul of BME, re-plated in XF24 Seahorse Cell Culture microplates (Agilent) and cultured for 16–24 h before the analysis, which was done according to the manufacturer’s instructions in DMEM (Sigma-Aldrich) supplemented with 2 mM L-glutamine for the ECAR experiments and additional 5.5 mM D-glucose for the OCR measurements. For the ECAR analysis, the following reagents were added: glucose (10 mM), oligomycin (1 μm) and 2-deoxy-D-glucose (50 mM). For OCR measurements, the following reagents were added: oligomycin (1 μM), FCCP (0.4 μM), and rotenone (1 μM) and antimycin A (1 μM). When applicable, cells were pre-treated with either vemurafenib (1 μM) or cycloheximide (0.015 μg/μl) for the desired time. All results were normalized to DNA content. Briefly, cells were scraped from the microplates and centrifuged for 3 min at 4,000 rpm at 4 °C. Pellets were then washed with cold PBS and resuspended in lysis buffer (75 mM NaCl, 50 mM EDTA, 0.02% SDS, 0.4 mg/ml Proteinase K). Samples were incubated at 56 °C for 2 h. Isopropanol (1 volume) was then added and mixed and incubated at 4 °C overnight. Tubes were centrifuged at 8,000 rpm for 30 min at 4 °C and pellets washed with 70% ethanol and air dried. DNA was resuspended in H_2_O and quantified using Nanodrop.

### Ribosome profiling

#### Sample preparation

Samples were prepared as described previously^69^. Briefly, for in vitro analyses, organoids were generated from *VillinCre*^ERT2^RPL22.HA and *VillinCre*^ERT2^*Rptor*^*fl/fl*^RPL22.HA animals. Around 120–150 plugs of 30 μl BME were used for each replicate. Cells were treated with 100 μg/ml cycloheximide for 3–5 min at 37 °C and immediately incubated on ice for the remainder of the experiment. After collecting the cells, pellets were washed twice with cold PBS supplemented with 100 µg/mL cycloheximide, resuspended in ice-cold lysis buffer (20 mM Tris HCl pH 7.4, 10 mM MgCl_2_, 150 mM KCl, 1% NP-40, 100 µg/mL cycloheximide and 1x EDTA-free proteinase inhibitor cocktail (Roche)) and incubated for 20 min on ice. Lysates were then centrifuged at max speed for 20 min at 4 °C and the supernatants were collected.

For in vivo analyses, *Lgr5Cre*^ERT2^RPL22.HA and *Lgr5Cre*^ERT2^*Rptor*^*fl/fl*^RPL22.HA animals were euthanized by CO_2_ and small intestines were immediately dissected, flushed with cold PBS supplemented with 100 µg/mL of cycloheximide and snap frozen using liquid nitrogen. Frozen samples were then homogenized by pestle and mortar while submerged in liquid nitrogen and the resulting powder was resuspended in ice-cold lysis buffer and incubated on ice for 30 min. Finally, lysates were centrifuged at max speed for 20 min at 4 °C and the supernatants were collected.

#### HA pulldown

All lysates were incubated with Pierce™ Control Agarose Matrix (ThermoFisher) for 20 min at 4 °C in order to remove any non-specific binding, following by an incubation with pre-washed AntiHA.11 Epitope Tag Affinity Matrix (BioLegend) for 4 hours (in vitro samples) or overnight (in vivo samples) at 4’C. Tagged ribosomes were then eluted from the beads by incubating with 200 µg/mL HA peptide (ThermoFisher Scientifc) for 15 min at 30’C with constant agitation. Non-protected RNA was digested with 10 ul of RNase I (ThermoFisher Scientific) for 40 min at 25 °C and the reaction was stopped by adding 13 ul of SUPERASE (ThermoFisher Scientific). Ribosome protected fragments (RPFs) were finally purified using miRNeasy minikit (Qiagen) accoridng to manufacturer’s instructions.

#### Library preparation

The library preparation was performed as previously described^75^ with some modifications. To discard undigested RNA fragments, RPFs were run in a 10% TBE-Urea polyacrylamide gel and size selected between 19 nt and 32 nt using marker RNAs. 3′ ends were dephosphorylated using T4 polynucleotide kinase (PNK) (NEB) and 1.5xMES buffer (150 mM MES-NaOH, 15 mM MgCl2, 15 mM β-mercaptoethanol and 450 mM NaCl, pH 5.5) and incubated at 37 °C for 4 h. After purifying RNAs with Trizol, 3’adpaters were ligated with T4 RNA ligase I (NEB) and incubated overnight at 24’C. After size-selecting the ligated products, 5′ ends were phosporylated with T4 PNK and incubated at 37’C during 30 min. 5′ adapters were then ligated with T4 RNA ligase I and incubated 37’C for 2.5 h. The RPFs containing both adapters were then size-selected one more time and rRNA depletion was performed by first denaturing the samples at 100 °C for 1 min followed by incubation with 10uM biotinylated oligos (5′-UGAUCUGAUAAAUGCACGCAUCCCCCC-3′; 5′-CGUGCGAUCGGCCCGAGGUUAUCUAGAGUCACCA-3′; 5′-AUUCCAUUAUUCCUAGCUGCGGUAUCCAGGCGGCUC-3′; 5′-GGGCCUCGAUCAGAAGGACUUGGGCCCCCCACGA-3′; 5′-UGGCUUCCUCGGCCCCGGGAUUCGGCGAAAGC-3′; 5′-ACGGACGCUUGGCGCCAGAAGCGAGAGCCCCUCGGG-3′; 5′-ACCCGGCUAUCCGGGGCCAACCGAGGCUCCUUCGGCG-3′; 5′-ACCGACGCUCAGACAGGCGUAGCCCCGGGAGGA-3′; 5′-GGCGGACGGGGGGAGAGGGAGAGCGC-3′; 5′-GGCGAGACGGGCCGGUGGUGCGCCCUCGGC-3′; 5′-CCAGAAGCAGGUCGUCUACGAAUGGUUUAG-3′; 5′-AUCCCCGAUCCCCAUCACGAAUGGGGUUCA-3′; *for the* in vivo *samples also added the following*: 5′-GCUCUGCUACGUACGAAACCCCGACC-3′; 5′-GUGUCGAGGGCUGACUUUCAAUAGAUCG-3′; 5′-AGAUCCAACUACGAGCUUUUUAACUG-3′; 5′-AACGCCACUUGUCCCUCUAAGAAGU-3′; 5′-CAAGUGCGUUCGAAGUGUCGAUGAUC-3′) in 2xSSC buffer (ThermoFisher Scientific) for 15 min at 37 °C. Pre-washed MyOne Streptavidin C1 DynaBeads (ThermoFisher Scientific) were then incubated with samples in wash/bind buffer (2 M NaCl, 1 mM EDTA, 5 mM Tris and 0.2% Triton X-100) for 30 min at 37 °C with agitation. Supernatants were collected and RPFs were purified and re-suspended in 8 µL of RNase-free water. cDNA was synthesized with SuperScript III (ThermoFisher Scientific) according to manufacturer’s instructions and using the RTP primer (seq). After purification with G50 columns (Merck), cDNA was amplified using Phusion High-Fidelity DNA Polymerase (ThermoFisher Scientific) for 18 cycles, with primers containing different indexes to allow for sequencing^69^. PCR products were purified using the QIAquick PCR purification kit (Qiagen) followed by a final size selection with a E-Gel SizeSelect II 2%, (ThermoFisher Scientific). All samples were accessed with the Agilent 2100 Bioanalyzer to assure high quality and quantify the molarity and the libraries were sequenced on the Illumina HiSeq2500.

#### Data analysis

Initial quality control of all sequencing data was performed using the *FastQC* tool. Adapter trimming and size selection marker cleaning of the raw Ribo-seq data was performed using the *cutadapt* tool^76^. After Ribo-seq reads were cleaned from rRNA fragments, QC plots were generated with *RiboCode*^77^ for which Ribo-seq reads were mapped to mm10 genome using the *STAR* aligner^78^. For the quantification of transcript abundances with RNAseq, *Salmon*^79^ was used with protein-coding transcript sequences obtained from gencode vM21 annotation. To measure ribosome occupancy with Ribo-seq, the same tool was used with a different reference sequence set, where UTRs were trimmed from the same mRNA sequences and duplicated sequences were removed prior to the run. Differential expression and ribosomal occupation analyses were performed in R environment, using the *DESEQ2* package^80^ with Salmon outputs. Differential translation efficiency analysis was performed with RiboDiff^81^ for which the input consisted of Ribo-seq and RNAseq transcript quantifications (NumReads column in salmon output) of primary transcripts, excluding the genes with low sequencing depth. Primary transcripts were decided based on Ensembl 96 APPRIS annotation. Gene Set Enrichment Analyses were performed in R using the *clusterProfiler* package^82^ for which the genesets were taken from MSigDB v7.0 with additional genesets from published sources^11^. For the differential codon usage analysis performed with Ribo-seq data, we use the assumption that RPFs’ P-site is at the nucleotide position 12, 13 & 14 for all in-frame reads, with a correction of +1 or −1 for out-of-frame reads.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The sequencing datasets generated and analysed during the current study are available in the NCBI Gene Expression Omnibus repository, and can be accessed using the GSE180208 accession id. The proteomic datasets are available in the PRIDE repository, and can be accessed using the PXD033122 accession id. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Ribosome impairment regulates intestinal stem cell identity via ZAKɑ activation
**Source:** Nat Commun. 2022 Aug 2;13:4492. doi: 10.1038/s41467-022-32220-4
**Supplement:** Supplementary file 1 — Supplementary Information

**a**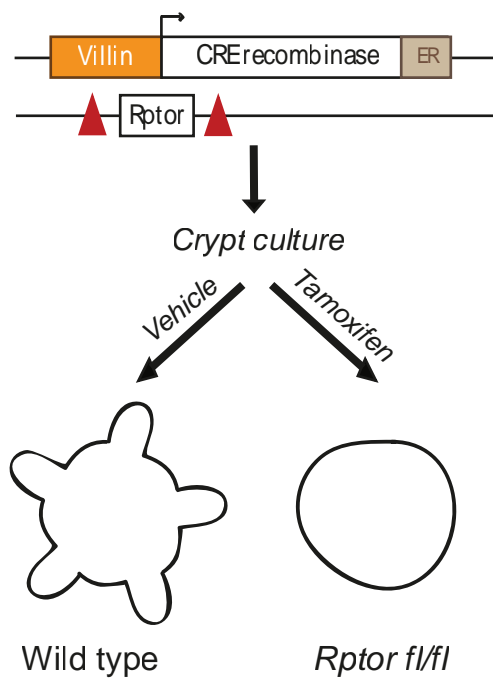**b**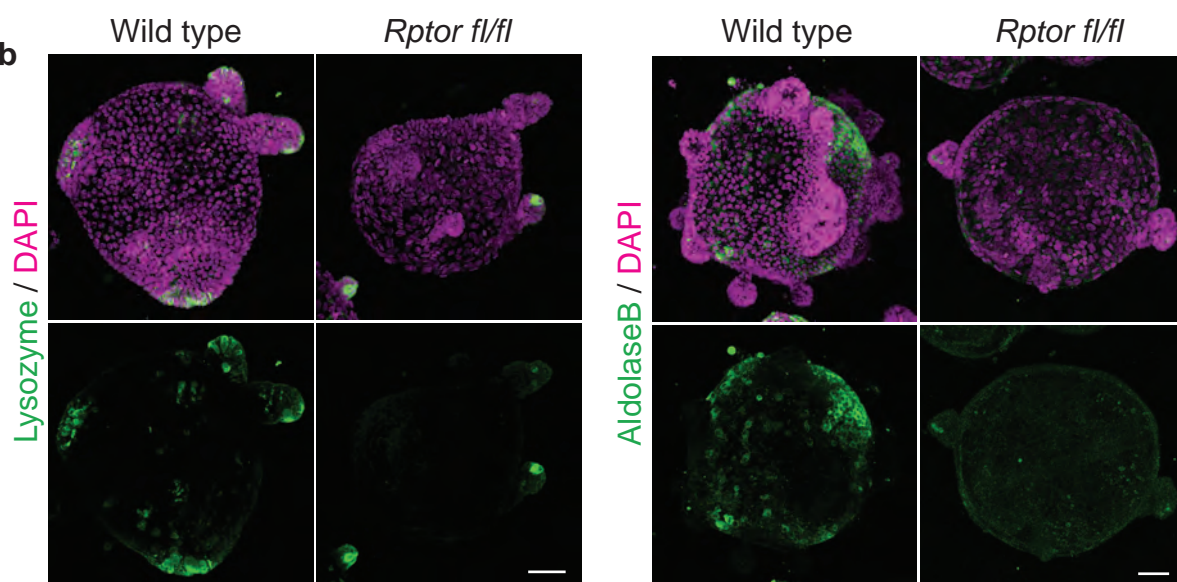**c**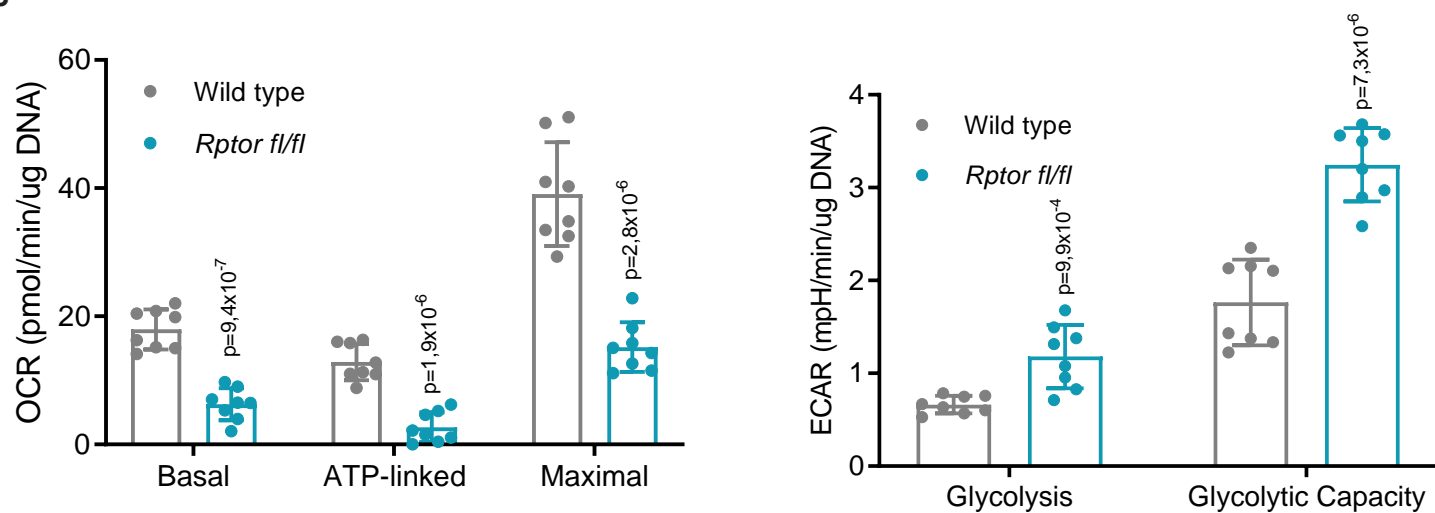

**Supplementary Figure 1 - Experimental workflow, immunostainings and seahorse analysis of crypt cultures from wild type and Rptor<sup>fl/fl</sup> mice - Related to Figure 1**

- A.** Experimental workflow of the generation of crypt cultures from VillinCre<sup>ERT2</sup>Rptor<sup>fl/fl</sup> mice, showing morphological differences caused by Rptor deletion.
- B.** Representative 3D-reconstructed confocal images of wild type and Rptor<sup>fl/fl</sup> organoids show significant reduction of differentiation markers Lysozyme (left panel, green) and Aldolase (right panel, green). Dapi is used to visualize the nuclei (magenta). Scale bar is 50um.
- C.** OCR and ECAR analyses reveal decreased respiration and increased glycolysis in Rptor<sup>fl/fl</sup> organoids compared to WT. Mean and standard deviation are shown (n = 2 biological replicates each accessed in technical quadruplicates). p values were determined using a two-tailed t-test. Related to Figure 1F.

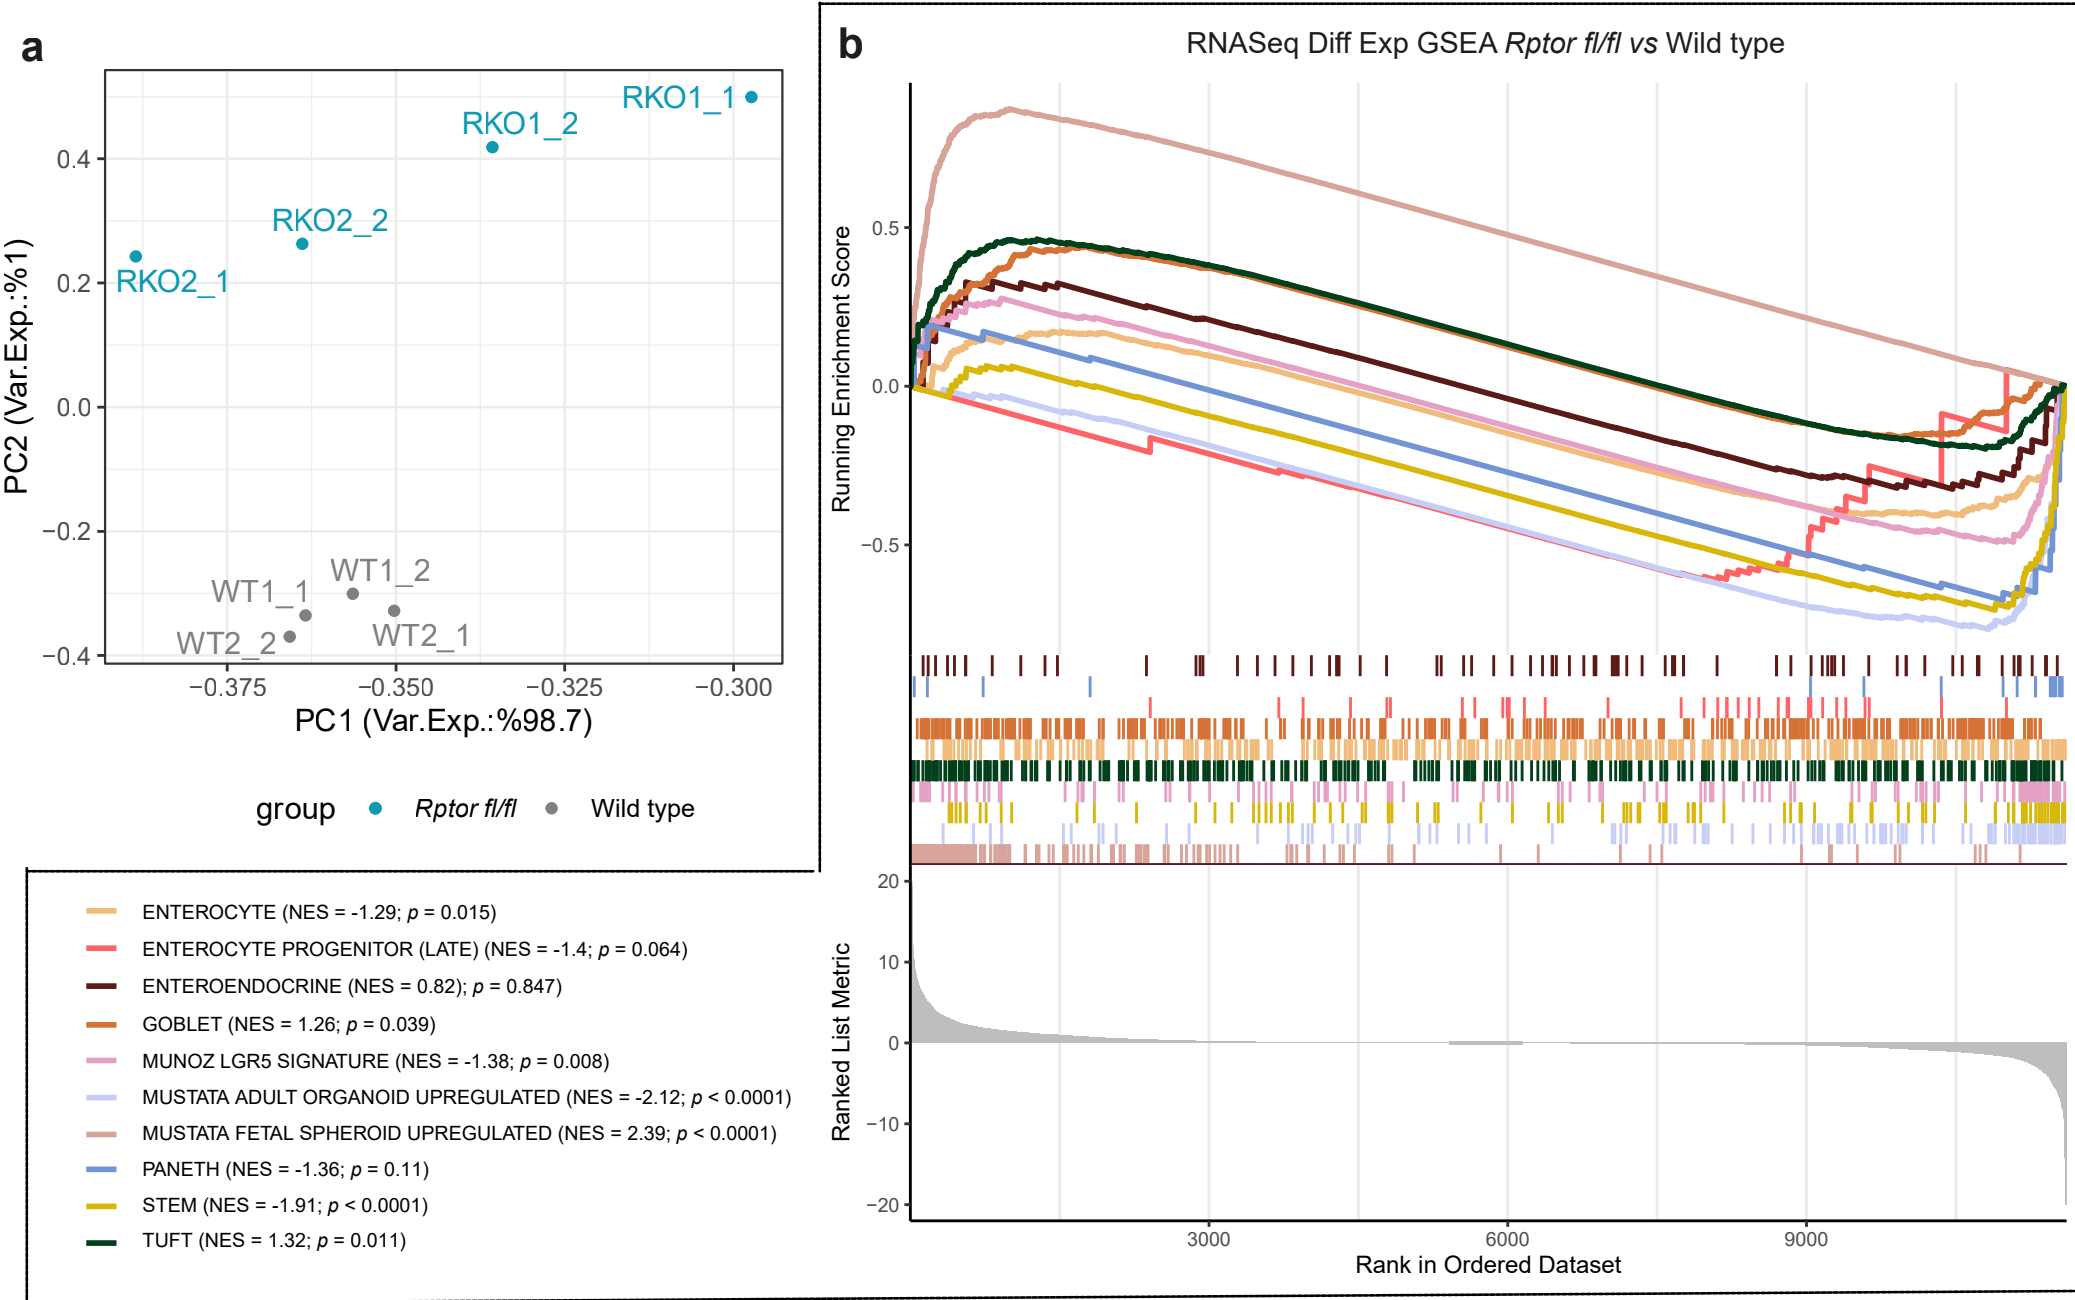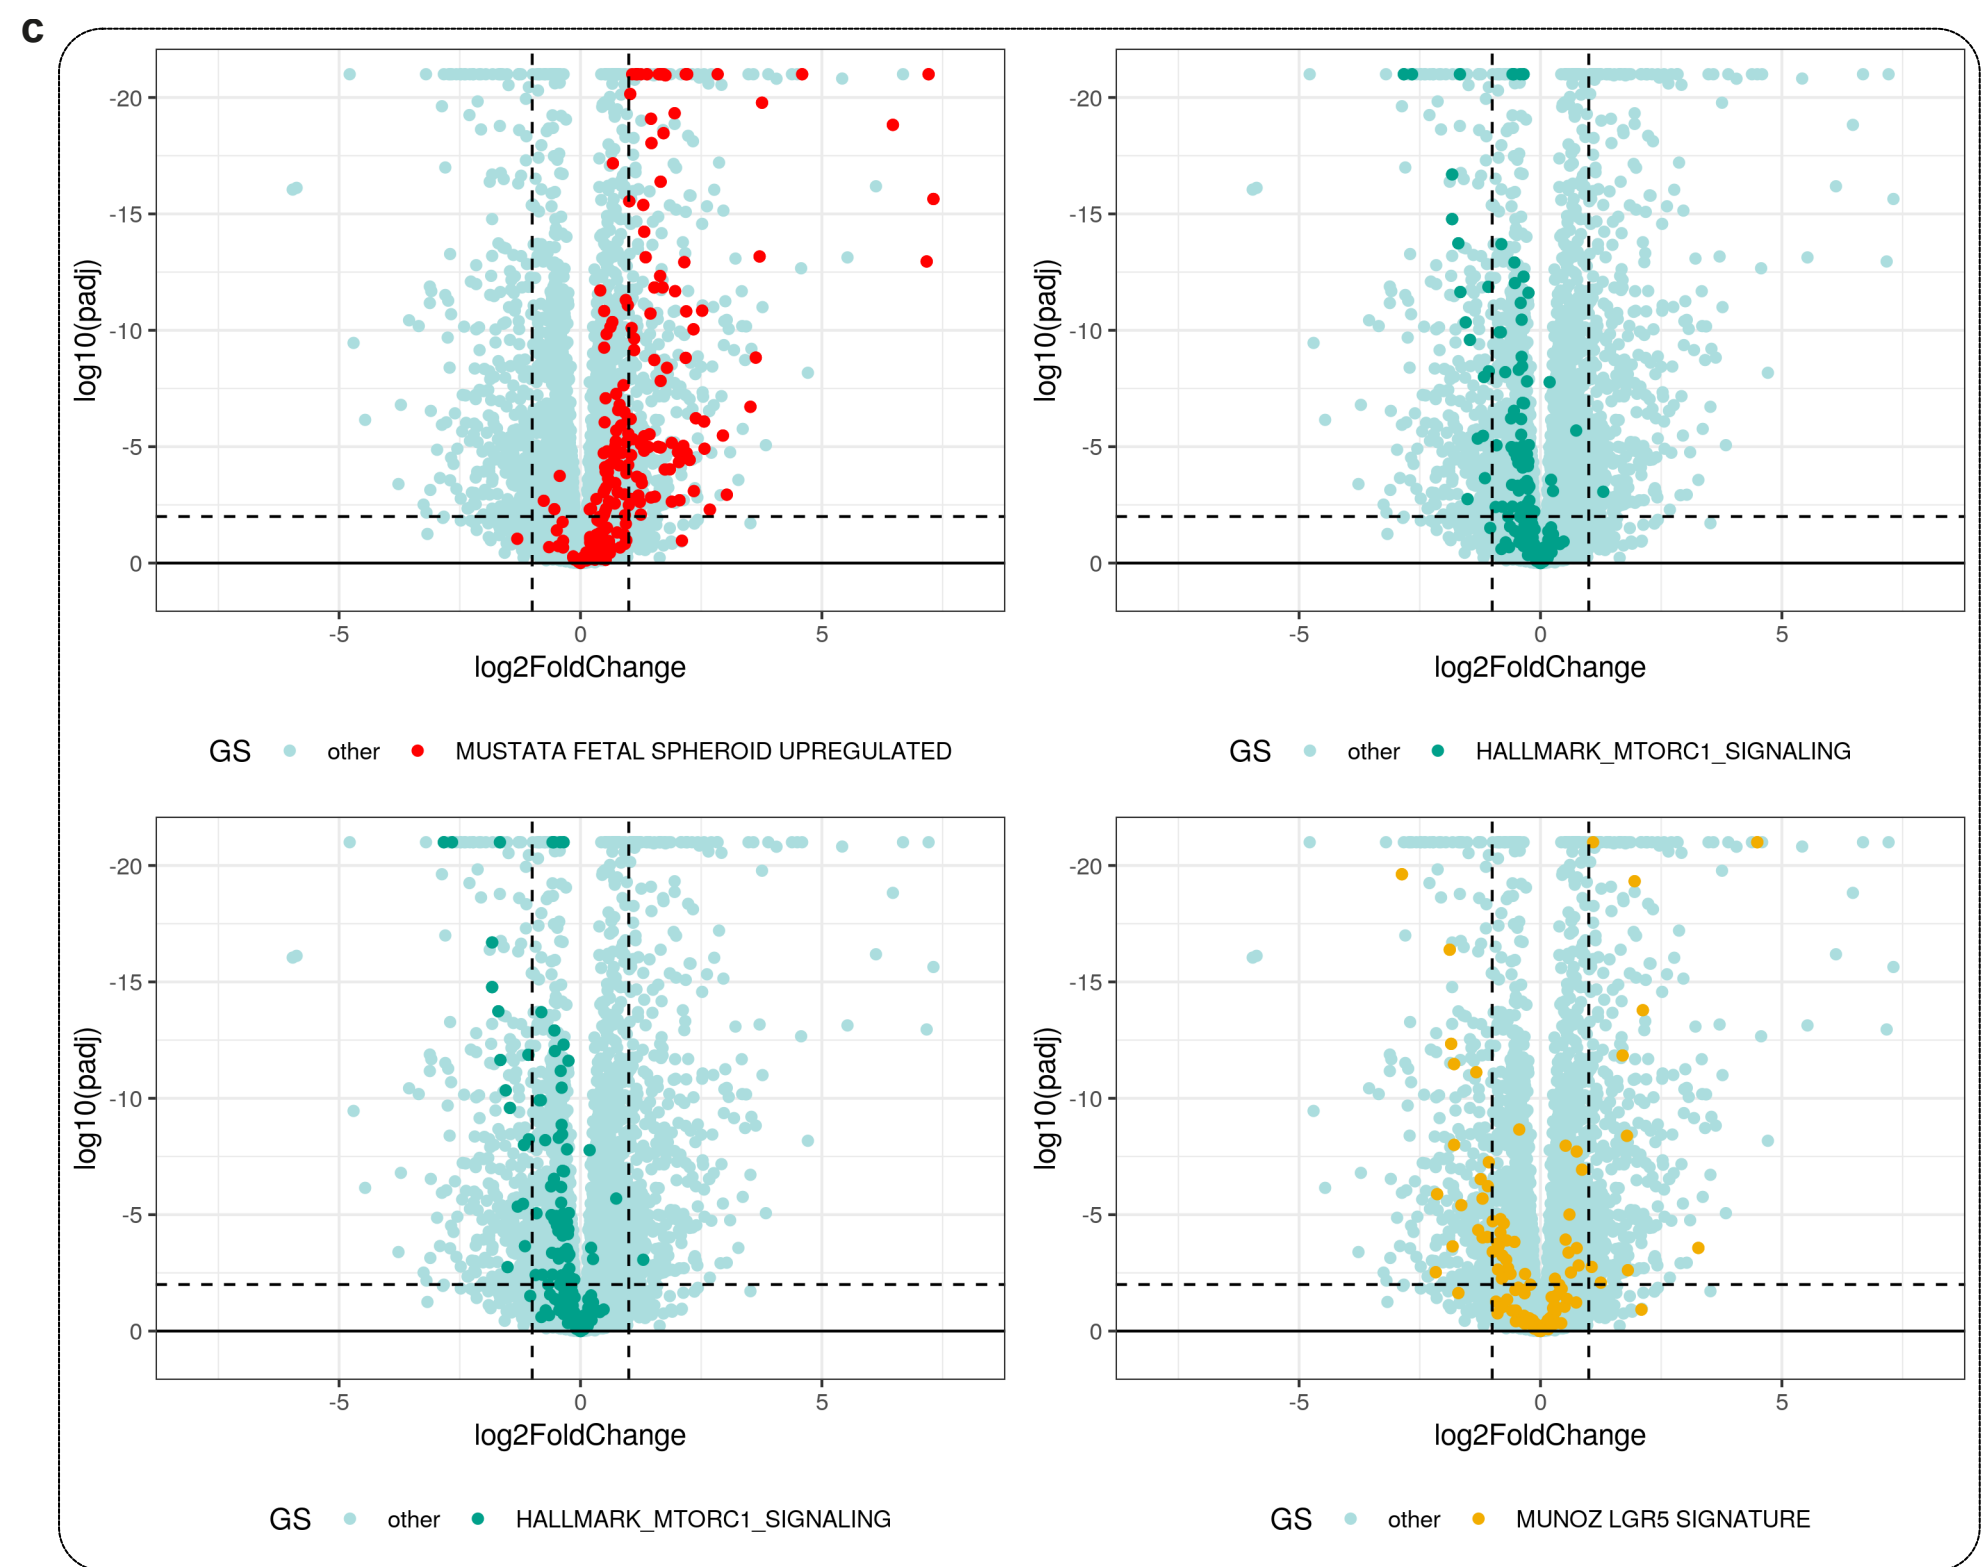

**Supplementary Figure 2 - Summary of RNAseq analysis of Rptor<sup>fl/fl</sup> and wild type organoids  
- Related to Figure 1**

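Libraries of a genotype were compared pairwise before they were averaged, by a chi-square statistic per gene over genes with at least 20 counts in the pair, for which 1 corresponds to sampling noise alone. Technical libraries of the same WT line differed by 2.03 and 2.64 per gene, and those of the same *Rptor* fl/fl line by 4.63 and 4.67. Libraries of different lines differed by 16.9 to 17.5 per gene in WT and by 21.7 to 34.4 in *Rptor* fl/fl organoids. Each technical pair thus differed by more than sampling noise, so none of these libraries was treated as deposited more than once, but by far less than the lines did.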

**A.** PCA plot for RNAseq data performed in Rptor<sup>fl/fl</sup> and WT organoids, 2 technical replicates from 2 biological replicates for each condition.

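Gene lists for differentiated cell types were tested on the RNA-seq of *Rptor* fl/fl against WT organoids with camera. The 10 Paneth cell genes were all lower, with a median log2 fold change of −1.96 (camera adjusted p = 4.87e-09). *Lyz1* fell from a mean of 1366 CPM to 154 ± 73.1 CPM (SD, n = 2 lines), a log2 fold change of −3.15 (standard error 0.367, adjusted p = 0.0135). Of the 9 goblet cell genes 8 were higher, with a median of 0.52 (camera adjusted p = 0.000191), and *Muc2* rose from 87.5 ± 10.1 to 257 ± 35.6 CPM (1.55, standard error 0.134, adjusted p = 0.0101). Of the 9 enteroendocrine genes 8 were lower, with a median of −0.93 (camera adjusted p = 0.0239). None of these 3 calls held under fry or with the correlation estimated. The 6 tuft cell genes were all higher but the list did not pass (median 0.81, camera adjusted p = 0.0948), nor did the 12 enterocyte genes (−0.47, 0.317) or the 10 proliferation genes (−0.19, 0.08).

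Of single marker genes, *Olfm4* had 3645 ± 1111 CPM in WT and 1100 ± 819 CPM in *Rptor* fl/fl organoids, and its log2 fold change of −1.73 (standard error 0.594) did not pass the threshold with the lines taken as independent (adjusted p = 0.0997). Whether it passed depended on how the lines and their technical libraries were modelled, and its adjusted p went from 0.00511 to 0.117 over the alternatives. *Alpi* did not pass either (−0.56, standard error 0.276, adjusted p = 0.203), except with separate libraries (0.0405, from 0.0405 to 0.331 over the alternatives).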

**B.** Gene Set Enrichment Analysis based on RNASeq differential expression data comparing Rptor<sup>fl/fl</sup> organoids to WT (n=4 from 2 biological replicates for each). Enrichment is shown for transcriptional signatures related to stemness, fetal signature and various differentiated types of cells. p values were determined using the *DESEQ2* package.

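In the RNA-seq of *Rptor* fl/fl against WT organoids, 1637 genes were higher and 1558 lower at an adjusted p of 0.05 in edgeR's quasi-likelihood test. For 9757 genes (69%) the lines of the genotypes did not overlap, where chance gives 33.3%. With the 4 libraries of a genotype as separate replicates 3566 genes were higher and 3642 lower, and at an adjusted p of 0.01 with summed lines 90 were higher and 53 lower. After *Spp1*, the genes with the largest fitted rises were *Serpinb11* (at least 142-fold), *Wnt10a* (38.2-fold), *Col14a1* (248-fold) and *Prn* (25.0-fold). The largest fitted falls were those of *Scgb2b17* (at least 18.1-fold), *Gm28635* (15.3-fold), *AC109138.7* (8.64-fold), *Prnd* (5.95-fold) and *Defa20* (log2 fold change −5.96, adjusted p = 0.00738). These folds are lower bounds, apart from that of *Defa20*, since the other genotype had at most 3 counts in each line. *Prn* and *Prnd* overlap on chromosome 2 (131909957 to 131956130 and 131950861 to 131956130), *Gm28635* and *AC109138.7* are computationally named loci that can share reads with genes they overlap, and *Defa20* belongs to the defensin family, so how reads were split between neighbours or copies is uncertain for all 5.

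The qPCR reference gene *Hprt* was lower by a small amount (log2 fold change −0.28, standard error 0.0642, adjusted p = 0.0411). It lost its call with an offset for transcript length (0.0613) and without library 1 of *Rptor* fl/fl line 1 (0.055) or of line 2 (0.0573), the range over alternatives being 0.000551 to 0.0613. *Eif2ak4*, which encodes the kinase GCN2 (0.22, adjusted p = 0.102), and *Rpl22* (0.02, 0.855) did not pass. *Eif2ak4* did with separate libraries (0.00186, from 0.00186 to 0.161 over the alternatives).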

**C.** Differential expression results of Rptor<sup>fl/fl</sup> and WT comparison, presented as volcano plots where genesets from Fig. 1G are highlighted in separate panels. p values were determined using the *DESEQ2* package.

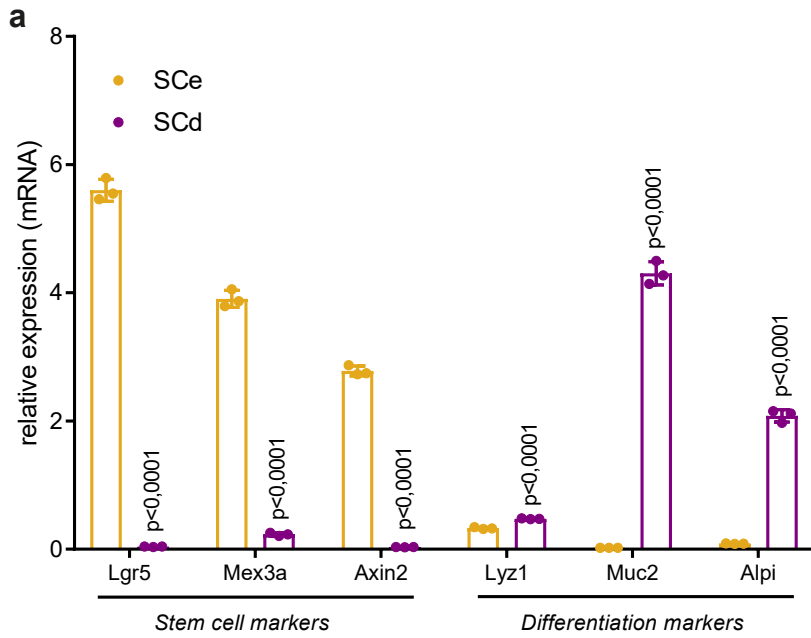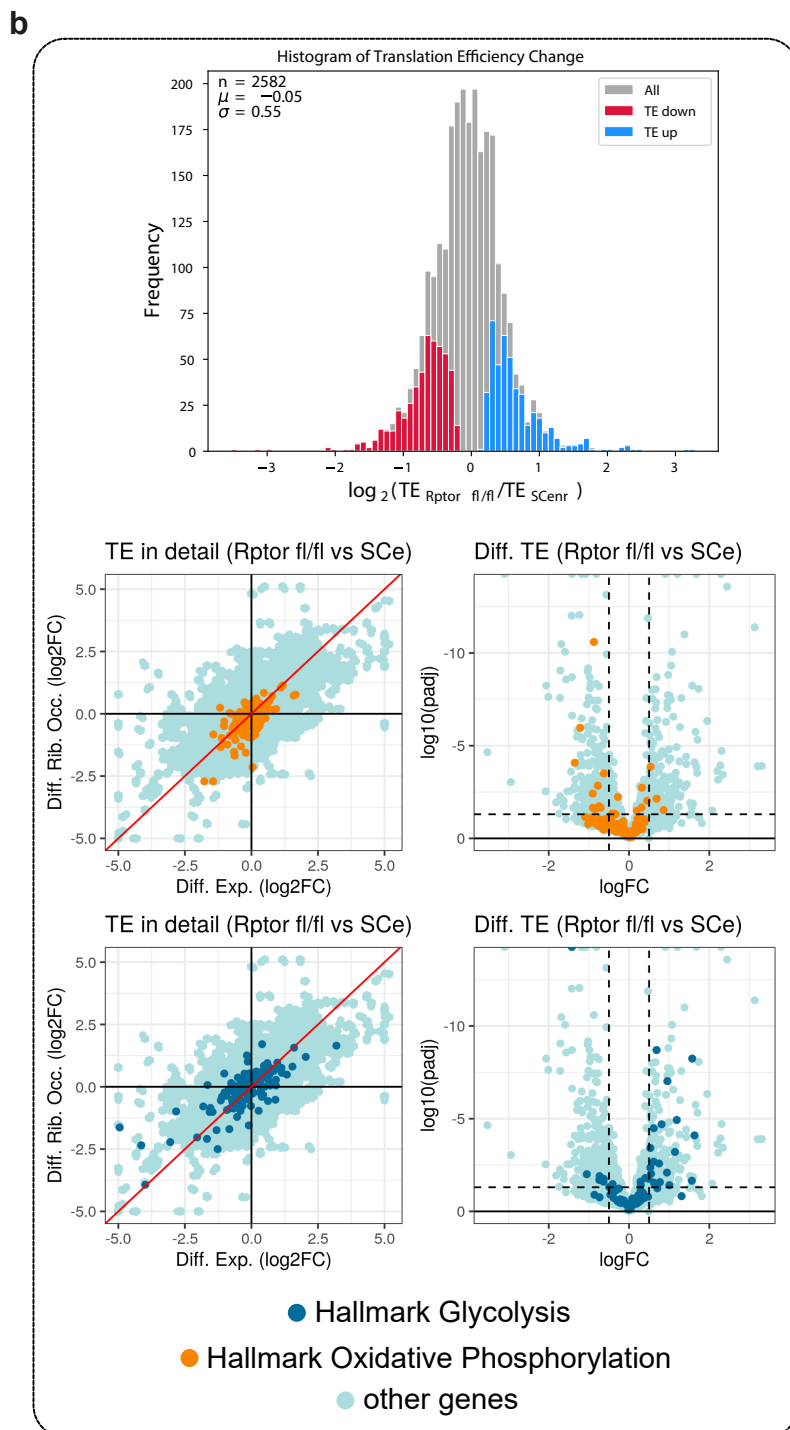

**Supplementary Figure 3 - Summary of translation efficiency analysis of Rptor<sup>fl/fl</sup> and SC enriched organoids - Related to Figure 2**

**A.** RT-qPCR analysis of individual genes related to stem (Lgr5, Mex3a and Axin2) and differentiation (Lyz1, Muc2 and Alpi) of SCe and SCd organoids normalized to WT, using Hprt as a reference. Mean and standard error of the mean are shown (n = 3 biological replicates each accessed in technical triplicates). p values were determined using a two-tailed t-test.

**B.** Summary of the differential translation efficiency analysis for Rptor<sup>fl/fl</sup> vs SCe comparison. 

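In the libraries labelled *Rptor* fl/fl against SCe organoids, 120 genes had higher and 195 lower translation efficiency at an adjusted p of 0.05, and 2177 genes had an unadjusted p under 0.05. The change had an SD of 0.909 across genes. DESeq2 in place of edgeR gave 501 higher and 705 lower genes. With the SCe organoid number as a block shared by RNA-seq and Ribo-seq, an alternative added once the data had been seen, 221 genes were higher and 285 lower. With the numbers of both groups as such blocks, also added afterwards, 15 were higher and 12 lower. The replicate number as a block within each assay left 2 higher and 2 lower genes, where 1361 had an unadjusted p under 0.05. Same-numbered Ribo-seq libraries of SCe organoids and those labelled *Rptor* fl/fl did not deviate together, however (correlation −0.046, 0.029 and 0.019). Higher genes made up 38.1% of the calls, but 51.7% with an offset for transcript length (60 higher and 56 lower), and 55.2% with a single principal transcript per gene (85 and 69), an alternative chosen after the data were seen. Fits that left out single libraries called between 28 higher and 42 lower genes, without SCe RNA-seq replicate 3, and 401 and 550, without SCe Ribo-seq replicate 1. The authors' deposited table holds 2582 genes, of which 331 were higher and 373 lower at the authors' adjusted p under 0.05, with an SD of 0.547. Over 2573 shared genes the changes computed here and those in the authors' deposited table had a Pearson correlation of 0.94 across genes, which are not independent replicates, and 89.4% had the same sign.

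The genes with the largest fitted rises in translation efficiency were *Eno1b* (log2 change 10.17), *Ryr1* (7.46), *Khdc1a* (7.24), *Defa20* (6.62) and *Zfp990* (5.46). Those with the largest fitted falls were *Tut4* (−11.50), *Enah* (−10.81), *Cyp1b1* (−10.25), *Ctrb1* (−9.25) and *Spata6* (−8.45). Several of these genes are near 0 counts in a group, so the fitted values rank them but do not measure the size of the change. *Eno1b* is a near copy of *Eno1* and had 1354 CPM in SCe RNA-seq against 0.976 CPM in *Rptor* fl/fl RNA-seq, so reads shared between the copies make it uncertain. *Defa20* lost its call under the length offset (0.0794), with a principal transcript per gene (0.0752) and in 6 of the fits that left out a single library (0.0567 to 0.0934), *Enah* without replicate 3 of the libraries labelled *Rptor* fl/fl (0.0503) and *Zfp990* under the length offset (0.171). Among these largest rises and falls, only *Eno1b* and *Zfp990* kept their call with the replicate number as a block within each assay. The highest adjusted p over the alternatives was 0.083 for *Ryr1*, 0.0602 for *Khdc1a* and 0.0586 for *Tut4* and *Cyp1b1*. It was 0.0705 for *Ctrb1* and 0.141 for *Spata6*. Of genes the paper names, *Rptor* (1.43, adjusted p = 0.0777), *Muc2* (−3.28, 0.0504) and *Lyz1* (3.37, 0.0655) came closest to the threshold. *Rptor* passed with DESeq2 (0.00374), with separate RNA-seq libraries (0.0134), with the shared SCe block (0.0479) and without SCe Ribo-seq replicate 2 (0.0089), and its adjusted p ranged from 0.00374 to 0.476 over the alternatives. *Muc2* passed with DESeq2 (0.00954), with separate RNA-seq libraries (0.00854), with the shared SCe block (0.0167), with 5′ entries added (0.05), and without SCe RNA-seq replicate 1 (0.0415) or SCe Ribo-seq replicate 1 (0.0345) or 2 (0.0199), and ranged from 0.00854 to 0.152. *Lyz1* passed with DESeq2 (0.00123), with separate RNA-seq libraries (0.0127) and without SCe RNA-seq replicate 1 (3.86, 0.0018), and ranged from 0.00123 to 0.196. The other named genes reported did not pass, with log2 changes from −3.51 for *Ccn2* to 0.95 for *Lgr5*.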

Top row panel shows the histogram of translation efficiency changes across conditions where significant genes are highlighted. 

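The parts of the translation efficiency changes are as follows. Against SCe organoids, the broad glycolysis list had a median log2 fold change of −0.12 in footprints of the libraries labelled *Rptor* fl/fl (camera adjusted p = 0.42) and −0.11 in RNA-seq (0.402). The core glycolysis genes had a median of −0.30 in footprints (0.0915) and −0.71 in RNA-seq (0.00285). Under fry both lists passed as lower in footprints (0.00471 for the broad and 0.00788 for the core list) and neither did in RNA-seq (0.102 and 0.0524). With the correlation estimated neither passed (0.442 in footprints and 0.922 in RNA-seq for both). For oxidative phosphorylation genes the medians were −0.11 in footprints (0.488) and 0.02 in RNA-seq (0.979). Neither glycolysis list was higher in footprints, and the higher translation efficiency of the core genes came with RNA that was lower by more than the footprints were.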

Other rows present the details of the differential TE analysis highlighting the directionality of specific genesets from Fig2c (one geneset per row). In these rows, the left panel compares the gene-specific expression and ribosome occupation changes whereas the right panel summarizes the statistics of differential translation efficiency analysis.

a

*Rptor fl/fl* - 1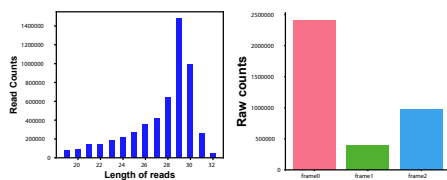

(29 nt reads, proportion: 29.02%)

Distance 5'- start codons

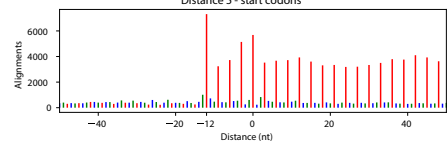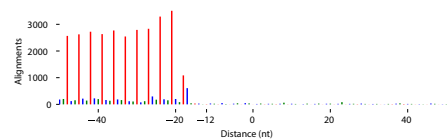*Rptor fl/fl* - 2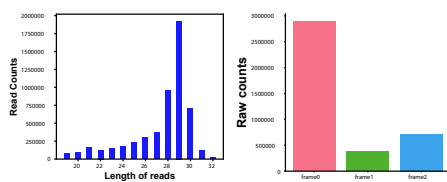

(29 nt reads, proportion: 36.86%)

Distance 5'- start codons

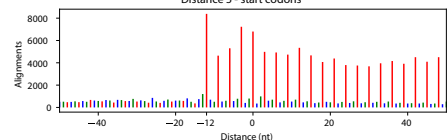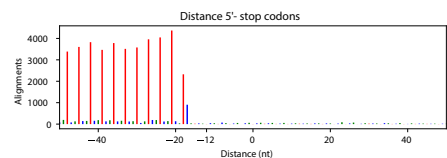*Rptor fl/fl* - 3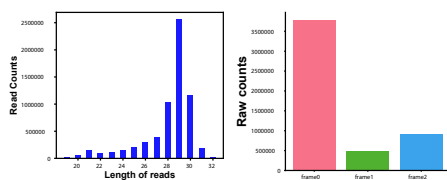

(29 nt reads, proportion: 40.54%)

Distance 5'- start codons

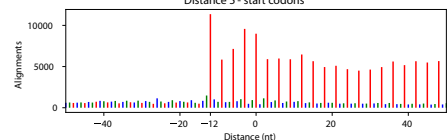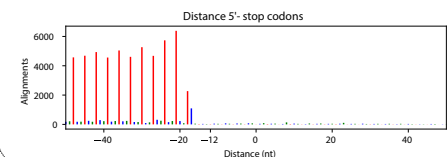

b

## SCe - 1

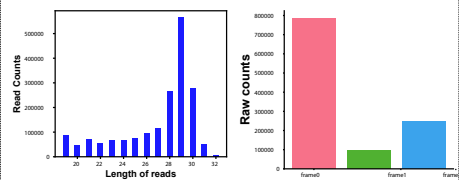

(29 nt reads, proportion: 34.54%)

Distance 5'- start codons

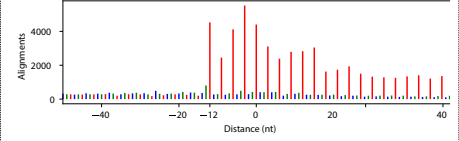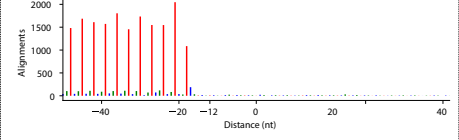

## SCe - 2

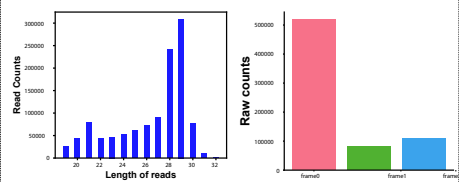

(29 nt reads, proportion: 28.46%)

Distance 5'- start codons

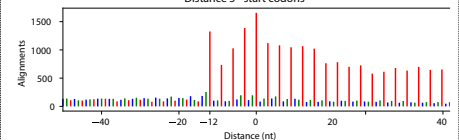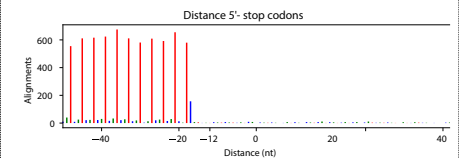

## SCe - 3

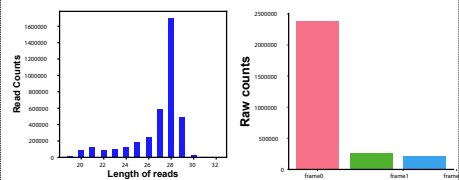

(29 nt reads, proportion: 13.03%)

Distance 5'- start codons

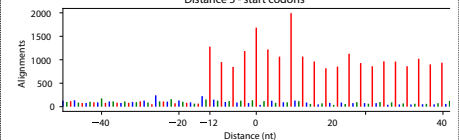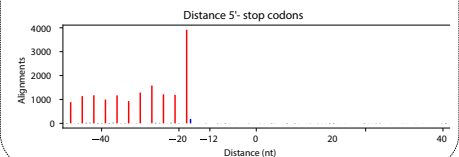

c

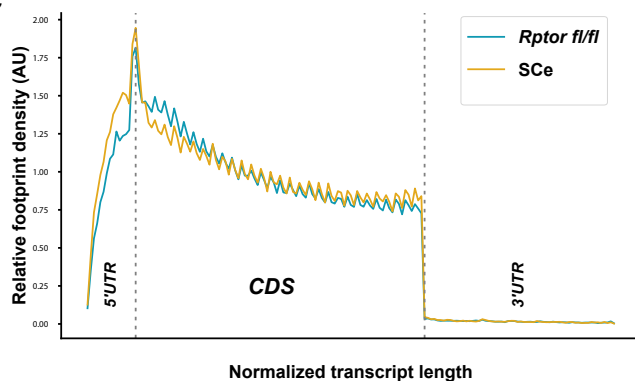

d

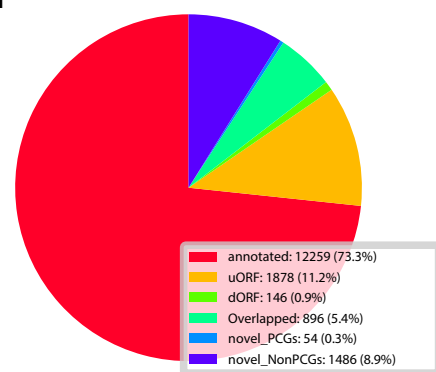

**Supplementary Figure 4 - Quality Control plots for Ribo-seq experiments performed in Rptor<sup>fl/fl</sup> and SC enriched organoids - Related to Figure 2**

- A.** Quality Control plots for Ribo-seq experiments performed in Rptor<sup>fl/fl</sup> organoid samples. QC plots, generated by the RiboCode tool <sup>77</sup>, include read length histograms, in & out of frame statistics and periodicity-plots of mRNA-mapped reads separately for each sample.
- B.** Ribo-seq QC plots for SC enriched organoids.
- C.** Positional metaplot showing the relative position of mRNA mapped-reads, averaged over 3 samples of each group.
- D.** RiboCode ORF prediction statistics using the Ribo-seq data from all 9 samples. Raw numbers and percentages of different classes of ORFs are presented in a pie chart.

**a**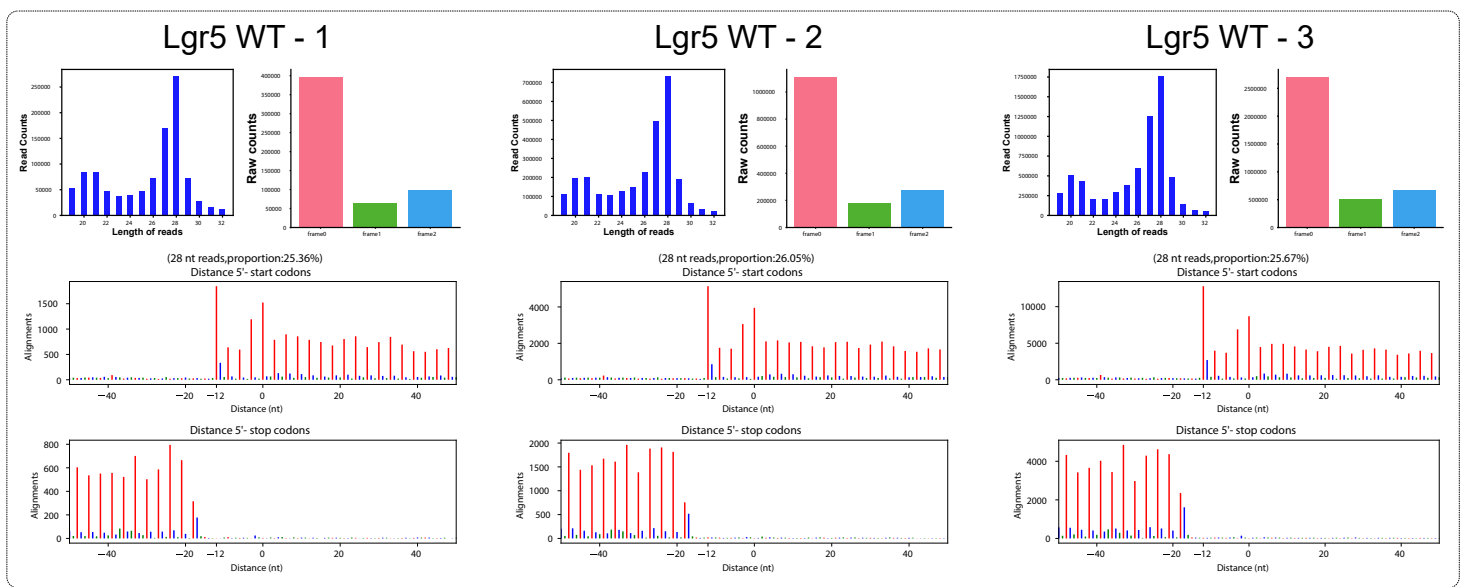**b**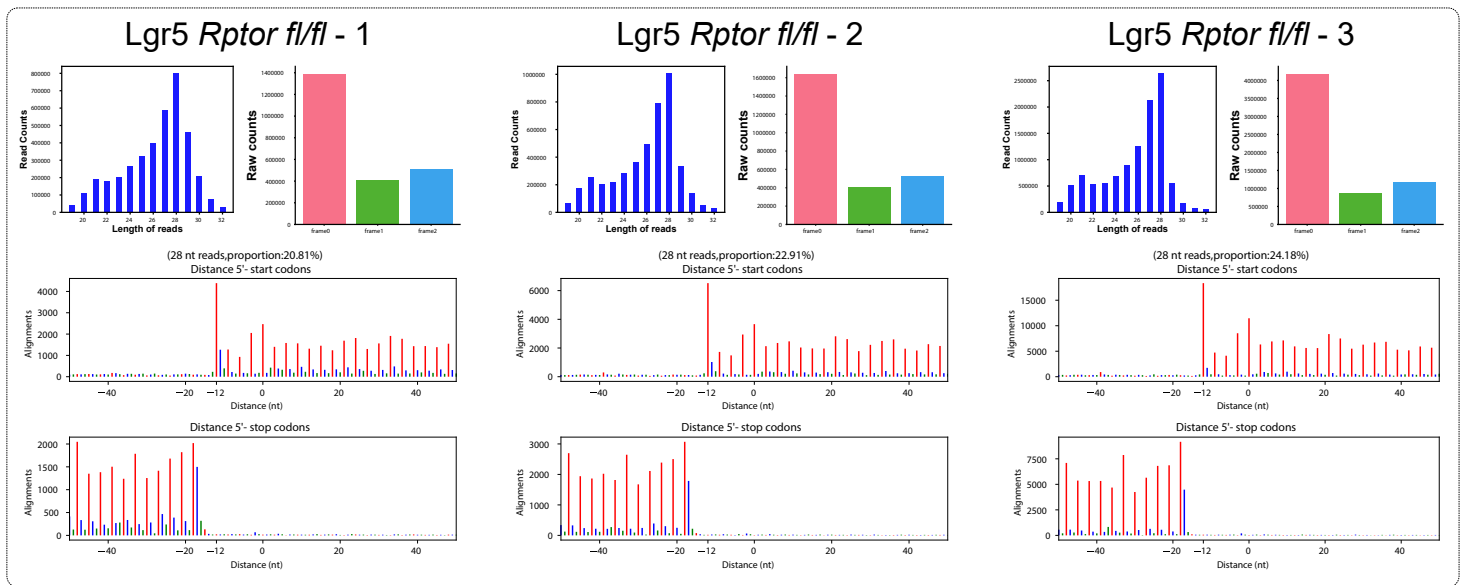**c**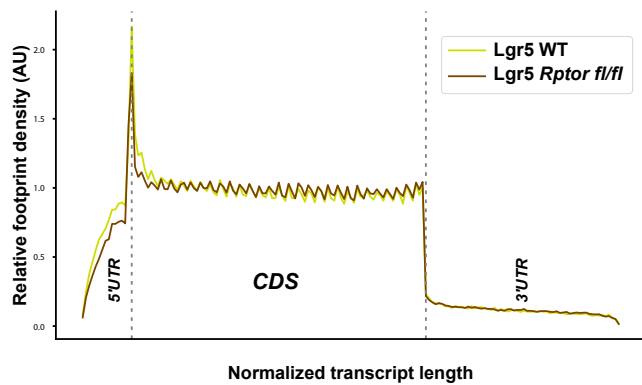**d**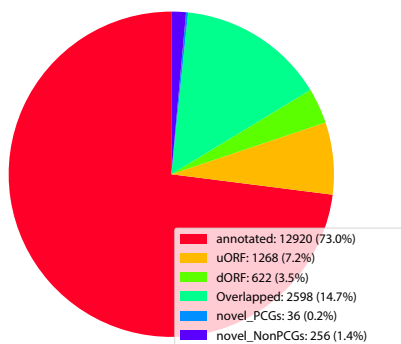**e**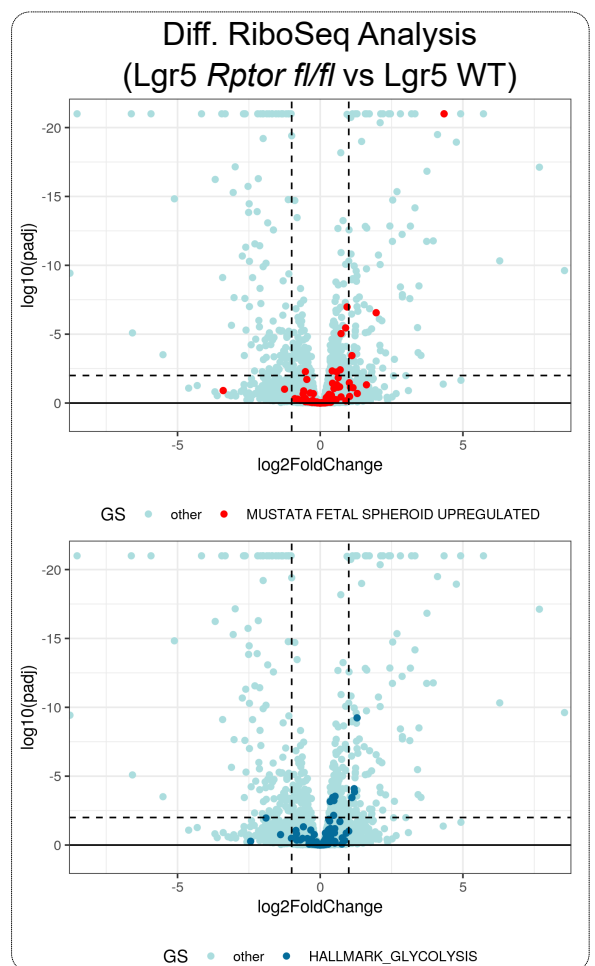

**Supplementary Figure 5 - Quality Control plots for Ribo-seq experiments performed in Lgr5Cre<sup>ERT2</sup>;Rptor<sup>fl/fl</sup>;RiboTag<sup>HA/HA</sup> animals - Related to Figure 2**

- A.** Quality Control plots for in vivo Ribo-seq experiments performed in Lgr5 WT intestine samples. QC plots include read length histograms, in & out of frame statistics and periodicity-plots of mRNA-mapped reads separately for each sample.
- B.** Ribo-seq QC plots for Lgr5Cre<sup>ERT2</sup>Rptor<sup>fl/fl</sup> intestine samples.
- C.** Positional metaplot showing the relative position of mRNA mapped-reads, averaged over 3 samples of each group.
- D.** RiboCode ORF prediction statistics using the Ribo-seq data from all 6 in vivo samples. 

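In footprints of *Lgr5Cre* ERT2;*Rptor* fl/fl mice against *Lgr5Cre* ERT2 WT mice, 860 genes were higher and 687 lower at an adjusted p of 0.05. For 3584 genes (31.1%) the mice of the genotypes did not overlap, where chance gives 10%. Fits that left out single mice called from 517 higher and 380 lower genes, without *Rptor* fl/fl mouse 2, to 1095 and 859, without *Rptor* fl/fl mouse 1. With library sizes computed without the 10 genes with most counts and without TMM, 633 genes were higher and 975 lower. Of these calls 39.4% were higher, in place of 55.6%. The median log2 fold change over all genes tested went from −0.0153 to −0.0796 with that scaling, so the lower share goes with a shift of genes in general. The genes with the largest fitted rises were *Gm10031* (at least 23.0-fold), *Gm28035* (8.64-fold), *Retnlb* (19.8-fold), *Meltf* (no fold given, as its bound is below 1) and *Igkv3-7* (6.55-fold), with at most 3 footprints in each WT mouse. The largest fitted falls were those of *Igkv4-54* (at least 19.1-fold), *Igkv4-86* (log2 fold change −8.49), *Muc6* (at least 35.4-fold), *Ighv2-5* (−6.58) and *Grin2c* (−5.84). The *Igkv* and *Ighv* genes are immunoglobulin segments with many similar copies, and *Gm10031* and *Gm28035* are computationally named loci that can share reads with other genes, so their values are uncertain.

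Of cell type markers the paper names, *Olfm4* fell from 471.8 ± 13.6 to 307.4 ± 25.7 CPM (SD, n = 3 each), a log2 fold change of −0.63 (standard error 0.0782, adjusted p = 6.29e-05). *Lyz1* was lower (−0.66, adjusted p = 0.00537) and *Muc2* higher (0.45, 0.000236). *Lyz1* lost its call with DESeq2 (0.0697) and under the length offset (0.0778, from 2.22e-08 to 0.0778 over the alternatives). *Alpi* was higher (0.27, adjusted p = 0.0405) but lost its call in 4 of the fits that left out single mice, where the adjusted p was 0.0697 to 0.186. It also lost it under the length offset (0.13) and with library sizes without the 10 top genes and without TMM (0.106). The adjusted p of *Alpi* went from 0.0136 to 0.186 over the alternatives. *Axin2* (−0.47, adjusted p = 0.126) did not pass with all mice but did without *Rptor* fl/fl mouse 1 (0.00607) and in 1 other of its alternatives, with a range from 0.00607 to 0.381. *Myof*, *Ccn2*, *Src*, *Yap1*, *Map3k20*, *Eif2ak4*, *Hprt* and *Rpl22* did not pass, with log2 fold changes from −0.29 for *Eif2ak4* to 0.30 for *Myof*. *Mex3a* and *Ankrd1* had too few footprints to be tested.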

Raw numbers and percentages of different classes of ORFs are presented in a pie chart.
- E.** Differential ribosomal occupation results for Lgr5Cre<sup>ERT2</sup>Rptor<sup>fl/fl</sup> and Lgr5Cre<sup>ERT2</sup>Rptor<sup>+/+</sup> comparison, presented as volcano plots where genesets from Fig.4f are highlighted in separate panels. p values were determined using the *DESEQ2* package.

# *Lgr5 Rptor fl/fl* vs *Lgr5* WT

**a**

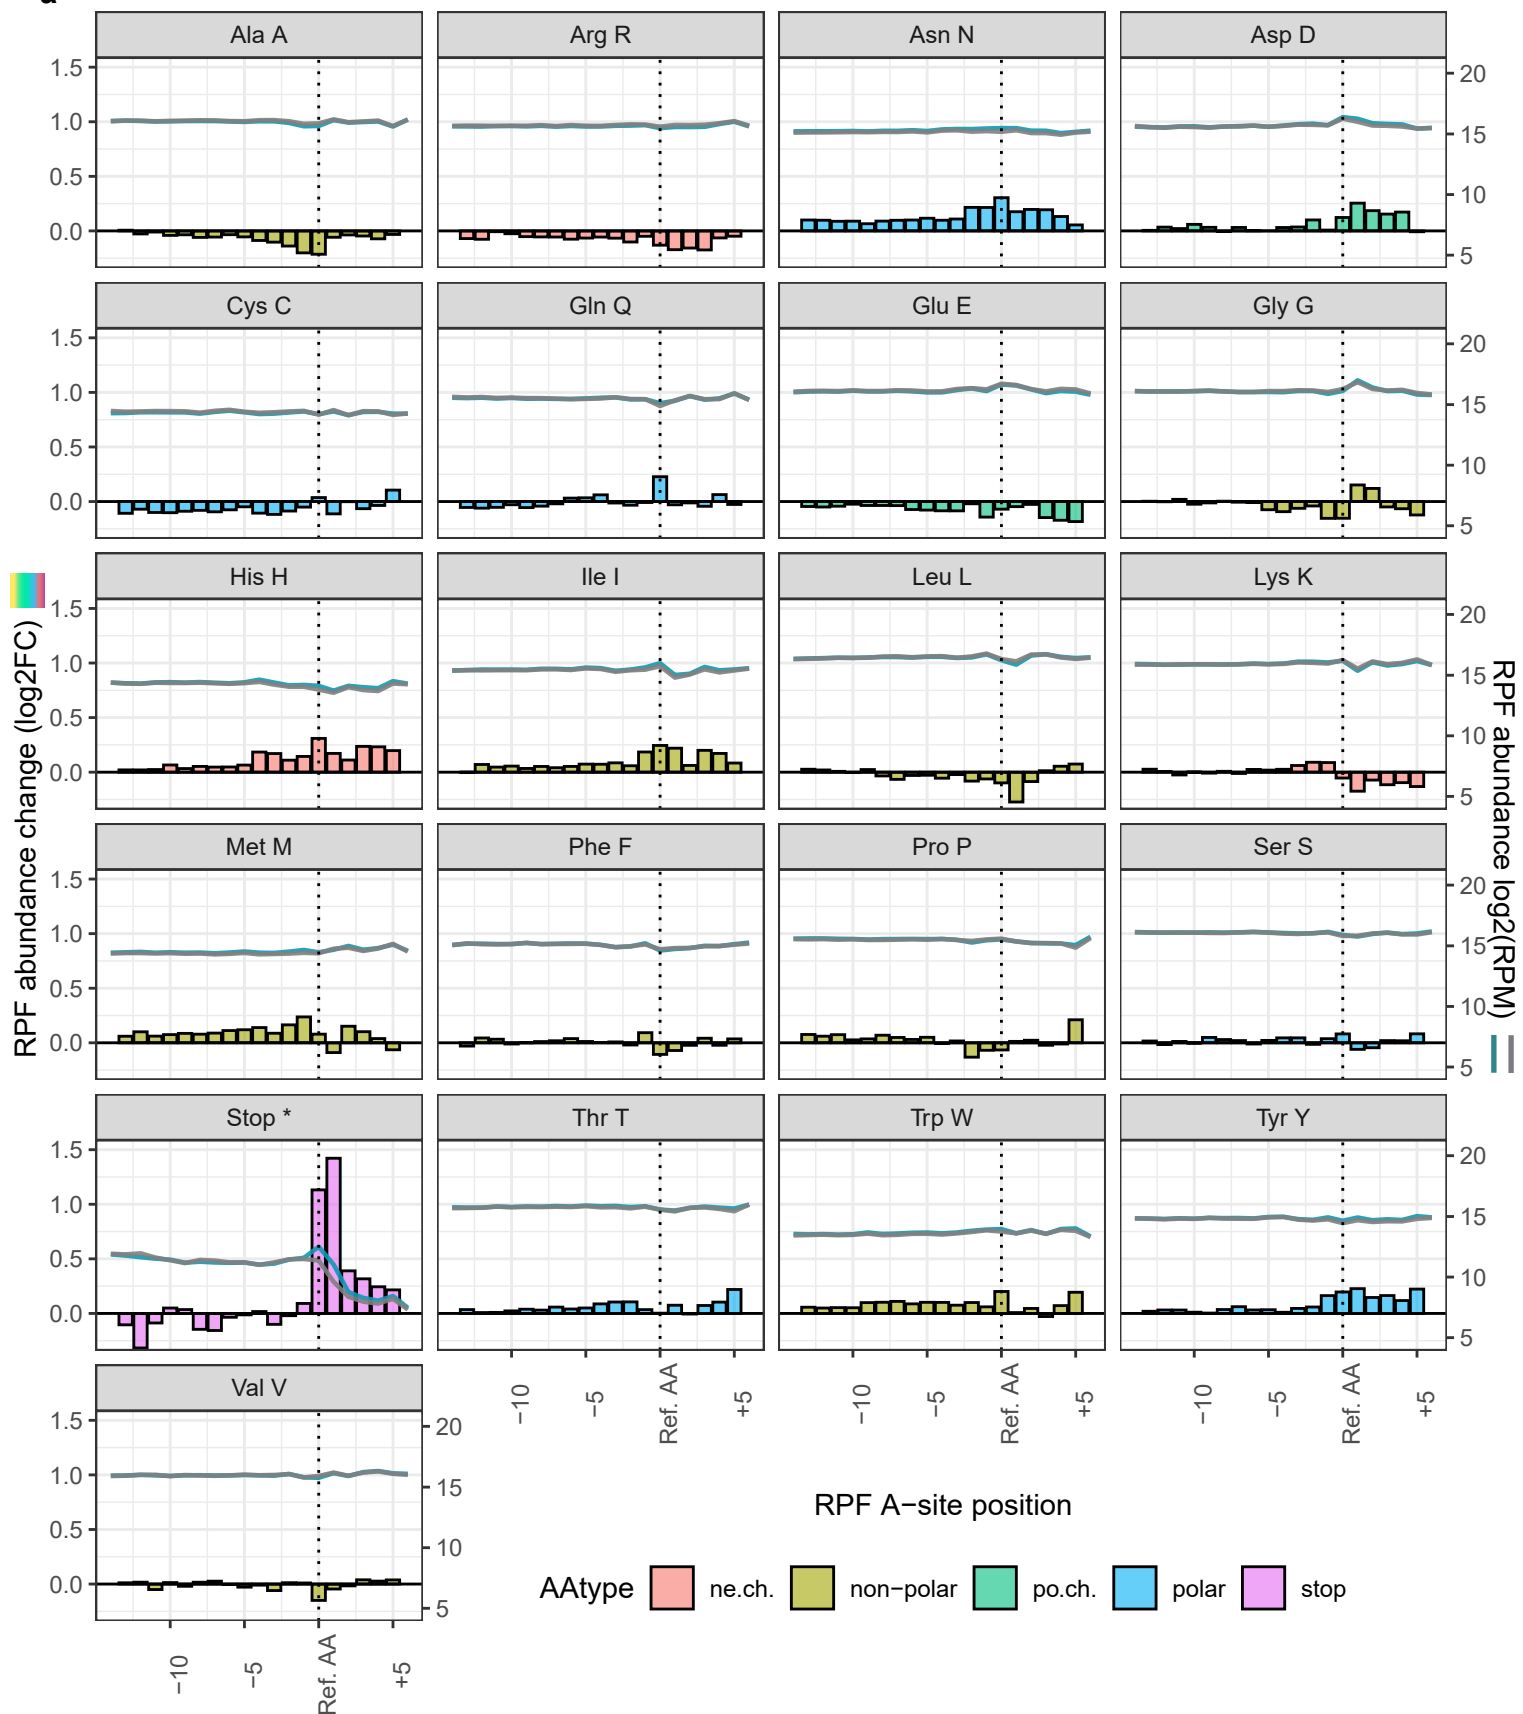

**Supplementary Figure 6 – Codon-specific analysis of RPF distribution upon Rptor deletion - Related to Figure 2**

**A.** Distribution of RPFs along transcripts in various codons in the Lgr5Cre<sup>ERT2</sup>Rptor<sup>fl/fl</sup>RPL22.HA mice (blue) compared with the Lgr5Cre<sup>ERT2</sup>RPL22.HA (gray). Barplot depicts RPF abundance change (log2FC) between the two conditions and lines show total RPF abundance (%), for which RPFs are grouped based on their A-site position.

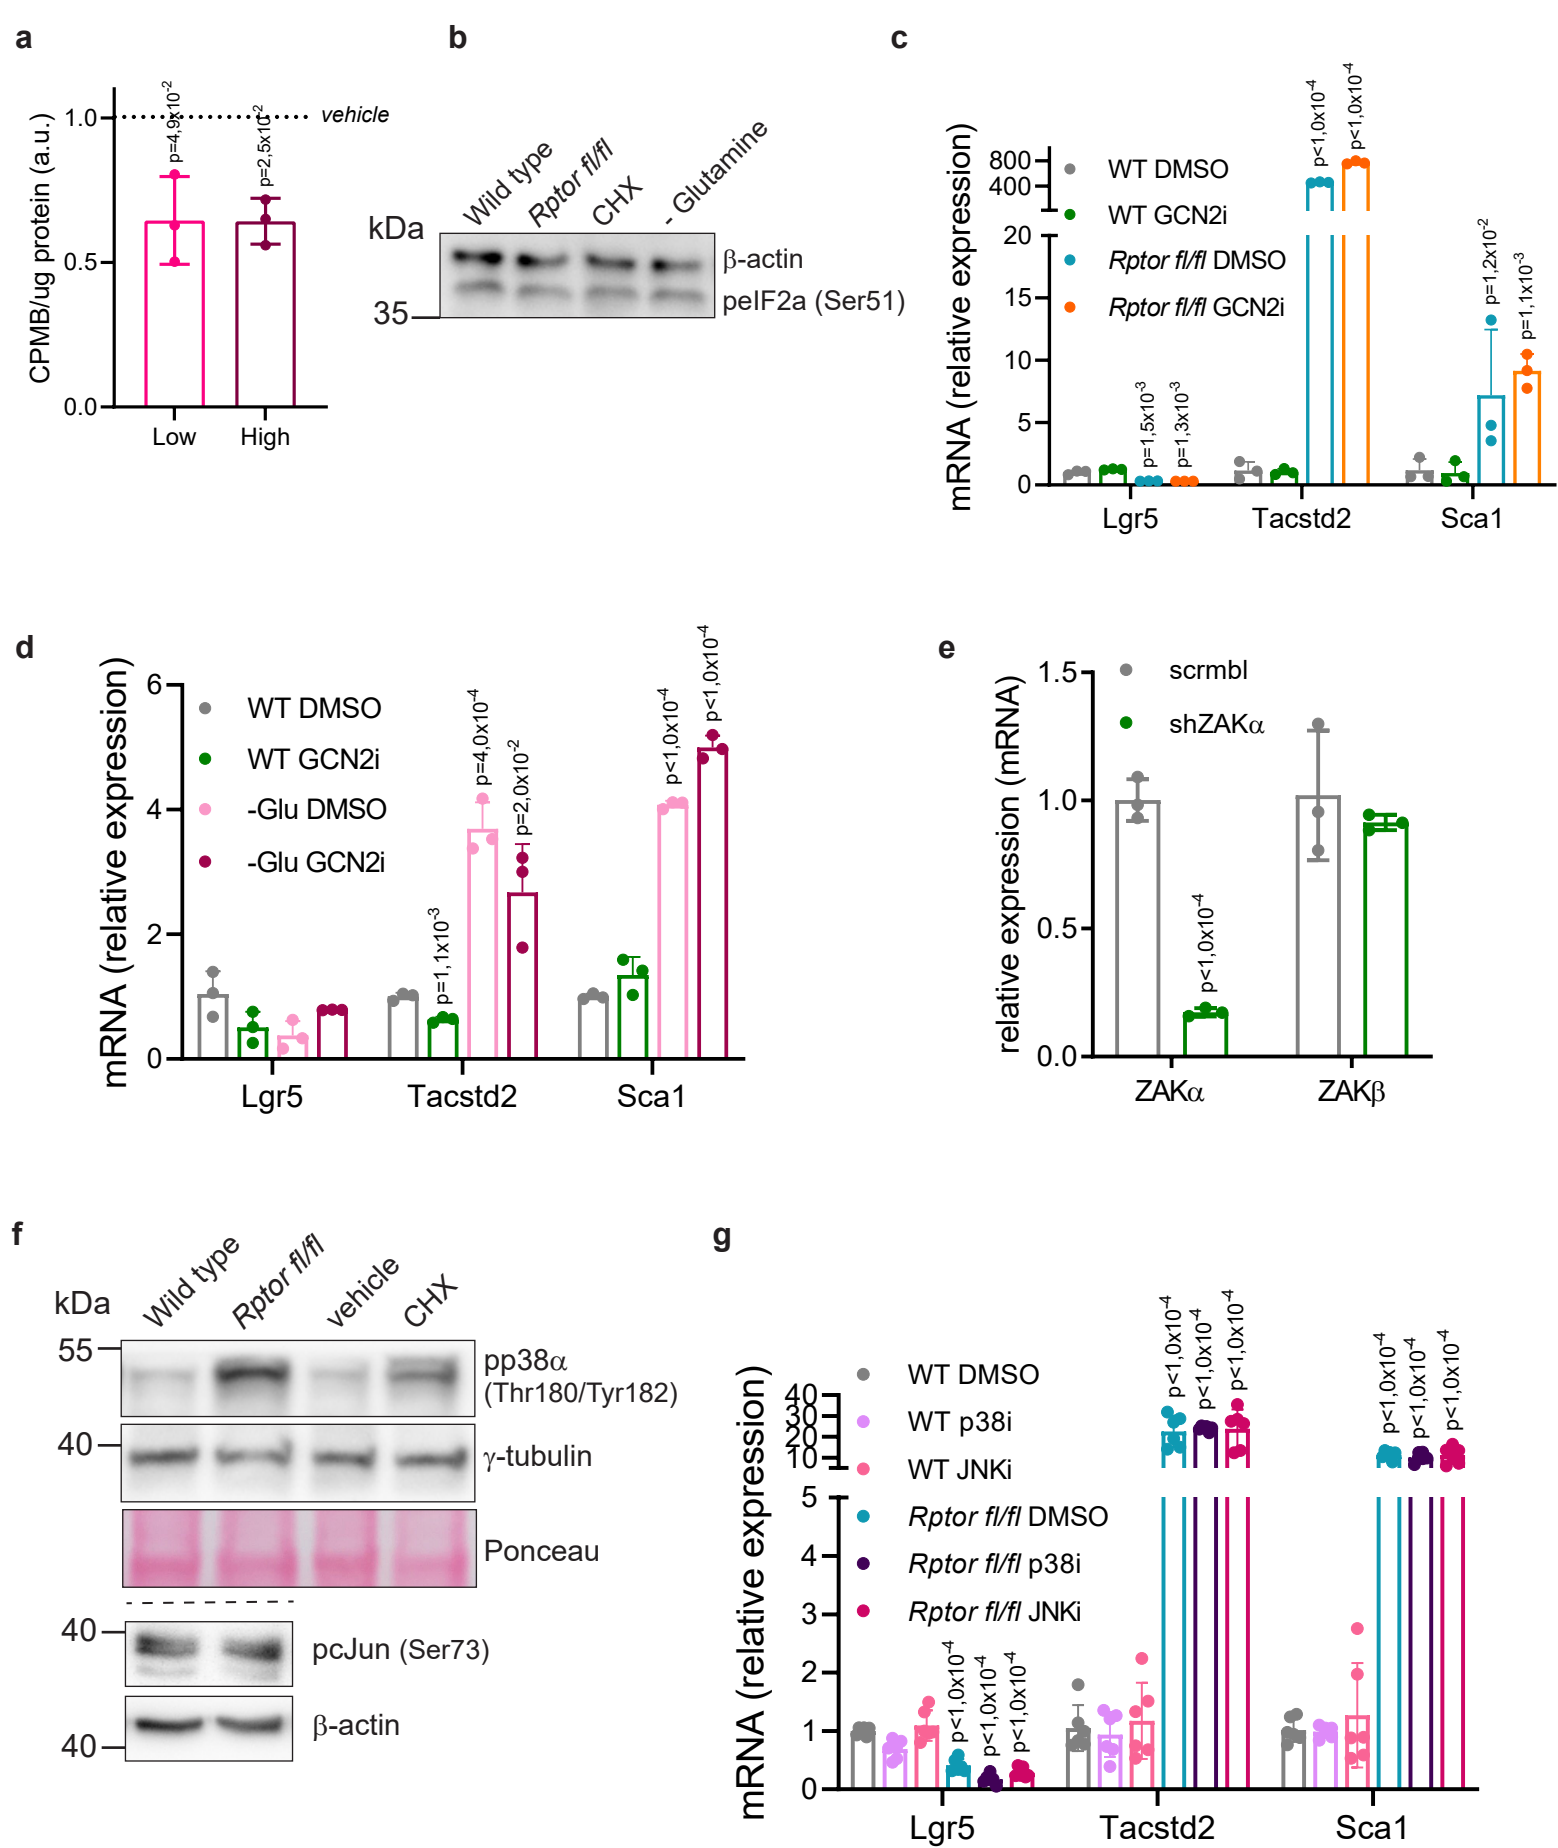

**Supplementary Figure 7 – Cell identity switch caused by Rptor deletion is not mediated by the canonical eIF2α or GCN2 pathways - Related to Figures 3**

- A.** Incorporation of  $^{35}\text{S}$ -methionine shows decreased protein synthesis in WT organoids treated with low (0,015ug/ml) and high (100ug/ml) of cycloheximide. Mean and standard deviation are shown (n = 1 biological replicate accessed in technical triplicates). \* p values were determined using a two-tailed t-test.
- B.** Western blot analysis shows that Raptor deletion, cycloheximide treatment (0,015ug/ml) or glutamine deprivation do not significantly affect p-eIF2α (Ser51), compared to WT. β-actin serves as loading control. Blots were done on one animal.
- C.** RT-qPCR analysis of individual genes related to stem (Lgr5) and fetal-like state (Tacstd2 and Sca1) of WT and Rptor<sup>fl/fl</sup> organoids, treated with GCN2 inhibitor (A-92, 2uM, 24h)). Hprt is used as a reference. Mean and standard deviation are shown (n = 1 biological replicate accessed in technical triplicates). p values were determined using a two-tailed t-test.
- D.** RT-qPCR analysis of individual genes related to stem (Lgr5) and fetal-like state (Tacstd2 and Sca1) of WT organoids and organoids grown without glutamine, treated with GCN2 inhibitor (A-92, 2uM, 24h)). Hprt is used as a reference. Mean and standard deviation are shown (n = 1 biological replicate accessed in technical triplicates). p values were determined using a two-tailed t-test.
- E.** qRT-PCR confirmed the reduction of ZAKα mRNA following expression of stable shRNAs against ZAKα. No significant differences are seen in ZAKβ levels. Mean and standard error of the mean are shown (n = 1 biological replicate accessed in technical triplicates). p values were determined using a two-tailed t-test.
- F.** Western blot analysis showing activation of p38α in Rptor<sup>fl/fl</sup> and low dose cycloheximide treated organoids compared to WT. γ-tubulin and Ponceau serve as loading control. Bottom panel shows no differences in cJun activation upon Rptor deletion compared with WT. β-actin serves as loading control. Blots were done on one animal.
- G.** RT-qPCR analysis of individual genes related to stem (Lgr5) and fetal-like state (Tacstd2 and Sca1) of WT organoids treated with inhibitors for p38 (SB203580, 10uM, 24h) and JNK (JNK-IN-8, 1uM for 24h). Hprt is used as a reference. Mean and standard error of the mean are shown (n = 2 biological replicates accessed in technical triplicates). p values were determined using a two-tailed t-test.

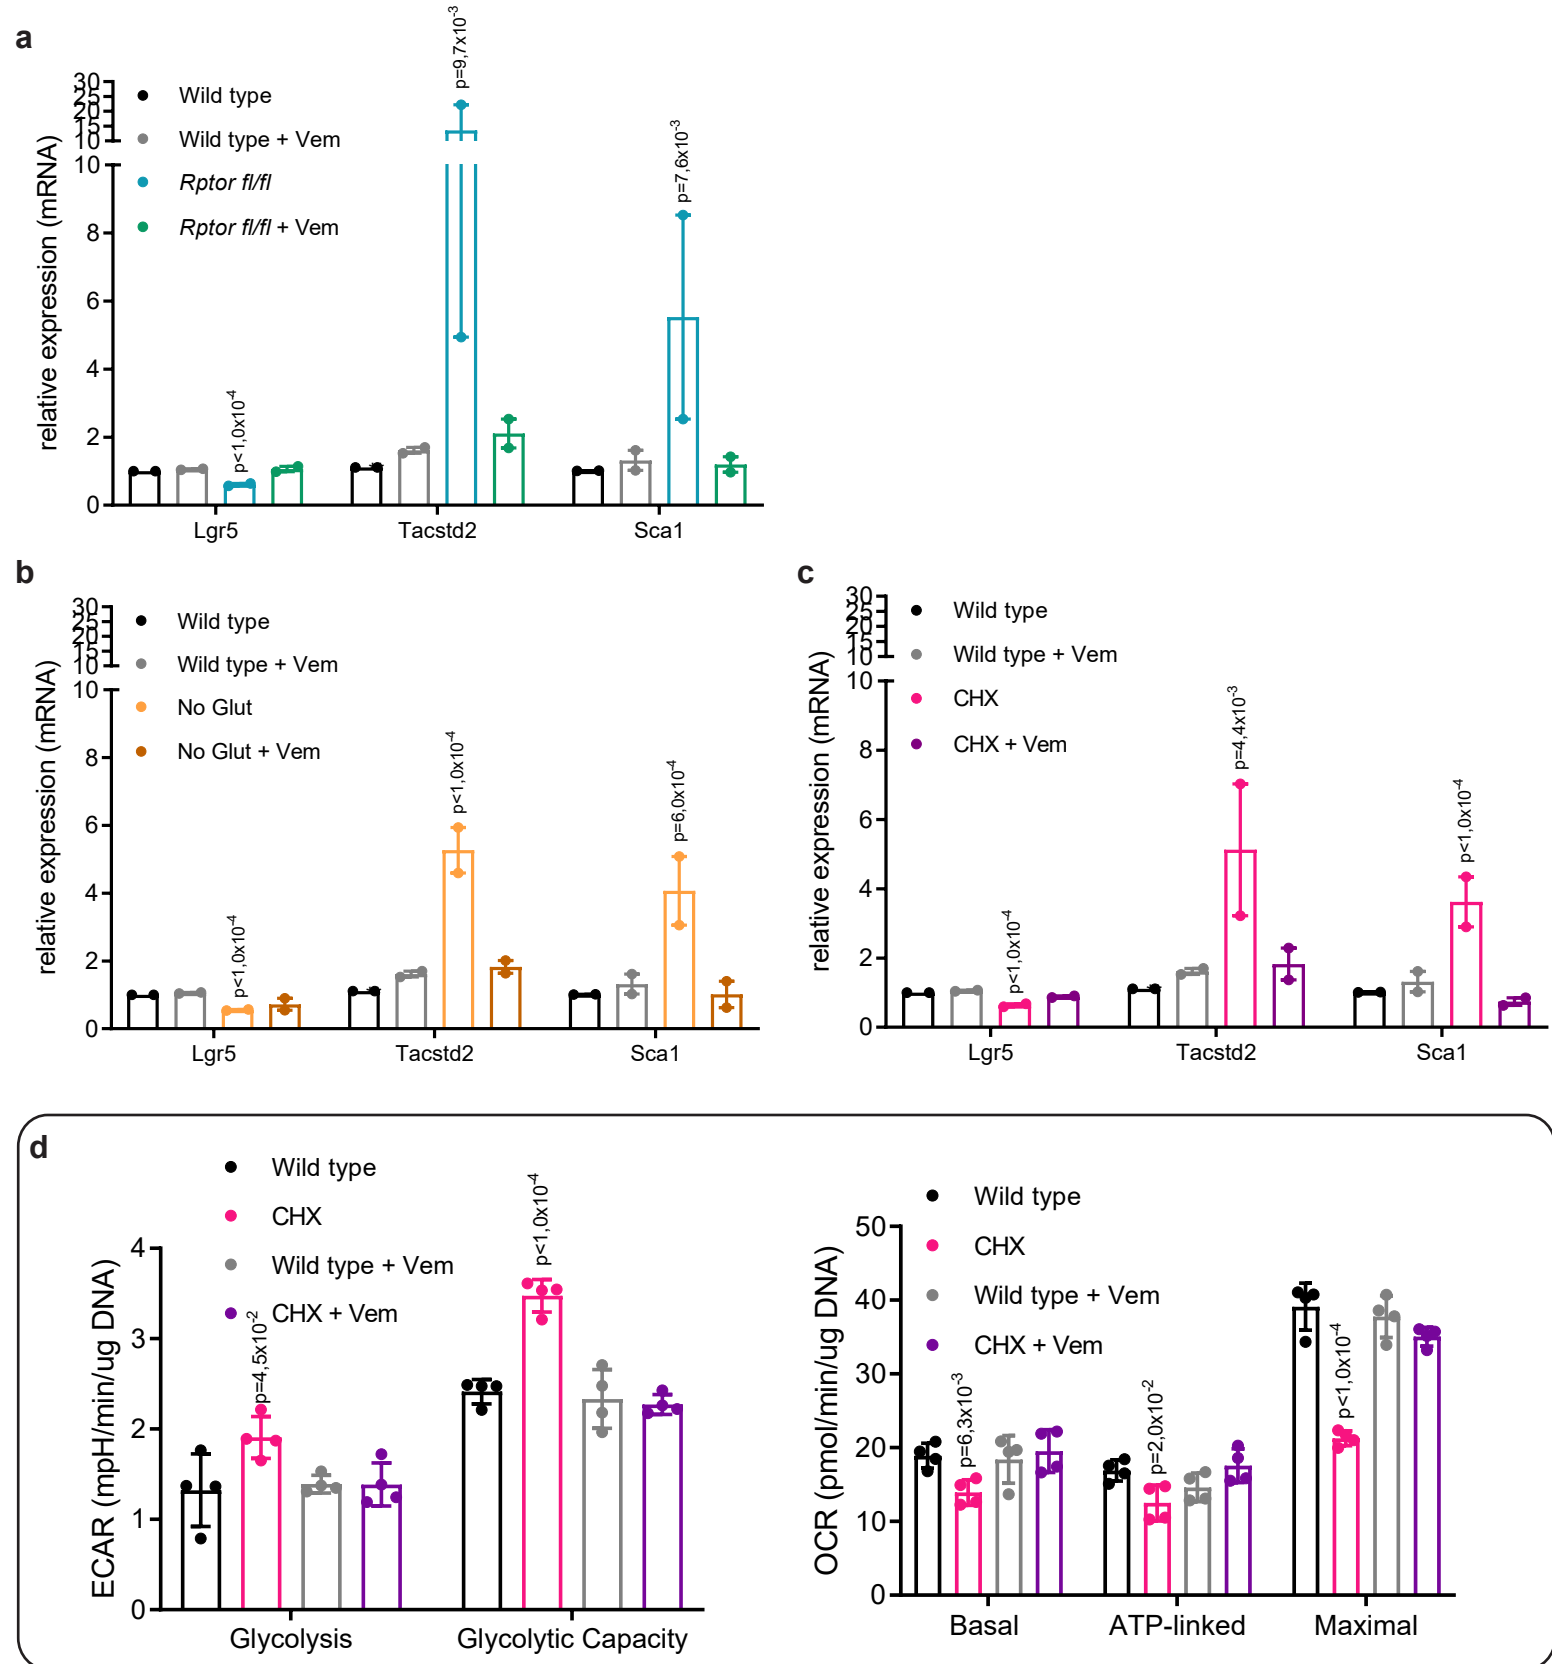

### **Supplementary Figure 8 - ZAK $\alpha$ -mediated ribosome impairment affect intestinal stem cell identity and metabolism - Related to Figure 3**

- A.** RT-qPCR analysis shows that vemurafenib treatment (1uM for 1 hour) is enough to rescue the decrease of Lgr5 and increase in Tacstd2 and Sca1 seen in Rptor<sup>f/f</sup> organoids. Hprt is used as a reference. Mean and standard error of the mean are shown (n = 2 biological replicates each accessed in technical triplicates). p values were determined using a two-tailed t-test.
- B.** RT-qPCR analysis shows that vemurafenib treatment (1uM for 1 hour) is enough to rescue the decrease of Lgr5 and increase in Tacstd2 and Sca1 seen in organoids cultured in glutamine-free media. Hprt is used as a reference. Mean and standard error of the mean are shown (n = 2 biological replicates each accessed in technical triplicates). p values were determined using a two-tailed t-test.
- C.** RT-qPCR analysis shows that vemurafenib treatment (1uM for 1 hour) is enough to rescue the decrease of Lgr5 and increase in Tacstd2 and Sca1 seen in organoids treated with low dose cycloheximide (0,015ug/ml) for 30min . Hprt is used as a reference. Mean and standard error of the mean are shown (n = 2 biological replicates each accessed in technical triplicates). p values were determined using a two-tailed t-test.
- D.** ECAR and OCR analyses reveal that inhibiting ZAK $\alpha$  by treating organoids with vemurafenib (1uM for 1 hour) rescues the metabolic changes caused by low dose of cycloheximide (0,015ug/ml 30min). Mean and standard deviation are shown (n = 1 biological replicate accessed in technical quadruplicates). p values were determined using a two-tailed t-test.

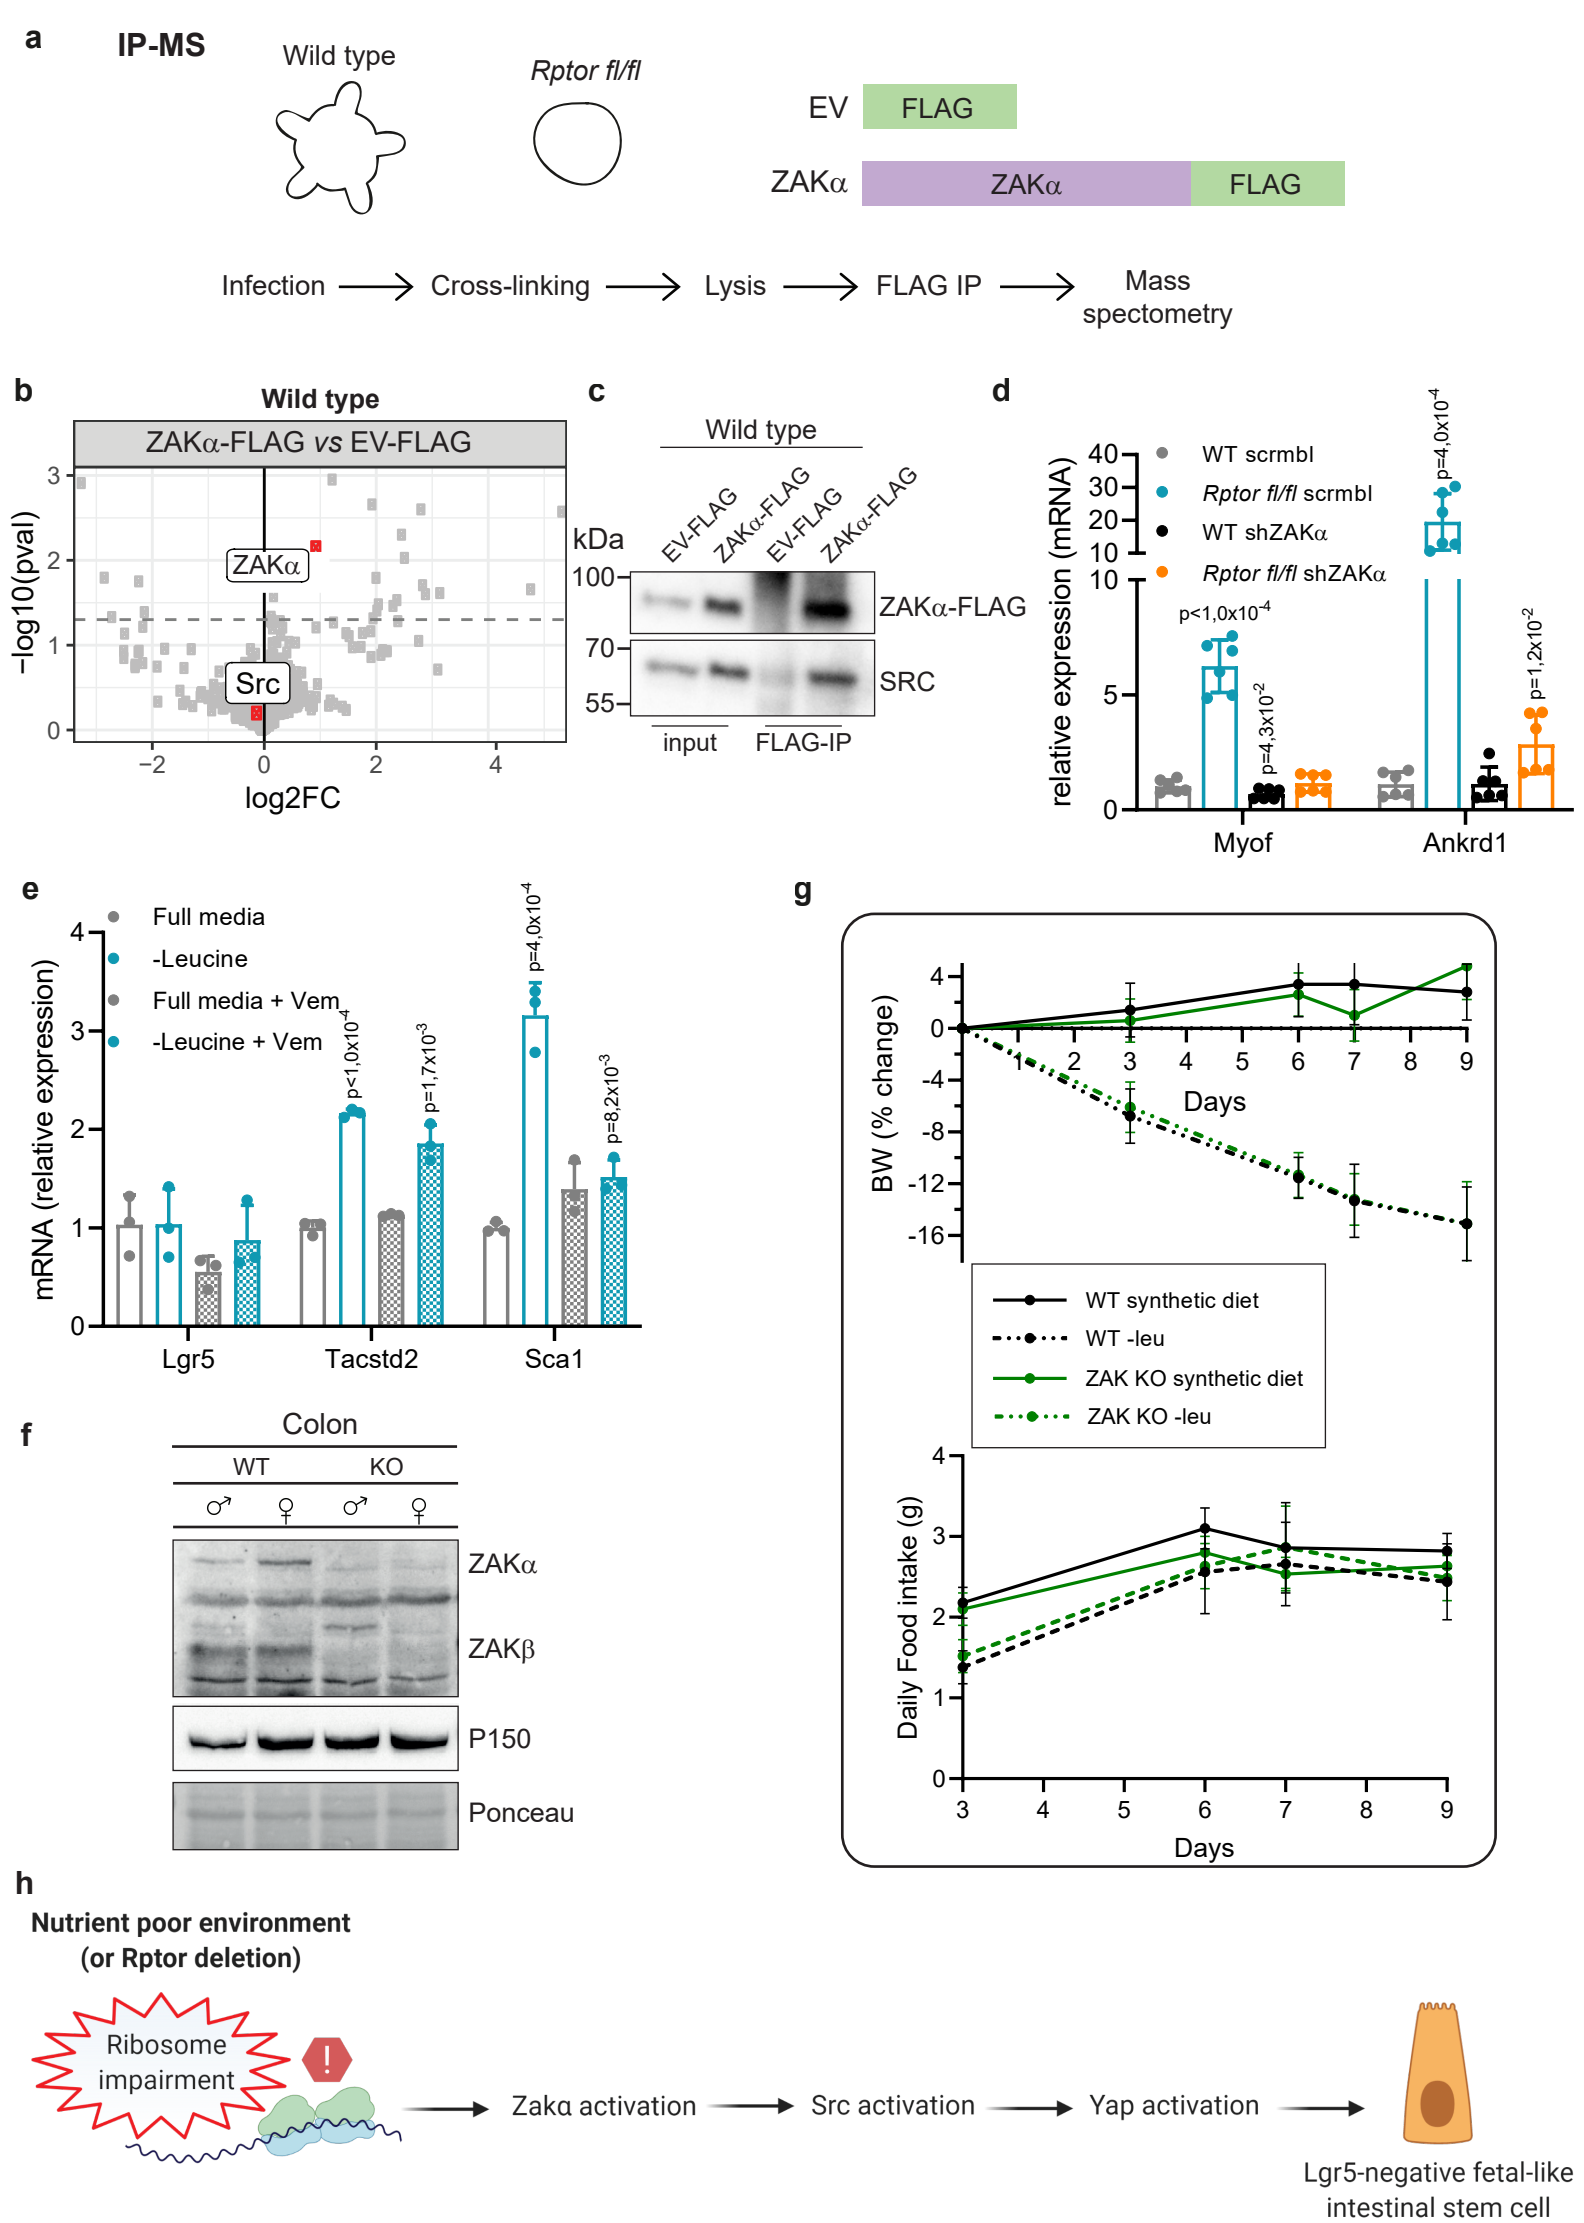

**Supplementary Figure 9 - ZAK $\alpha$  activates the Src-Yap axis during ribosome impairment and results in ISCs identity switch *in vivo* during leucine deprivation - Related to Figure 4**

- A.** Experimental workflow of the affinity purification strategy (IP-MS) for FLAG tagged ZAK $\alpha$  in wild type and Rptor<sup>fl/fl</sup> organoids. Replicates of the affinity purification were digested with trypsin and subjected to LC-MS/MS to quantitatively identify specific ZAK $\alpha$  interactor. A FLAG tagged empty vector is used as a control.
- B.** Volcano plot depicting differentially enriched interactors of ZAK $\alpha$  in wild type organoids, using RIME-MS (n = 2 biological replicates). A FLAG tagged empty vector bait is used as a control. Significance when p-value  $\leq$  0,05 (t-test, two-tailed).
- C.** Immunoprecipitation of ZAK $\alpha$ -FLAG shows residual interaction with Src in wild type organoids. A FLAG tagged empty vector is used as a control. Experiment was done on one animal.
- D.** RT-qPCR analysis shows activation of Yap-target genes (Myof and Ankrd1) in Rptor<sup>fl/fl</sup> organoids compared to wild type. Hprt is used as a reference. Mean and standard error of the mean are shown (n = 2 biological replicates each accessed in technical triplicates). p values were determined using a two-tailed t-test.
- E.** RT-qPCR analysis shows activation of fetal markers Tacstd2 and Sca1 in human colon organoids cultured in leucine-free media. Treatment with vemurafenib (1uM for 1 hour) partially rescues this activation. Hprt is used as a reference. Mean and standard error of the mean are shown (n = biological replicate accessed in technical triplicates). p values were determined using a two-tailed t-test.
- F.** Western blot analysis confirming deletion of ZAK $\alpha$  *in vivo*. Ponceau and P150 serve as loading control. Blots were done on two animals.
- G.** Body weight and food intake measurements show no differences between WT and ZAK KO mice fed with normal and leucine-deficient diets (n = 3 biological replicates, mean  $\pm$  SEM).
- H.** Schematic diagram of findings. Under certain stress conditions such as nutrient-poor environment or Rptor deletion, ribosomes are impaired, leading to the activation of ZAK $\alpha$  and consequente trigger of the SRC-YAP pathway, allowing for the emergence of fetal-like intestinal stem cells. Created with BioRender.com.

# Supplementary material for: Ribosome impairment regulates intestinal stem cell identity via ZAKɑ activation
**Source:** Nat Commun. 2022 Aug 2;13:4492. doi: 10.1038/s41467-022-32220-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection

Data analysis For RNASeq and RiboSeq experiments, the following softwares were used: FastQC tool (version 0.11.8), cutadapt tool (version 1.18), RiboCode (version 1.2.11), STAR (version 2.7.5c), Salmon (version 1.1.0), DESEQ2 package (version 1.24.0), RiboDiff (version 0.2.1), clusterProfiler package (version 3.12.0). For the MS analysis, raw data were analyzed using MaxQuant (version 2.0.3.0), and LFQ intensities were Log2-transformed in Perseus (version 1.6.15.0). For the immunofluorescence, Imaris (version 9.3.1) was used for 3D reconstruction of images. For more detailed info please check the Materials and Methods.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated during and analysed during the current study are available in the NCBI Gene Expression Omnibus repository, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180208> and can be accessed using the GSE180208 accession id. The sequencing datasets generated and analysed during the current study are available in the NCBI Gene Expression Omnibus repository, and can be accessed using the GSE180208 accession id. The proteomic datasets are available in

the PRIDE repository, and can be accessed using the PXD033122 accession id. MS/MS data were searched against the Swissprot Mus musculus database (17,073 entries, release 2021\_04).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

### Experiments of concern

Does the work involve any of these experiments of concern:

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

Files in database submission

Provide a list of all files available in the database submission.

Genome browser session  
(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.

Instrument

Identify the instrument used for data collection, specifying make and model number.

Software

Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.

Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

## Acquisition

## Preprocessing

## Statistical modeling & inference

## Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

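The files analysed cover 23 libraries. They are RNA-seq of WT, *Rptor* fl/fl and stem cell enriched (SCe) organoids, Ribo-seq of *Rptor* fl/fl and SCe organoids, and Ribo-seq of ribosomes pulled down from *Lgr5*-positive cells of WT and *Rptor* fl/fl mice. RNA-seq of WT and *Rptor* fl/fl organoids had 2 technical libraries from each of 2 organoid lines, and each of the other groups had 3 libraries, which were taken as biological replicates. Every library was assigned to its group from its label and the paper. The labels call the mice and the *Rptor* fl/fl organoids untreated, while the paper describes induction with tamoxifen. The paper's description was used.

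The authors trimmed adapters from the Ribo-seq reads with cutadapt, removed ribosomal RNA fragments, and quantified all libraries with Salmon on protein-coding sequences of GENCODE vM21. For each sequence the deposited files give an estimated count, which need not be a whole number, and only this column was tested. They also give the TPM that the authors' Salmon run computed and an effective length. TPM was used only to weight the effective lengths of the transcripts of a gene, and these lengths entered only an alternative. RNA-seq was counted on 66244 transcripts of 22350 genes. Ribo-seq of organoids was counted on 59120 coding sequences of 22230 genes with 46 bases added to each, beside 44641 entries for 5′ untranslated regions. The in vivo Ribo-seq was counted on 65862 sequences of 22314 genes, most of which had the length of the 5′ region plus the coding sequence plus 31 bases, while the paper's methods describe sequences with trimmed untranslated regions. Footprints on 5′ regions therefore enter the values of mice and not those of organoids. The authors also deposited a table of translation efficiency for 2582 genes made with RiboDiff. Its ratios, log2 changes, p-values and adjusted p-values are the authors' own and come without values per replicate.

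Estimated counts were summed per gene and rounded to whole numbers, and the technical libraries of an organoid line were summed. Tests were made in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed by filterByExpr, library sizes were scaled by TMM, and the quasi-likelihood test was applied with Benjamini-Hochberg adjustment at 0.05. There were 5 comparisons, each fitted on the libraries of its own groups. They were *Rptor* fl/fl against WT organoids in RNA-seq, *Rptor* fl/fl against SCe organoids in RNA-seq, in Ribo-seq and in translation efficiency, and *Rptor* fl/fl against WT mice in Ribo-seq. Translation efficiency was the interaction of assay and group in a single model over both kinds of library, with TMM within each assay. CPM values are counts divided by the scaled library size.

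Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists tested in a comparison. These were 23 lists in RNA-seq of WT and *Rptor* fl/fl organoids and in Ribo-seq of organoids, 22 in translation efficiency, and 25 in mice and in RNA-seq against SCe organoids. A list needed at least 3 tested genes. The paper's MSigDB sets and published signatures were not used here. The lists were compiled from general knowledge of the genes, so their values are not those of the paper's sets. They cover fetal-like genes, adult ISC genes, mTORC1 genes, broad and core glycolysis, broad and core oxidative phosphorylation, YAP targets, TOP mRNAs, ribosomal proteins, ATF4 targets, cholesterol synthesis, proliferation, the Paneth, goblet, enterocyte, enteroendocrine and tuft cell types, pancreatic acinar cells, smooth muscle, immune cells, stroma and Y-linked genes. The fetal-like and YAP lists were also tested without the genes they share. Lists of mucosal defence and erythroid genes were added after the largest changes in mice had been seen.

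Genes named in the text follow a rule. They are every gene the paper names at the RNA level or in its mechanism, the core glycolysis genes, the 4 genes with the smallest adjusted p in each list tested at a claim, and the 5 largest rises and 5 largest falls among genes past the threshold whose groups did not overlap. Translation efficiency has no value per replicate, so the last condition was not applied there. The core glycolysis genes are summarised. Some genes covered by the rule are not reported here. In Ribo-seq of organoids only *Rptor*, *Lgr5* and the largest changes are given, and in RNA-seq against SCe organoids only *Rptor* and *Lgr5*. *Hk1*, *Eno1*, the Y-linked genes, and the haemoglobin, antimicrobial and immunoglobulin genes were singled out after their values had been seen. Where all libraries of a group had at most 3 counts, a fold is given as a lower bound against 3 counts.

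The alternatives tried were DESeq2 1.42.0 with its own size factors, no count filter, an offset for effective transcript length and a threshold of 0.01. Others were technical libraries as separate replicates, library sizes without the 10 genes with most counts and without TMM, and only the genes in the authors' deposited table. The rest were the replicate number as a block, fry, camera with an estimated correlation, fgsea 1.28.0, other versions of lists, and leaving out each library or line in turn. Of all these alternatives, 42 were set before the data were examined. A further 9 were added afterwards. They are the 5′ entries added to the coding sequences in footprints and in translation efficiency, a single principal transcript per gene, leaving out RNA-seq libraries from translation efficiency and from the comparison with SCe organoids, the in vivo fit without immunoglobulin and haemoglobin genes, the YAP list without fetal-like genes other than *Ankrd1*, and in translation efficiency the organoid number as a block shared by RNA-seq and Ribo-seq, for SCe organoids or for both groups. The labels give SCe libraries of both assays the same organoid numbers, and same-numbered ones deviated together across genes (correlation 0.28, 0.11 and 0.20), although replicates 2 and 3 also did so with each other's number (0.18 and 0.10). *Rptor* fl/fl libraries of the same number did not (0.024 and −0.0092).

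Each fit was tested on simulated data with 200 genes changed by known amounts. It recovered 80% of the 195 changed genes tested in RNA-seq of organoid lines, 56% of 193 in Ribo-seq of organoids, 41.3% of 196 in translation efficiency, 92% of 188 in mice and 48.9% of 190 in RNA-seq against SCe organoids. Unchanged genes made up 6.02%, 7.69%, 3.57%, 12.2% and 7% of the calls in the same order, so the rate in mice was above the nominal level. None of 20 random lists was called in any of them. Genes were simulated independently of each other, so this does not test lists whose genes vary together.

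Depth differed most in Ribo-seq. SCe organoids had from 1106178 to 4242425 footprints on coding sequences and the mice from 772077 to 8238388 footprints, against 50174117 to 56684205 reads per WT or *Rptor* fl/fl organoid line in RNA-seq. Genes with few footprints, such as *Lgr5* with 9, 17 and 48 in WT mice, carry a large counting error. Where footprints lie within a transcript, including those at stop codons, was not analysed here because the values are totals per sequence.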

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

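Of the tests described here, those on haemoglobin and on mucosal defence genes were set before their results were seen, and all others were chosen only after the result was seen.

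*Plaur*, a fetal-like gene, stood at 12.3 CPM in technical library 2 of WT line 2 and at 13.3 to 13.4 CPM in the other 3 WT libraries. It was the only such library in 90 groups tested, and chance gives about 1 in 20 groups. No technical or biological explanation was tested for it.

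Haemoglobin genes, which the paper does not discuss, had more footprints in *Rptor* fl/fl mice. Their sum was 152.1 to 178.2 CPM in WT mice and 813.0 to 986.0 CPM in *Rptor* fl/fl mice, a log2 ratio of 2.44, higher in 3 of 3 mice. *Hba-a2* (log2 fold change 2.42, adjusted p = 8.35e-10) and *Hbb-bs* (2.48, adjusted p = 1.23e-09) were among them. More blood in the tissue is a candidate explanation. The other erythroid genes had a median log2 change of −0.050 over only 3 tested genes of 12 (camera adjusted p = 0.862), with 1 higher and 1 lower, so this test does not decide it. A biological difference between the genotypes stays open as well.

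*Reg3b*, *Reg3g*, *Retnlb*, *S100a8* and *S100a9*, a group picked after its values were seen, summed to 3056 to 3437 CPM in WT mice and 9992 to 10850 CPM in *Rptor* fl/fl mice, a log2 ratio of 1.68. A wider response to microbes or damage in *Rptor* fl/fl mice may explain this. The other mucosal defence genes, a list written before they were tested, had a median log2 change of 0.82 over 22 genes, with 14 higher past the threshold (camera adjusted p = 2.55e-19, fry 0.00312). This remains a hypothesis. The genotypes could also differ in housing or in the region sampled, which the labels do not give, and neither was tested.

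Immunoglobulin V genes differed between the groups of mice, with 47 higher and 60 lower in *Rptor* fl/fl mice out of 156 tested. That is 68.6% of V genes against 12.7% of other genes, and their median absolute log2 change was 1.23 against 0.21. Within groups they were alike, with a median CV of 17.9% in WT and 10.1% in *Rptor* fl/fl mice, against 8.78% and 7.24% for other genes of the same abundance. A strain variant that moves reads between similar V genes would leave sums of V gene families level. The family sums instead had a median absolute log2 change of 0.62, against a spread of 0.17, and the groups did not overlap in 19 of 23 families (82.6%, where chance gives 10%). Libraries of a group taken from a single animal or pool could also give this pattern. The squared CV of V genes was 4.17 times that of other genes in WT mice and 1.94 times in *Rptor* fl/fl mice. Such libraries and separate mice with a shared repertoire cannot be told apart here, because the expected spread between mice is not known. Leaving out immunoglobulin and haemoglobin genes, an alternative added after they were seen, left 820 higher and 631 lower genes.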

How the results depend on the processing

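The alternatives that leave out RNA-seq libraries from comparisons with SCe organoids, use a principal transcript per gene, add 5′ entries, share a replicate block across assays, keep *Ankrd1* among YAP targets outside the fetal-like list or leave out immunoglobulin and haemoglobin genes were chosen after the data were seen, and all others beforehand. Of the list results and counts of genes, 70 moved, 23 were weaker, 3 stronger and 3 reversed, and all others kept their direction and stayed on their side of the threshold or within 1.5 times. Of values of single genes, 1940 stayed, 50 moved, 118 were weaker, 24 stronger and 26 reversed. Unless stated otherwise, the cause was not tested. The single transcript per gene of the authors' deposited table was not run, as that table lists genes and not transcripts.

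At a threshold of 0.01, which by construction passes fewer genes, RNA-seq of *Rptor* fl/fl against WT organoids had 90 higher and 53 lower genes, Ribo-seq of organoids 227 and 441, translation efficiency 21 and 27, the mice 470 and 326, and RNA-seq against SCe organoids 1485 and 1556. The YAP list (median 0.076 in RNA-seq) and the broad glycolysis list in mice (0.065) did not pass it. With the length offset, counts were 266 and 393 in Ribo-seq of organoids, 60 and 56 in translation efficiency and 390 and 288 in mice. *Rpl22* in RNA-seq turned to −0.074, *Tcirg1* in translation efficiency to 0.93, and *Map3k20* and *Src* in mice to 0.018 and −0.040. DESeq2 called 501 higher and 705 lower genes in translation efficiency and 416 lower genes in mice, where *Map3k20* turned to 0.014. Without a count filter *Map3k20* in mice was at 0.0077. With separate technical libraries, 3566 genes were higher and 3642 lower in RNA-seq, and 542 and 770 in translation efficiency. On the genes of the authors' deposited table, fewer by construction, translation efficiency called 40 and 63, and with a principal transcript per gene 69 were lower. Without the 10 top genes in library sizes and without TMM, the broad glycolysis list in mice did not pass (0.0019) and *Src* was at −0.016. The median over all genes tested in mice went from −0.0153 to −0.0796 there, so these lower values go with a shift of genes in general.

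Of list versions, YAP targets outside the fetal-like list did not pass camera without *Ankrd1* (0.010) or with it (0.028), while in translation efficiency glycolysis passed on the genes of the authors' deposited table (0.12), as core enzymes (0.44) and under fgsea (adjusted p = 0.00805). Under fry the adjusted p in RNA-seq was 0.12 for the fetal-like, adult ISC, mTORC1 and broad glycolysis lists, 0.187 for core glycolysis and 0.177 for YAP, and 0.0695 for core glycolysis in translation efficiency. With an estimated correlation it was 0.596 for those first 4 lists, 0.665 for core glycolysis and YAP, and 0.438 for core glycolysis in translation efficiency. In mice it was then 0.0716 for the fetal-like, 0.222 for the broad and 0.114 for the core glycolysis list.

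Leaving out 1 line or library in RNA-seq of *Rptor* fl/fl against WT organoids, the core glycolysis median went from −0.73 without WT line 2 to −0.22 without WT line 1. The fetal-like median went from 1.18 without *Rptor* fl/fl line 1 to 1.86 without *Rptor* fl/fl line 2, and the adult ISC median from −0.84 without *Rptor* fl/fl line 2 to −0.54 without *Rptor* fl/fl line 1. *Map3k20* went from −0.051 without *Rptor* fl/fl line 1 to 0.19. *Rpl22* went from −0.0099 to 0.051 and was below 0 without WT line 1, without technical library 2 of *Rptor* fl/fl line 1 (−0.0073) and without technical library 1 of *Rptor* fl/fl line 2 (−0.0060).

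In Ribo-seq of organoids, calls went from 235 to 1170 higher and from 434 to 1512 lower genes, lowest without replicate 3 of the libraries labelled *Rptor* fl/fl and highest without SCe replicate 1. In translation efficiency they went from 28 to 401 higher and from 42 to 550 lower genes. Both were lowest without SCe RNA-seq replicate 3, the number of higher genes also without replicate 3 of the libraries labelled *Rptor* fl/fl, and both were highest without SCe Ribo-seq replicate 1. The oxidative phosphorylation median went from −0.13 to 0.12 and was above 0 without SCe RNA-seq replicate 1 (0.014) and without SCe Ribo-seq replicate 1, where it passed. The broad glycolysis median went from −0.0013 without SCe Ribo-seq replicate 2 to 0.085. *Yap1* went from −0.051 without SCe Ribo-seq replicate 1 to 0.36. *Alpi* went from −0.13 without SCe RNA-seq replicate 2 to 0.71, and was at −3e-04 without *Rptor* fl/fl RNA-seq line 1. *Map3k20* went from −0.26 to 0.17 (without SCe Ribo-seq replicate 3), and was also above 0 without SCe RNA-seq replicate 2 (0.015), *Rptor* fl/fl RNA-seq line 1 (0.085), SCe Ribo-seq replicate 2 (0.060) and replicate 2 of the libraries labelled *Rptor* fl/fl (0.042).

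In mice, calls went from 517 to 1095 higher and from 380 to 859 lower genes, lowest without *Rptor* fl/fl mouse 2 and highest without *Rptor* fl/fl mouse 1. The broad glycolysis median went from 0.079 to 0.088, and the list did not pass without WT mouse 3, where the median was highest. *Lgr5* went from −0.30 without *Rptor* fl/fl mouse 1 to 1.60. *Src* went from −0.025 without *Rptor* fl/fl mouse 3 to 0.13. *Map3k20* went from −0.073 to 0.098 (without *Rptor* fl/fl mouse 3), and was also above 0 without WT mouse 1 (0.0010) and WT mouse 3 (0.071). In RNA-seq against SCe organoids, calls went from 1833 to 4582 higher and from 2126 to 4519 lower genes, lowest without SCe replicate 3 and highest without SCe replicate 1.

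Same-numbered replicates did not deviate together in Ribo-seq of organoids (correlation across genes −0.046, 0.029 and 0.019) or in mice (−0.0047, 0.035 and 0.011), so these were not taken as paired. The 2 organoid lines of RNA-seq gave 0.40, which 2 pairs are too few to read. Line 1 of both genotypes nearly lacked the Y-linked *Ddx3y* and *Eif2s3y* and line 2 had them, so the line number there also carries whatever goes with Y-linked expression, such as the sex of the animals. With the replicate block, 2359 genes were higher and 2392 lower in RNA-seq of *Rptor* fl/fl against WT organoids, and *Olfm4* passed (adjusted p = 0.00511). It gave 516 and 712 genes in Ribo-seq of organoids and 731 and 574 in mice, where *Axin2* passed (0.0206). In translation efficiency the replicate block within each assay left 2 higher and 2 lower genes, where 1361 genes had an unadjusted p under 0.05, and *Alpi* was at −0.061. Of the genes named there as past the threshold, only *Eno1b* (0.0361) and *Zfp990* (0.0334) passed with it, while *Ak4*, *Slc16a3*, *Tut4*, *Enah* and *Cyp1b1* had 0.0586 and the others 0.0602 to 0.325. No other call of a list or named gene changed with the replicate block.

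With the number of SCe organoids as a replicate block shared across assays, 221 genes were higher and 285 lower in translation efficiency, *Rptor* and *Muc2* passed, *Map3k20* was at 0.015, and no other call of a list or named gene changed. With the numbers of both groups as such blocks, 15 were higher and 12 lower, where 1464 genes had an unadjusted p under 0.05. *B3gnt3*, *Slc16a3*, *Ldha*, *Slc25a4*, *Tcirg1*, *Atp6ap1*, *Ryr1*, *Enah* and *Spata6* then did not pass (adjusted p from 0.0602 to 0.27), and no list call changed.

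Depth limits what the Ribo-seq results can say of genes with few footprints. In mice, *Lgr5* rested on 9 footprints in the smallest library, and *Mex3a* and *Ankrd1* could not be tested.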

Differences from the paper's values

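The paper's values below were read by eye from its figures. Normalized enrichment scores (NES) were computed with fgsea on lists that are not the paper's gene sets. The error set against a difference is the SD of the NES over fits that left out single libraries, a choice of this re-analysis made after the data were seen. It does not include the error of reading by eye, so values within 0.05 of the paper's are named as well. An NES needs a p-value for each gene, so leaving out a whole organoid line gave none, and neither fry nor camera with the correlation estimated gives one.

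In RNA-seq of *Rptor* fl/fl against WT organoids, the NES of the fetal signature was 2.50, against the paper's about 2.4 in Fig. 1g. Of the alternatives set before the data were examined, the 4 libraries per genotype as separate replicates (2.40) and the list without YAP genes (2.37) closed the gap. No count filter (2.44) and leaving out WT line 1 technical library 2 (2.45) came within the precision of the reading, and the others that give an NES did not. The NES of the *Lgr5* signature was −2.12, against the paper's about -1.4. That of mTORC1 was −2.96, against the paper's about -2.1, and that of glycolysis −1.77, against the paper's about -1.5 (Fig. 1g). None of the alternatives set before the data were examined that give an NES closed the gaps of the *Lgr5* signature and mTORC1, DESeq2, the package the paper names, coming closest (−1.84 and −2.32). For glycolysis DESeq2 gave −1.54, which the reading does not separate from the paper's value, and none of the others came as close. For YAP targets it was 1.58, against the paper's about 1.7 in Fig. 4F. The gap closed with no count filter (1.66), with the replicate block (1.74), without WT line 1 technical library 2 (1.71) and without *Rptor* fl/fl line 2 technical library 2 (1.68), and not with the others that give an NES.

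For cell types, the NES of Paneth cell genes was −2.11, against the paper's about -1.4 in Supp. Fig. 2B, and that of goblet cell genes 1.90, against the paper's about 1.3. That of enteroendocrine genes was −1.65, against the paper's about 0.82. None of the alternatives set before the data were examined that give an NES closed these gaps. For tuft cell genes it was 1.41, against the paper's about 1.3. The gap closed with 4 libraries per genotype (1.27), without WT line 1 technical library 2 (1.28), without WT line 2 technical library 2 (1.27), without *Rptor* fl/fl line 1 technical library 1 (1.35) and without *Rptor* fl/fl line 2 technical library 2 (1.33), and not with the others that give an NES.

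In translation efficiency of the libraries labelled *Rptor* fl/fl against SCe organoids, the NES of glycolysis was 1.48, against the paper's about 1.6 in Fig. 2c. Of the alternatives set before the data were examined that give an NES, it closed only without replicate 3 of the libraries labelled *Rptor* fl/fl (1.53). It also closed without SCe RNA-seq replicate 3 (1.52) and with the SCe block shared across assays (1.52), both chosen after the values were seen. The log2 changes had an SD of 0.909, against the paper's about 0.55 in Supp. Fig. 3B, and of the alternatives set before the data were examined only the genes in the authors' deposited table closed that gap (0.520). With the others it was 0.886 to 2.20. In mice, the NES of the fetal signature was 1.95, against the paper's about 1.7 in Fig. 2f, and that of glycolysis 1.79, against the paper's about 1.6. DESeq2 closed the gap of glycolysis (1.58). None of the other alternatives set before the data were examined that give an NES closed it, and none closed that of the fetal signature, DESeq2 coming closest (1.75).

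The paper states that glycolysis mRNAs had higher and oxidative phosphorylation mRNAs lower translation efficiency. The broad glycolysis list did not pass camera (adjusted p = 0.335). It did on the genes in the authors' deposited table (0.0118), under fgsea (0.00805) and as the core enzymes alone (0.00372), and its adjusted p ranged from 0.00372 to 0.721 over its alternatives. The oxidative phosphorylation list did not pass either (0.801), and the only alternative under which it passed, without SCe Ribo-seq replicate 1, had the opposite direction (median 0.12, adjusted p = 0.0268, range 0.0268 to 0.954).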

Other observations

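Of the tests described here, the test on SCe replicate 1 was set before its result was seen, and all others were chosen only after the result was seen.

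Footprints on *Rptor* were not significantly lower in the libraries labelled *Rptor* fl/fl than in SCe organoids (log2 fold change −0.53, 95% interval −1.29 to 0.23), while RNA-seq of *Rptor* fl/fl organoids was at −1.89 against SCe organoids. Too few footprints are not the reason, since the lower end of the interval, −1.29, lies above the RNA-seq change. A candidate explanation is that these footprints came from organoids that kept *Rptor*. To test it, 514 genes that differed between WT and *Rptor* fl/fl organoids in RNA-seq were placed on a scale from 0 (as WT) to 1 (as *Rptor* fl/fl). Footprints of the libraries labelled *Rptor* fl/fl had a slope of 0.060 on it (bootstrap interval 0.0025 to 0.147), and 74.9% of the genes were closer to WT. The slope was −0.25 over the 236 genes higher in *Rptor* fl/fl organoids and 0.31 over the 278 lower genes. With each SCe Ribo-seq library alone as the reference, the slope over all 514 genes went from 0.0072 to 0.200. In a regression on the WT change against SCe organoids and the *Rptor* fl/fl change against WT organoids, these had weights of 1.07 and 0.07. This is a hypothesis only. Translation that offsets the RNA change would look alike, the labels give the ribosome tag for the *Rptor* fl/fl organoids of Ribo-seq and not for those of RNA-seq, and no library was reassigned.

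Ribosomal protein genes had lower footprints (median log2 fold change −0.45, camera adjusted p = 0.0167) and lower translation efficiency (−0.46, 0.00143) in the libraries labelled *Rptor* fl/fl against SCe organoids, while their RNA did not differ (0.07, 0.288). Neither result held under fry (0.539 and 0.578). No gene passed in translation efficiency, where 0 were higher and 2 lower at an unadjusted p under 0.05. Short coding sequences do not account for it, as their median differed by −0.626 from genes of the same coding length and abundance, whose random lists had medians from 0.0643 to 0.274. Lower translation of TOP mRNAs is a candidate explanation. TOP mRNAs without ribosomal protein genes had a median of −0.16 (camera adjusted p = 0.375), which does not decide it. In mice ribosomal protein genes were lower in footprints too (−0.26, camera adjusted p = 1.24e-11, fry 0.0178, 0.342 with the correlation estimated), with 33 lower and 0 higher past the threshold, and 59 and 0 at an unadjusted p under 0.05.

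Translation efficiency and the RNA-seq change share the RNA-seq libraries, so a gene whose RNA is measured too low gets a translation efficiency too high. List medians were therefore set against 10000 random lists with the same RNA-seq change. The broad glycolysis list lay 0.045 above its matched genes, at percentile 80.6, which is consistent with translation efficiency mirroring the RNA. The oxidative phosphorylation list differed by −0.072 from its matched genes, at percentile 3.45, inside the central 95% of the random lists. Its difference of −0.153 from genes of the same coding length and abundance, at percentile 0.02, argues against short coding sequences as the reason. The core glycolysis list lay 0.28 above its matched genes at percentile 97.6, barely outside the central 95%. The matching used the RNA-seq change against SCe organoids, with which translation efficiency had a correlation of −0.34 across 10747 genes. With the RNA-seq change against WT organoids, on which no list was matched, the correlation was −0.57. Mirroring of that change was not tested, so the narrow margin does not decide whether mirroring accounts for the core list.

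SCe replicate 1 lay apart from the other SCe replicates. In RNA-seq it differed from replicates 2 and 3 by a chi-square of 192 and 172 per gene, while these differed from each other by 19.8. In Ribo-seq it differed from them by 18.0 and 44.1, and they differed from each other by 9.03. The statistic grows with depth, so it was compared only within an assay, where replicates 2 and 3 made the deepest pair in RNA-seq and replicates 1 and 2 the shallowest in Ribo-seq. The deviations of replicate 1 in RNA-seq and Ribo-seq had a correlation of 0.28 across genes, and those of replicates 2 and 3 were 0.11 and 0.20. Replicates 2 and 3 also went with each other's number across the assays (0.18 and 0.10), so only replicate 1 stands apart. This is consistent with replicate 1 being a shared culture in both assays. Y-linked transcripts also set organoid replicate 1 apart. *Ddx3y* had 4 and 3585 reads in WT lines, 3 and 3735 in *Rptor* fl/fl lines, and 0, 4617 and 3728 in SCe libraries. In footprints it had 4, 358 and 296 in the libraries labelled *Rptor* fl/fl and 3, 29 and 188 in SCe organoids. Every mouse had at least 30.

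Of the 6 libraries of each Ribo-seq comparison, 1 of the 10 possible splits gave as many genes past the threshold as the split by group, namely that split itself, for organoids (1781 genes) and for mice (1547 genes). Each of the other splits gave at most 1 gene. With 10 splits the share cannot fall below 0.1.

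The pulldown from *Lgr5*-positive cells held footprints on genes of other cell types. Immunoglobulin genes took 2.34% to 2.81% of footprints. Smooth muscle genes, of which 3 of 9 could also be tested in RNA-seq of *Rptor* fl/fl against WT organoids and 6 of 9 against SCe organoids, had at least 1405 footprints in every mouse and 1621 to 1934 CPM, with *Myh11* at 603 CPM and *Acta2* at 346 CPM, against 1290 to 1740 CPM for all adult ISC genes. This is consistent with footprints from ribosomes of cells without the tag. Immune genes stood at 19590 to 21950 CPM (*Igha* 10490), stroma at 1098 to 1643 CPM, pancreatic acinar genes at 3263 to 7938 CPM (*Amy2a5* 2817) and enterocyte genes at 62820 to 78170 CPM (*Apoa1* 14610).

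*Eno1b*, a near copy of *Eno1*, was chosen after its values were seen. It had 1354 CPM in SCe RNA-seq but 0.976 CPM in *Rptor* fl/fl and 2.22 CPM in WT RNA-seq, while footprints were at 2914 CPM in SCe organoids and 2299 CPM in the libraries labelled *Rptor* fl/fl. *Eno1* had 850 CPM in SCe RNA-seq, 1507 CPM in WT and 1139 CPM in *Rptor* fl/fl RNA-seq.

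Other lists in RNA-seq of *Rptor* fl/fl against WT organoids were oxidative phosphorylation (median log2 fold change −0.13, camera adjusted p = 0.000641) and its core subunits (−0.21, 1.18e-07), ATF4 targets (−0.63, 8.07e-12), cholesterol synthesis (−0.37, 9.02e-05), TOP mRNAs (0.11, 0.171), ribosomal proteins (0.06, 0.317), pancreatic acinar genes (−0.97, 0.0896), smooth muscle (−0.19, 0.577), Y-linked genes (0.08, 0.944) and fetal-like genes outside the YAP list (1.57, 5.31e-14). None of those past the threshold held under fry or with the correlation estimated.

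In footprints of the libraries labelled *Rptor* fl/fl against SCe organoids, goblet (2.41, camera adjusted p = 5.32e-09), enteroendocrine (2.88, 9.17e-09), enterocyte (1.76, 1.27e-05) and tuft cell genes (2.05, 0.0301) and cholesterol synthesis (0.42, 0.00716) were higher, of which goblet, enteroendocrine and cholesterol genes also passed fry and none passed with the correlation estimated. Smooth muscle genes passed fry (0.0198) but not camera (0.46, 0.0915). The goblet median was 2.21 with genes at the floor set to their bound. In translation efficiency, ATF4 targets (1.14, 1.51e-09), mTORC1 genes (0.24, 2.17e-06), Paneth genes (2.10, 0.00274) and proliferation genes (0.52, 0.00434) were higher, and fetal-like (−1.57, 2.17e-06) and goblet genes (−1.56, 2.17e-06) lower. None of these lists passed fry (0.0512 for mTORC1 genes, the lowest of them) or the estimated correlation.

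In mice, goblet (0.25, camera adjusted p = 1.93e-08), stroma (0.48, 3.67e-05), cholesterol (0.33, 8.22e-05), pancreatic acinar (0.39, 0.00328), enterocyte (0.20, 0.00353) and mTORC1 genes (0.06, 0.0307) were higher, and Paneth (−0.76, 1.3e-10), proliferation (−0.34, 0.0122) and TOP mRNAs (−0.12, 0.0374) lower. Of these the acinar list did not pass fry (0.304), and none passed with the correlation estimated. Adult ISC (−0.28, 0.117), YAP (0.02, 0.291), oxidative phosphorylation (0.04, 0.343), ATF4 (−0.15, 0.128), enteroendocrine (−0.08, 0.635), tuft (0.24, 0.3), smooth muscle (0.01, 0.688), immune (0.03, 0.952) and Y-linked genes (−0.05, 0.803) did not pass camera. Of those, YAP (0.0397), ATF4 (0.0111) and tuft genes (0.0098) passed fry.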
